# Senescence in yeast is associated with amplified linear fragments of chromosome XII rather than ribosomal DNA circle accumulation

**DOI:** 10.1371/journal.pbio.3002250

**Published:** 2023-08-29

**Authors:** Andre Zylstra, Hanane Hadj-Moussa, Dorottya Horkai, Alex J. Whale, Baptiste Piguet, Jonathan Houseley

## Abstract

The massive accumulation of extrachromosomal ribosomal DNA circles (ERCs) in yeast mother cells has been long cited as the primary driver of replicative ageing. ERCs arise through ribosomal DNA (rDNA) recombination, and a wealth of genetic data connects rDNA instability events giving rise to ERCs with shortened life span and other ageing pathologies. However, we understand little about the molecular effects of ERC accumulation. Here, we studied ageing in the presence and absence of ERCs, and unexpectedly found no evidence of gene expression differences that might indicate stress responses or metabolic feedback caused by ERCs. Neither did we observe any global change in the widespread disruption of gene expression that accompanies yeast ageing, altogether suggesting that ERCs are largely inert. Much of the differential gene expression that accompanies ageing in yeast was actually associated with markers of the senescence entry point (SEP), showing that senescence, rather than age, underlies these changes. Cells passed the SEP irrespective of ERCs, but we found the SEP to be associated with copy number amplification of a region of chromosome XII between the rDNA and the telomere (ChrXIIr) forming linear fragments up to approximately 1.8 Mb size, which arise in aged cells due to rDNA instability but through a different mechanism to ERCs. Therefore, although rDNA copy number increases dramatically with age due to ERC accumulation, our findings implicate ChrXIIr, rather than ERCs, as the primary driver of senescence during budding yeast ageing.

## Abstract 2

What causes pathology in aging yeast cells? Circular DNAs called ERCs are implicated in yeast aging but their mode of action is largely unknown. This study detects no impact of ERCs on gene expression or senescence during yeast aging, but identifies a tight link between ageing and a large chromosome XII fragment that likely forms through ribosomal DNA replication errors.

## Introduction

Replicative ageing in the budding yeast *Saccharomyces cerevisiae* is a widely used model of ageing in dividing cells [1–3]. Under this paradigm, age is the number of budding events undergone by a mother cell, and life span is the total number of divisions prior to a permanent loss of replicative capacity [4]. Long-term imaging shows that cell cycle duration remains constant for most of the replicative lifetime but lengthens dramatically in the last few divisions [5–7]. This indicates a period of pathological ageing that precedes loss of replicative viability, although the cause of this transition to a pathological ageing state is still debated.

Ageing cells display a spectrum of molecular phenotypes including dramatic changes in gene expression. This has been attributed to a loss of transcriptional repression due to histone depletion [8,9], the induction of a widespread but defined environmental stress response (ESR) [10–13] and the uncoupling of translation from mRNA abundance [14]. Whatever the cause, ageing yeast undergo widespread induction of coding and noncoding loci that are normally repressed for RNA polymerase II transcription during vegetative growth and increase expression of stress and environmental response factors while the abundance of mRNAs encoding translation and ribosome biogenesis components is decreased [8,11,12,15,16]. Similarly, and perhaps consequently, the proteome becomes dysregulated, aggregation prone, and increasingly uncoupled from the transcriptome; gene expression becomes unresponsive; and the metabolome shifts towards reduced growth and substrate uptake [14,17–19]. Interestingly, single-cell techniques have revealed that the onset of senescence is a discrete process initiated abruptly at the senescence entry point (SEP) [5,20]. After the SEP, cells exhibit an extended G1 phase marked by intense foci of the tagged mitochondrial membrane protein Tom70-GFP and low levels of cyclin Cln1. However, cell growth does not pause, leading to rapid cell size expansion and pathological cytoplasmic dilution coincident with nuclear and nucleolar growth [5,6,17,20,21]. One or more of these phenotypes may cause the permanent loss of replicative potential that defines yeast replicative life span, and the reproducible time from the SEP to loss of replicative viability suggests that senescence limits life span to some extent [5], but we and others have observed ageing trajectories resulting in loss of replicative potential without apparent senescence [22,23], so other non-SEP mechanisms must also limit life span and the causal connection between the SEP and loss of viability remains unproven.

The most prominent theory of yeast ageing focuses on accumulation of ERCs, which arise during homologous recombination within the highly repetitive ribosomal DNA (rDNA) locus [24–26]. ERCs are replicated in each cell cycle and are asymmetrically retained in mother cells at mitosis by the SAGA and TREX-2 complexes, such that ERC copy number rises exponentially during ageing to the point that effective genome size increases 30% to 40% in 24 hours [15,20,24,27,28]. Due to this behaviour, ERCs are very plausible “ageing factors” that arise early in ageing and later cause nucleolar fragmentation [24,29,30]. Important components of this theory are Sir2, the eponymous member of the highly conserved sirtuin protein deacetylase family, and Fob1, which localises to the rDNA replication fork barrier (RFB) site. Fob1 stalls replication forks at the RFB and averts head-on collision with RNA polymerase I, but resolution of the stalled forks can be recombinogenic through repair events leading to ERC formation [26,31,32]. In support of the ERC theory, *SIR2* deletion destabilises the rDNA, promotes ERC accumulation and rDNA copy number variation, and shortens yeast life span, whereas *FOB1* deletion or *SIR2* overexpression extend life span [26,33]. ERC-encoded noncoding RNAs are abundantly expressed by RNA polymerase II with a concomitant accumulation of activating epigenetic marks such as H3K4me3, while the additional ribosomal DNA genes are transcribed by RNA polymerase I [15,16,20]. As such, it is not hard to imagine that titration of nuclear and nucleolar factors by thousands of ERCs could imbalance the protein coding transcriptome and/or ribosome synthesis.

Anti-ageing interventions with cross-species efficacy, such as caloric restriction and mTOR inhibition, also reduce rDNA instability and recombination through Sir2 [34–37]. Remarkably, there are indications that rDNA instability and copy number variation might be relevant to animal ageing and pathology as rDNA copy number variation has been reported during *Drosophila* and mouse ageing [38,39], in human neurodegenerative disorders [40], and in cancer [41–44]. Circular DNAs containing rDNA sequence have also been observed in *Drosophila* and human cells [45,46]. However, although accumulation of ERCs in ageing yeast was first reported a quarter of a century ago, there remains a conspicuous lack of analogous data for any other model organism [24]. Nonetheless, recent publications showing a tight connection between ERC accumulation and ageing phenotypes in yeast strongly suggest that ERCs are the proximal cause of age-related cell cycle disruption and senescence. Neurohr and colleagues observed that post-SEP mother cells are rejuvenated through rare events in which the entire ERC complement is transmitted to a daughter cell; Ünal and colleagues observed that ERCs are compartmentalised and degraded during meiosis in aged cells [47,48]; while Morlot and colleagues reported that cell cycle disruption and the SEP coincide with exponential ERC accumulation and concomitant excess rDNA transcription [19,20]. Furthermore, Meinema and colleagues recently reported that extended association of ERCs with nuclear pore complexes can promote the progressive decay of nuclear pores that occurs during ageing in yeast [49,50].

These studies strongly suggest that ERC accumulation is pathological, but there is little mechanistic evidence of how ERC-dependent pathology may be mediated. To study this, we used mutants in ERC formation and retention to define the effect of ERCs on mRNA abundance and the SEP but unexpectedly found no connection with ERCs. Instead, we show a strong correlation between amplification of a large linear fragment of chromosome XII (ChrXIIr) and the SEP, suggesting that this may be the unanticipated cause of senescence in yeast.

## Results

To investigate the role of ERC accumulation during replicative ageing in *S*. *cerevisiae*, we examined aged mutant cells that fail to accumulate ERCs during ageing. Homologous recombination-deficient *rad52*Δ cells cannot form ERCs, whereas *spt3*Δ and *sac3*Δ cells lack components of SAGA and TREX-2 so cannot retain ERCs in mother cells (Fig 1A) [25,28]. By studying mutants in different pathways required for age-linked ERC accumulation, we aimed to separate effects caused by ERCs from unrelated effects of individual mutations.

**Fig 1:**
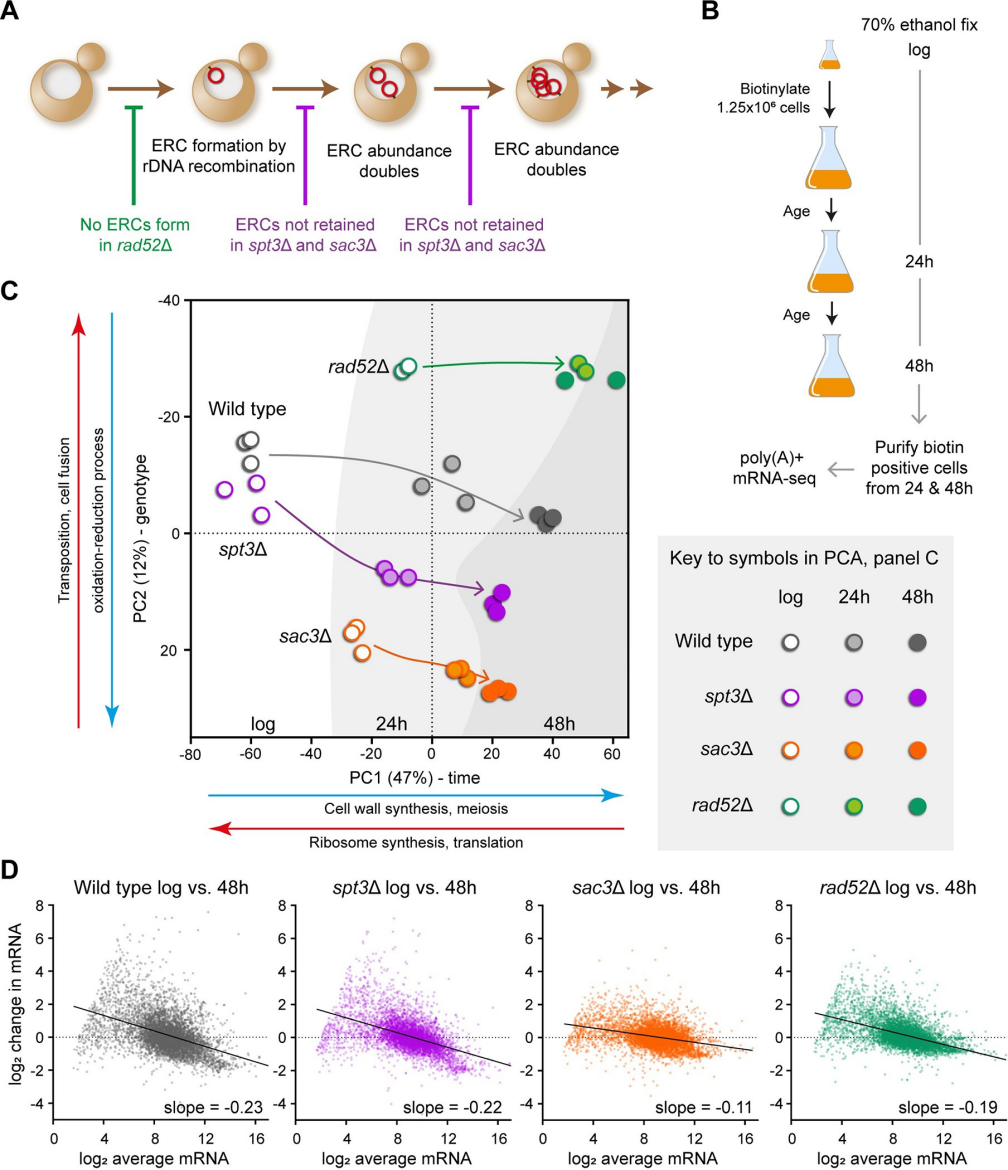
ERCs do not cause genome-wide gene expression dysregulation. (**A**) Schematic of ERC accumulation during replicative ageing, indicating the processes that are impaired in *rad52*Δ, *spt3*Δ, and *sac3*Δ mutants. (**B**) Schematic of the MEP culture system used to isolate aged populations for analysis. Times of biotin labelling and harvest are shown. (**C**) PCA summary for young and aged poly(A)+ RNA-seq libraries of wild-type and indicated ERC mutants aged in YPD using the MEP. Arrows show progression across time in culture; background colour graduations indicate sample time point. Major GO categories for each PC are indicated based on the 300 highest rotation genes underlying the PC in either direction, full GO term enrichment analysis in S7 File. (**D**) MA plots comparing log_2_ mRNA abundance distributions between log phase and 48-hour-aged samples from wild-type and indicated mutants. x-Axis is log_2_ average normalised read count; y-axis is change in log_2_ normalised read count from young to old. Slope is calculated by linear regression. Data for each genotype and age calculated as the log_2_ mean normalised read counts per gene of 3 biological replicates for wild-type, *spt3*Δ, and *sac3*Δ or 2 biological replicates for *rad52*Δ. The numerical data underlying this Figure can be found in S8 File. ERC, extrachromosomal ribosomal DNA circle; GO, gene ontology; MEP, mother enrichment programme; PC, principal component; PCA, principal component analysis.

For purification of aged cells, we employed the mother enrichment program (MEP) devised by Lindstrom and Gottschling [51]. MEP cells proliferate normally until β-estradiol is added to a culture, after which all newborn daughter cells are rendered inviable. This allows mother cells to reach advanced replicative age in batch culture without proliferation of young cells depleting media components. Mother cell walls are labelled with reactive biotin when young, which allows recovery of the same cells on magnetic streptavidin beads at aged time points after fixation (Fig 1B). Unlike most ageing systems in yeast, the MEP uses diploid cells, which are more resilient both to random mutations that could circumvent the MEP and to toxic double-strand breaks that occur increasingly with age and result (in diploids) in loss of heterozygosity [51,52].

Not all mutations that alter ERC abundance in young cells have equivalent effects in aged cells. For example, young *fob1*Δ mutant cells contain fewer ERCs, but ERC abundance in aged diploid *fob1*Δ MEP cells hardly differs from wild type (S1A Fig) [52]. We therefore confirmed ERC abundance in all 3 mutants by Southern blot. Reassuringly, deletion of *RAD52* in the MEP background abrogated ERC accumulation (30× reduction) [25,26], while deletion of *SPT3* or *SAC3* dramatically reduced ERC accumulation during ageing relative to wild type (10× and 5× reduction, respectively) (S1B Fig) [28].

Together, *rad52*Δ, *spt3*Δ, and *sac3*Δ form a set of 3 mutants that accumulate very few ERCs during ageing compared to wild type. Consistent differences that emerge during ageing between each mutant and the wild-type form candidate effects that could be attributable to ERCs, whereas differences observed in only a single mutant or that are already present in young cells prior to ERC accumulation must be attributed to genotype effects rather than ERCs. We note that *rad52*Δ and *sac3*Δ are short lived, whereas the life span of *spt3*Δ is almost identical to wild type, providing a spectrum of lifespans to allow separation of terminal phenotypes from effects of ERCs [25,53,54].

### Age-linked transcriptomic dysregulation is independent of ERCs

The RNA polymerase II transcriptome should provide a sensitive readout of the impact of ERCs on the ageing process, reporting both changes in overall distribution of mRNA abundance and also the expression of individual genes. Individual gene expression differences were predicted to be particularly informative, indicating stress response pathways and/or metabolic feedback circuits activated due to pathological impacts of ERC accumulation.

Poly(A)+ RNA-seq libraries were derived from MEP wild-type, *spt3*Δ, and *sac3*Δ cells in triplicate and *rad52*Δ cells in duplicate. 

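The 42 poly(A)+ RNA-seq libraries analysed here came from 5 strains of budding yeast at log phase, 24 hours and 48 hours of ageing. The wild type, the wild type with TRP1 repaired, spt3Δ and sac3Δ gave 3 libraries at each age, and rad52Δ gave 2 at each age. All strains carry the mother enrichment program (MEP), in which β-estradiol stops the divisions of newborn daughters so that the biotin-labelled mothers can be recovered on beads. Spt3 is a subunit of the SAGA transcription coactivator, Sac3 is the scaffold of the TREX-2 complex at the nuclear pore, and Rad52 is the central factor of homologous recombination. The deleted genes were read in every library first. SPT3, in which the spt3Δ libraries held 0 counts at log phase, gave 299 to 406 counts in the wild type. SAC3 gave 0 counts in each sac3Δ library at log phase against 525 to 1016 in the wild type, and RAD52 gave 0 in every library labelled rad52Δ against 486 to 857. TRP1, the tryptophan biosynthesis gene used as the deletion marker, gave 4 to 7 counts in the wild type at log phase, 340 to 591 in the TRP1-repaired strain, 195 to 400 in spt3Δ, 286 to 425 in sac3Δ and 312 and 816 in rad52Δ.
The authors prepared strand-specific libraries with a poly(A)+ selection step, trimmed the reads, aligned them with HISAT2 to the R64 genome build and counted them per annotated gene with featureCounts, with 4 transcripts of the rDNA intergenic spacers added to the annotation. The deposited table holds whole-number counts for 7131 features. Of these, 6644 were kept as in the authors' normalised table, namely 6551 protein-coding genes, 89 Ty elements and the 4 rDNA intergenic transcripts, which leaves out mitochondrial genes, tRNA, rRNA and genes beside the rDNA. Total counts per library over all features were 7532334 to 11251953 (median 8411758) in the wild type at log phase, 7494849 to 10815815 (median 10402846) at 24 hours and 6876051 to 8730185 (median 8628181) at 48 hours. In the TRP1-repaired wild type they were 8672798 to 13418423 (median 10217892), 8095691 to 9813651 (median 9505534) and 7288456 to 9045839 (median 7989492) at the 3 ages. In spt3Δ they were 5475542 to 9917127 (median 8823910), 9324911 to 12318490 (median 12277667) and 7361784 to 10909909 (median 9238247), and in sac3Δ 6493155 to 8936924 (median 7770192), 7273504 to 8361818 (median 7424053) and 6210634 to 11166528 (median 7448257). The 2 rad52Δ libraries held 5441575 and 13446257 counts at log phase, 11547016 and 11739167 at 24 hours and 8427616 and 9270438 at 48 hours.
Genes were tested on the deposited counts with edgeR's quasi-likelihood test after TMM normalisation, with Benjamini–Hochberg adjustment over the genes that passed edgeR's expression filter. A gene was called where its adjusted p was below 0.05, or below 0.01 for mutants against the wild type at log phase, and its log2-fold change was beyond ±0.5, which are the thresholds the paper states. The log2-fold change had to pass 0.5 as an estimate, whereas a test against the threshold itself calls fewer genes. Normalised counts are counts divided by DESeq2 size factors over all 42 libraries. Values from libraries of one group are given with their SD and log2-fold changes with their standard error (SE). Gene lists fixed before the data were examined were also tested with camera from limma, with a preset correlation of 0.01 between genes and again with the correlation estimated from the data. Libraries of the wild type, the TRP1-repaired wild type and sac3Δ were sequenced on one lane and those of spt3Δ and rad52Δ on another, so that spt3Δ and rad52Δ cannot be told apart from their lane when compared with the wild type, while changes with age within a strain lie within a lane.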

Cells were harvested at log phase and after 24 and 48 hours of ageing, times at which approximately 100% and approximately 30% to 40% of wild-type cells remain viable, respectively (Fig 1B) [15,51]. Expression of 1,186 genes enriched for carbohydrate metabolism, respiration, and cell wall organisation increased significantly at 48 hours compared to log phase in wild type, while 870 genes enriched for ribosome synthesis and translation decreased significantly, all of which is highly consistent with previous ageing gene expression studies and supports the reliability of our dataset (DESeq2, Benjamini–Hochberg (BH) corrected false discovery rate (FDR) < 0.05, log_2_-fold change threshold ± 0.5) (S1C Fig) [8,12,15].

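In wild-type mothers aged for 48 hours, 1813 genes were higher and 1428 lower than at log phase, of 5936 tested. Genes of respiration, carbohydrate stores, the cell wall and the stress response rose, and genes of ribosome production and translation fell. Of 35 measured genes of the respiratory chain, 34 were higher and none was lower, among them NDE2, a mitochondrial external NADH dehydrogenase, at a log2-fold change of 5.68 (SE 0.27), and CYT1, which encodes cytochrome c1, at 3.00 (SE 0.12). Of 20 genes of glycogen and trehalose metabolism, 19 were higher and none lower. GAC1, which encodes the regulatory subunit that directs the phosphatase Glc7 to glycogen synthase and lies on chromosome XV from 667860 to 670241, went from 2.38 ± 1.03 normalised counts (SD, n = 3) to 471 ± 70.4 (adjusted p = 6.93e-10 from edgeR), a log2-fold change of 7.56 (SE 0.26), and SGA1, a glucoamylase, rose by 4.56 (SE 0.22). The TCA cycle had 11 of 16 genes higher and none lower, led by the succinate dehydrogenase subunits SDH1 at 2.79 (SE 0.12) and SDH2 at 2.76 (SE 0.15). Gluconeogenesis and the glyoxylate cycle had 13 of 14 higher and 1 lower, with the mitochondrial succinate-fumarate carrier SFC1 at 5.97 (SE 0.28) and the malate synthase MLS1 at 4.90 (SE 0.24). Cell wall genes were higher in 35 of 45 cases and lower in 3, and PIR3, an O-glycosylated wall protein, went from 53.1 ± 6.51 to 8075 ± 58.3 normalised counts. Counts adjusted over the list alone were the same for each of these 5 lists. Their camera tests passed with the preset correlation and not with an estimated one, with adjusted p = 0.22 with an estimated correlation for the respiratory chain and for glycogen and trehalose metabolism, 0.33 for the TCA cycle, 0.21 for gluconeogenesis and 0.25 for the cell wall.
Among genes that yeast induces in most stresses (the environmental stress response), 37 of 40 were higher and 1 was lower. XBP1, a stress-induced transcriptional repressor, rose by 7.10 (SE 0.22), and DDR2, a multistress response gene, went from 0.830 ± 0.770 to 316 ± 32.0 normalised counts. Heat shock proteins and chaperones were higher for 18 of 30 genes and lower for 7, with the small heat shock protein HSP26 rising from 21.4 ± 2.55 to 3445 ± 331 normalised counts. Autophagy genes were higher in 20 of 23 cases and lower in 1, with ATG8, the ubiquitin-like protein of the autophagosome, at 3.36 (SE 0.23). All 15 measured genes of the PAU family, subtelomeric cell wall mannoproteins, were higher, as were 10 of 12 of the COS family, which encode subtelomeric membrane proteins of the endosome. Subtelomeric genes outside both families were higher for 133 of 191 and lower for 16, or 136 and 16 when adjusted over the list alone. Genes of the hexose transporters were higher in 12 of 15 cases and lower in 2. The adjusted p with an estimated correlation was 0.21 for the stress response, autophagy and PAU lists, 0.22 for the subtelomeric list, 0.35 for the COS family and the hexose transporters and 0.37 for the heat shock list, and all had passed with the preset one.
Of 137 genes of cytosolic ribosomal proteins, 136 were lower and none was higher, with a median log2-fold change of -1.68, and 88 of 92 genes of ribosome biogenesis were lower with none higher, at a median of -1.16. RPL9A, a protein of the large ribosomal subunit, fell by 2.41 (SE 0.14), DBP2, an RNA helicase of rRNA processing, fell by 1.65 (SE 0.10), and CIC1, a factor of 60S assembly, fell by 1.63 (SE 0.11). RPL13A, whose protein the paper tags with mCherry, fell by 1.75 (SE 0.10), and RPA190, the largest subunit of RNA polymerase I, by 1.16 (SE 0.11). Translation factors were lower in 28 of 32 cases, with TEF4, a subunit of elongation factor eEF1B, falling by 1.72 (SE 0.11), and higher in 1, HEF3, a paralogue of elongation factor 3, at 2.26 (SE 0.12). The adjusted p with an estimated correlation was 0.22 for the cytosolic ribosomal proteins and 0.21 for ribosome biogenesis and translation factors. Mitochondrial ribosomal proteins were higher for 3 and lower for 19 of 74 genes, or 18 when adjusted over the list alone (adjusted p = 0.37 with an estimated correlation). Glycolysis split, with 6 of 21 genes higher, such as the glucokinase GLK1 at 2.64 (SE 0.12), and 14 lower (adjusted p = 0.54 with an estimated correlation).
The largest decreases were in phosphate metabolism. PHO12 and PHO11, 2 nearly identical acid phosphatases that may share reads, fell from 4885 ± 138 to 260 ± 38.2 and from 3994 ± 172 to 261 ± 30.1 normalised counts, and 15 of 20 genes of phosphate starvation were lower and 3 higher (adjusted p = 0.21 with an estimated correlation). VTC3, a subunit of the polyphosphate synthase, and SPL2, a regulator of phosphate uptake, fell by 2.84 (SE 0.12) and 3.16 (SE 0.25). YHB1, a flavohaemoglobin, fell by 2.93 (SE 0.11). Histone genes were lower for 10 of 11 and daughter-specific genes for 9 of 11, with none higher in either list, and adjusted p = 0.36 and 0.31 with an estimated correlation. EGT2, a cell wall protein transcribed in daughters, fell by 1.41 (SE 0.10). Ergosterol biosynthesis had 12 of 23 genes lower, the vacuolar ATPase 12 of 15 and targets of the amino acid regulator Gcn4 23 of 40, against 0, 0 and 2 higher (adjusted p = 0.33, 0.22 and 0.35 with an estimated correlation). VPH1, the vacuolar ATPase subunit of the vacuole, fell by 0.65 (SE 0.09), and TOM70, the mitochondrial import receptor whose GFP fusion marks the SEP, fell by 0.88 (SE 0.09) as mRNA. Mitochondrial outer membrane and import genes were lower for 12 of 21, or 13 adjusted over the list alone, and higher for 2, one of them POR1, the mitochondrial porin, at 1.27 (SE 0.10), with adjusted p = 0.21 with an estimated correlation. SIR2, the histone deacetylase of rDNA silencing, fell by 0.84 (SE 0.10), and FOB1, the replication fork block protein of the rDNA, by 1.12 (SE 0.11). Genes of mating and of haploid cells were higher for 31 of 35 and lower for none (adjusted p = 0.21 with an estimated correlation), with FUS1, a cell fusion protein, at 5.19 (SE 0.20) and FIG1, a mating protein, at 5.41 (SE 0.45). The DNA damage response was higher for 15 of 26 genes and lower for 3, methionine and sulfate assimilation for 11 of 18 and 1, and the G2/M list for 11 of 18 and 1, with adjusted p = 0.22, 0.27 and 0.42 with an estimated correlation. HUG1, a DNA damage-induced inhibitor of ribonucleotide reductase, rose by 3.99 (SE 0.23). The G1/S list, with 2 higher and 4 lower of 21, the septins, with 2 and 2 of 7, and the proteasome, with 2 and 0 of 34, did not pass as lists (adjusted p = 0.36, 0.89 and 0.072 from limma's camera). In simulated libraries with the depth and spread of these, the test recovered 92.5%, 94.0% and 97.0% of genes changed by a log2-fold of 0.75, 1 and 2. A test of the fold change against the 0.5 threshold itself, with DESeq2, called 1181 genes higher and 859 lower.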

Our strategy of defining the effects of ERCs during ageing based on similar gene expression changes in otherwise disparate mutants that all lack ERCs (*spt3*Δ, *sac3*Δ, and *rad52*Δ) relies on these mutations having different effects on gene expression in young cells. 

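At log phase the 11 libraries of the wild type, spt3Δ, sac3Δ and rad52Δ formed 4 separate groups over all genes. On the first component sac3Δ and rad52Δ lay on one side of the wild type and spt3Δ on the other. On PC1 (39.0% of variance) the wild-type libraries had a mean score of -13.8 ± 1.44 (SD, n = 3), spt3Δ, which lacks the SAGA subunit Spt3, -35.4 ± 5.37 (n = 3), sac3Δ, which lacks the TREX-2 scaffold, 23.0 ± 1.61 (n = 3) and rad52Δ, which lacks the recombination factor Rad52, 39.4 ± 2.23 (n = 2). On PC2 (19.3%) spt3Δ and rad52Δ lay at 19.0 ± 3.30 and 25.5 ± 3.19 and the wild type and sac3Δ at -22.1 ± 4.25 and -13.9 ± 2.16. This division of the strains is also that of the 2 sequencing lanes. On PC3 (18.0%) the wild type and rad52Δ, at 20.8 ± 5.27 and 19.4 ± 0.959, lay apart from spt3Δ and sac3Δ, at -9.59 ± 4.26 and -24.2 ± 2.97. The mean Euclidean distance between libraries over log2 normalised counts was 66.2 between the wild type and spt3Δ, 66.8 between the wild type and sac3Δ and 76.9 between the wild type and rad52Δ. Among the mutants it was 76.5 between spt3Δ and sac3Δ, 86.2 between spt3Δ and rad52Δ and 66.3 between sac3Δ and rad52Δ, against 30.8 to 46.4 within a strain. The scores and distances are descriptions of these libraries and carry no test.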

In support of this, principal component analysis (PCA) performed on the log phase samples shows no association between any pair of mutants (S1D Fig). 

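At log phase spt3Δ had 298 genes higher and 402 lower than the wild type, of 5673 tested at an adjusted p below 0.01. These 700 calls became 233 without wild type replicate 1 and 345 and 391 without spt3Δ replicates 2 and 3. The low genes of spt3Δ were led by phosphate starvation, with 14 of 20 genes lower and none higher (16 lower when adjusted over the list alone), and by ribosome biogenesis, with 27 of 92 lower and none higher (37 when adjusted over the list alone). SPL2, a regulator of phosphate uptake, fell by 7.96 (log2-fold change, SE 0.33), PHO89, a sodium-phosphate symporter, by 5.89 (SE 0.25), and PHO5, the repressible acid phosphatase, by 4.40 (SE 0.15). Heat shock proteins and chaperones were higher for 11 of 28 genes, or 17 when adjusted over the list alone, and lower for none. BTN2 and CUR1, paralogous factors that sort misfolded proteins, rose by 6.63 (SE 0.91) and 4.65 (SE 0.19), and HSP42, a small heat shock protein, by 6.18 (SE 0.96). The 3 libraries of spt3Δ differed widely in BTN2, at 12543 ± 9121 normalised counts (SD, n = 3), and HSP42, at 5685 ± 4779, and both calls were lost without replicate 3 (adjusted p = 0.033 and 0.039 from edgeR) and with the replicate block (0.064 and 0.049). Replicate 1 stood apart from the other 2 on PC4 of the log phase libraries, at 25.7 against -14.6 and -14.0. Methionine and sulfate assimilation had 7 of 17 genes higher and none lower (11 when adjusted over the list alone), with MET3, the ATP sulfurylase, at 2.57 (SE 0.25). SER3, a phosphoglycerate dehydrogenase of serine synthesis, rose by 5.32 (SE 0.14). These 4 lists passed camera with the preset correlation, with adjusted p = 0.73 with an estimated correlation for phosphate starvation and 0.86 for the other 3.
In sac3Δ 803 genes were higher and 642 lower, of 5752 tested. These 1445 calls became 906 without sac3Δ replicate 1 and 935 without wild type replicate 1. Of 137 genes of cytosolic ribosomal proteins, 133 were lower and none was higher (135 when adjusted over the list alone), at a median log2-fold change of -1.12, and 35 of 39 targets of Gcn4, the activator of amino acid synthesis, were lower and none higher, with the arginine synthesis genes ARG1 and ARG3 falling by 3.76 (SE 0.13) and 3.17 (SE 0.25). This wild type lacks TRP1, and against the TRP1-repaired wild type, which shares the marker of sac3Δ, 16 of 39 targets were lower and none higher (17 when adjusted over the list alone; adjusted p = 0.29 with an estimated correlation), with ARG1 at -0.62 and ARG3 at 0.09, so that much of this fall depended on the control. Stress and reserve genes rose at log phase, with 27 of 39 genes of the environmental stress response and 17 of 20 of glycogen and trehalose metabolism higher and none lower in either list. YGP1, a secreted glycoprotein induced on nutrient limitation, rose by 5.44 (SE 0.18), XBP1 by 5.40 (SE 0.33), PUT1, the proline oxidase, by 5.20 (SE 0.19), and NCA3, a mitochondrial regulator of the SUN family, by 5.60 (SE 0.17). G2/M genes were higher for 13 of 18 (15 when adjusted over the list alone), and counts adjusted over the list alone were the same for the other 3 lists. Each of these 5 lists had adjusted p = 0.33 with an estimated correlation after passing with the preset one.
In rad52Δ 683 genes were higher and 284 lower, of 5828 tested. These 967 calls became 324 and 314 without rad52Δ replicates 1 and 2 and 469 without wild type replicate 1, and 1486 with the replicate block. Genes of haploid and mating cells led the increases, with 34 of 36 higher and none lower (34 and 1 when adjusted over the list alone), among them FAR1, which arrests the cell cycle at mating, at 8.82 (SE 0.15), and STE18 and FUS3, a G protein subunit and a MAP kinase of the pheromone response, at 7.16 (SE 0.28) and 6.81 (SE 0.16) (adjusted p = 0.077 with an estimated correlation). STE3, the a-factor receptor made by α cells, gave 3400 and 8912 counts in the libraries labelled rad52Δ and 10 to 24 in the wild type, and HMRA1, the silent copy of the a1 gene, gave 0 in both against 132 to 241. Ty elements were higher for 86 of 88 (87 when adjusted over the list alone) and lower for none. HUG1 and RNR3, targets of the DNA damage checkpoint, rose by 3.99 (SE 0.30) and 2.65 (SE 0.17), and the cell wall list had 29 of 44 higher and none lower (32 when adjusted over the list alone). The environmental stress response had 30 of 40 higher (33 when adjusted over the list alone) and cytosolic ribosomal proteins 74 of 137 lower (97 when adjusted over the list alone). The adjusted p with an estimated correlation was 0.33 for the Ty, cell wall and stress response lists and 0.38 for the ribosomal proteins.
Of 5658 genes tested in all 3 mutants, 2189 were called in at least 1, and 96 of these in all 3 in the same direction, 48 higher and 48 lower. Without wild type replicate 1 these counts were 1263 and 25. The 96 became 166 and 60 without spt3Δ replicates 1 and 2, 36 and 35 without rad52Δ replicates 1 and 2, and 180 with the replicate block. TRP1 was among the higher ones, as were YGP1, HUG1, BTN2, HSP42 and CUR1, and the lower ones included ARG1 and ARG3, the acid phosphatases PHO11 and PHO12, and YIL169C, named CSS1 in the paper, a secreted cell wall protein. YGL117W, a gene of unknown function induced with amino acid synthesis, was at -3.77, -2.91 and -2.61 in spt3Δ, sac3Δ and rad52Δ. Against the TRP1-repaired wild type instead, ARG1 was at 1.37, -0.62 and 1.07, ARG3 at 0.21, 0.09 and 1.47 and YGL117W at -0.80, 0.04 and 0.34 in the 3 mutants. Independent lists of these sizes would share 4.27 genes higher and 2.29 lower. Simulated groups with no effect against the same wild-type libraries shared 0, but almost no gene was called in such groups. They cannot show how much overlap the shared controls give among genes that are called. With each mutant compared with its own control libraries, a wild-type and a TRP1-repaired one, 16 were higher and 6 lower in all 3. The number and the marker of the controls changed as well, so the lower counts cannot be put down to sharing alone. At an adjusted p below 0.05, 240 of 2848 were called in all 3.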

In more detail, pairwise differential expression analysis at log phase uncovered >1,000 significantly differentially expressed genes in each mutant compared to the wild type (DESeq2, BH-corrected FDR < 0.01, log_2_-fold change threshold ± 0.5), and of the 2,606 genes that are significantly differentially expressed in at least 1 mutant, only 197 (7.5%) change in the same direction in all 3 mutants (93 up, 104 down). Hierarchical clustering of the 2,606 genes also shows little overlap between the effects of the different mutants (S1E Fig). Notably, *spt3*Δ and *sac3*Δ, which might be expected to have similar transcriptomic effects given that Spt3 and Sac3 are physically associated and link promoters to the nuclear pore, actually have almost diametrically opposite effects on gene expression.

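Over the 5658 genes tested at log phase, the log2-fold changes of spt3Δ and sac3Δ against the wild type had Pearson's r = 0.30 across genes, which are not independent replicates. Of the genes called in both, 81 were higher in both, 83 lower in both and 62 moved in opposite directions. RPL13A, a protein of the large ribosomal subunit, was at 0.23 (SE 0.12, adjusted p = 0.15 from edgeR) in spt3Δ and fell by 0.95 (SE 0.11) in sac3Δ. Genes of cytosolic ribosomal proteins were lower for 4 of 137 in spt3Δ (2 when adjusted over the list alone) at a median of -0.22, and translation factors were higher for 5 of 32 in spt3Δ and lower for 18 and higher for 2 in sac3Δ (19 and 2 when adjusted over the list alone). Methionine and sulfate assimilation, high in spt3Δ, had 5 genes higher and 1 lower in sac3Δ. GPH1, the glycogen phosphorylase, fell by 2.69 (SE 0.27) in spt3Δ and rose by 1.91 (SE 0.21) in sac3Δ, and HST4, a sirtuin of histone H3 deacetylation, was at -0.65 (SE 0.26, adjusted p = 0.084 from edgeR) and 1.14 (SE 0.22). Of 20 phosphate starvation genes, most of which were lower in spt3Δ, 8 were lower and 2 higher in sac3Δ (9 and 2 when adjusted over the list alone).
Both comparisons used the same 3 wild-type libraries. Simulated groups with no effect against those libraries gave r = 0.506. The covariance of the fold changes was 0.136, against 0.0194 in the simulation. With separate control libraries for each mutant, a wild-type and a TRP1-repaired one, r was 0.217 and the covariance 0.0958. There were then 55 genes higher in both, 74 lower in both and 73 opposite. This setting also changed the number and the marker of the controls. Independent lists would share 39.4 genes higher and 45.6 lower. The corresponding r was 0.256 for spt3Δ and rad52Δ, with 80 higher, 87 lower and 45 opposite, and 0.552 for sac3Δ and rad52Δ, with 296, 173 and 11. The simulated r was 0.448 and 0.453 for these pairs. The difference between spt3Δ and sac3Δ was not tested gene by gene, and spt3Δ was sequenced on another lane than the wild type and sac3Δ.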

We then performed PCA on the full RNA-seq dataset and found that samples segregated by time on PC1 (47% of variance) and by genotype on PC2 (12% of variation). 

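Over all 4 strains and 3 ages, PC1 carried 47.5% of the variance of log2 normalised counts and PC2 12.2%. The wild-type libraries moved along PC1 from a mean score of -60.6 ± 1.11 (SD, n = 3) at log phase to 4.89 ± 7.52 at 24 hours and 37.8 ± 2.36 at 48 hours, and no library of one age reached the scores of another. In spt3Δ, the SAGA mutant, the means were -61.0 ± 6.59, -12.4 ± 4.15 and 21.6 ± 1.43 (n = 3 each). On PC2 the strains separated, with rad52Δ, the recombination mutant, at 28.3 ± 0.632 (n = 2) and sac3Δ, the TREX-2 mutant, at -17.7 ± 2.27 (n = 3) at log phase, and the wild type and spt3Δ between them at 14.5 ± 2.23 and 6.31 ± 2.89. PC2 was lower at 48 hours than at log phase in every library of each strain, at 2.54 ± 0.756 in the wild type, -12.0 ± 1.65 in spt3Δ, -26.9 ± 0.416 in sac3Δ and 26.3 ± 0.0161 in rad52Δ, where the fall was the smallest.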

PC1 score increased with age in all genotypes, and the progression was strikingly similar between wild type and *spt3*Δ (Fig 1C, compare grey and purple). The 24- and 48-hour transcriptomes of *rad52*Δ cells clustered together, consistent with these very short-lived cells having reached the end of their replicative life span by 24 hours [25], though the yield of cells did not decrease from 24 to 48 hours and the increased chronological age of the nondividing *rad52*Δ cells evidently did not impact the transcriptome (Fig 1C, green). In contrast, the *sac3*Δ transcriptome progressed on PC1 both from log to 24 and from 24 to 48 hours, but less so than wild type, consistent with slower but ongoing division (Fig 1C, orange).

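The libraries labelled rad52Δ began ahead of the others on PC1, at -8.74 ± 1.48 (SD, n = 2) at log phase, and had reached 49.7 ± 1.53 at 24 hours, with 52.7 ± 12.0 at 48 hours. The single libraries at 48 hours, at 44.2 and 61.2, lay on both sides of those at 24 hours, at 48.6 and 50.8. Several groups that moved with age in the wild type already stood apart in rad52Δ at log phase. The log-phase changes of rad52Δ against the TRP1-repaired wild type and the age changes of the wild type had r = 0.720 across 5796 genes, which are not independent replicates. Genes of cytosolic ribosomal proteins still fell from log phase to 48 hours, 126 of 137 (129 when adjusted over the list alone) at a median of -0.78. FBP1, the gluconeogenic fructose-1,6-bisphosphatase, rose by 5.57 (log2-fold change, SE 0.40), TMA10, a stress-induced ribosome-associated protein, by 4.54 (SE 0.24), and PAU genes, subtelomeric mannoproteins, were higher for 21 of 22, also when adjusted over the list alone. HMRA1, the silent copy of the a1 gene, gave 0 counts in both libraries at log phase and 10 and 14 at 48 hours. Both lists had an adjusted p = 0.62 with an estimated correlation.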

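In sac3Δ the PC1 scores were -24.7 ± 1.74 at log phase, 9.75 ± 2.18 at 24 hours and 22.2 ± 2.96 at 48 hours (SD, n = 3 each), a path that began closer to the aged cells and ended before the wild type. At log phase sac3Δ lacked TREX-2 and already had low ribosomal protein mRNAs, and its changes against the TRP1-repaired wild type had r = 0.729 with the age changes of the wild type across 5743 genes, against 0.265 for spt3Δ over 5652. From log phase to 48 hours 1164 genes rose and 973 fell in sac3Δ, of 5859 tested. Genes of cytosolic ribosomal proteins fell further, 134 of 137 (135 when adjusted over the list alone) at a mean of -0.99, and 32 of 35 genes of the respiratory chain rose, also when adjusted over the list alone, with CYC1, which encodes cytochrome c, at 2.81 (log2-fold change, SE 0.20). Both lists had an adjusted p = 0.40 with an estimated correlation. HSP30, a plasma membrane chaperone, rose by 5.47 (SE 0.16). TIR1, a cell wall mannoprotein, stood at -3.68 (SE 0.61) and ANB1, the anaerobic form of translation factor eIF5A, at -2.91 (SE 0.23).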

Yeast cells are reported to undergo genome-wide transcriptional derepression during ageing, particularly of low-expressed genes [8]. This is clearly visible in MA plots, which display the change in expression with age of each gene as a function of the average expression of that gene (Fig 1D). In wild type, genes with low average expression are strongly induced with age, genes with intermediate expression change little relative to average, and abundant mRNAs decrease relative to average, imparting a characteristic skew away from horizontal to the distribution (Fig 1D, dotted line). 

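In every strain the change in mRNA abundance from log phase to 48 hours ran against expression level, with genes of low expression rising and genes of high expression falling. The regression slope of the log2 change on the mean log2 normalised count was -0.227 in the wild type over 6086 genes, with an SD of 0.00523 when computed for each of the 3 libraries at 48 hours. It was -0.208 ± 0.00505 in spt3Δ (n = 3), -0.101 ± 0.0153 in sac3Δ (n = 3), -0.186 ± 0.0518 in rad52Δ (n = 2) and -0.225 ± 0.0117 in the TRP1-repaired wild type (n = 3). Each slope was computed on the mean counts of a strain and is not the mean of the single-library slopes, whose SD stands beside it. Those single slopes ran from -0.222 to -0.211 in the wild type and from -0.203 to -0.193 in spt3Δ. Among the genes of lowest expression, 2029 in the wild type, the median change was 0.55 with 72.4% above 0, and it was 0.48 in spt3Δ, 0.22 in sac3Δ and 0.50 in rad52Δ. Among those of highest expression, which include the genes of ribosomal proteins and glycolysis, it was -0.41 in the wild type with 29.2% above 0, -0.45 in spt3Δ, -0.18 in sac3Δ and -0.30 in rad52Δ. Genes between these classes had medians of -0.04, 0.07, -0.02 and 0.04. The spread of a slope over libraries leaves the wild type and sac3Δ apart, and the 2 libraries of rad52Δ, at -0.143 and -0.216, lay on either side of spt3Δ.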

The MA plot for *spt3*Δ is essentially identical to wild type (Fig 1D, compare grey and purple), and a similar effect is observed in *rad52*Δ and *sac3*Δ (Fig 1D, compare grey to green and orange).

We therefore conclude that the dramatic remodelling of mRNA abundance which accompanies yeast replicative ageing is completely independent of the massive genomic and epigenomic changes resulting from ERC accumulation.

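All 3 mutants with few ERCs carried a large transcriptional change with age. In spt3Δ 1533 genes rose and 1312 fell, of 5923 tested, and in rad52Δ 1436 rose and 887 fell, of 6056. Genes of ribosome biogenesis fell in each mutant, 72 of 92 in spt3Δ, 88 in sac3Δ and 78 in rad52Δ with none higher, and counts adjusted over the list alone were the same (adjusted p = 0.47, 0.27 and 0.62 with an estimated correlation). All 137 genes of cytosolic ribosomal proteins fell in spt3Δ, at a median of -1.87 (adjusted p = 0.33 with an estimated correlation). Genes of glycogen and trehalose metabolism rose, 15 of 20 in spt3Δ, 18 in sac3Δ and 16 in rad52Δ, with none lower, and GAC1, the glycogen phosphatase regulator, rose by 6.71 (log2-fold change, SE 0.40), 3.53 (SE 0.13) and 4.31 (SE 0.15) (adjusted p = 0.43, 0.27 and 0.62 with an estimated correlation for the list). The environmental stress response had 32, 34 and 27 of 40 genes higher and 2, 1 and 1 lower in spt3Δ, sac3Δ and rad52Δ (adjusted p = 0.46, 0.27 and 0.62 with an estimated correlation). Autophagy genes were higher for 19, 19 and 15 of 23 (adjusted p = 0.33, 0.27 and 0.62 with an estimated correlation). Sporulation genes were higher for 42 of 59 measured in spt3Δ, 27 of 55 in sac3Δ and 54 of 61 in rad52Δ (42, 25 and 54 when adjusted over the list alone, and adjusted p = 0.30, 0.27 and 0.62 with an estimated correlation).
Counts of other groups varied by strain, and the differences were not tested. Respiratory chain genes rose for 18 of 35 in spt3Δ (19 when adjusted over the list alone) and 8 in rad52Δ, with 0 and 1 lower (adjusted p = 0.48 and 0.69 with an estimated correlation). Heat shock genes fell for 14 and rose for 7 of 30 in spt3Δ, which had them high at log phase, and rose for 19 of 29 in sac3Δ with none lower (camera adjusted p = 0.20 with the preset correlation for spt3Δ, and adjusted p = 0.16 with an estimated correlation for sac3Δ). PHO84, the high-affinity phosphate transporter, fell by 4.58 (SE 0.32) in spt3Δ and 2.70 (SE 0.30) in rad52Δ. YHB1, the flavohaemoglobin, and AHP1, a thioredoxin peroxidase, fell by 3.02 (SE 0.36) and 2.86 (SE 0.36) in spt3Δ, and BSC1, a gene with translational readthrough, fell by 2.55 (SE 0.14) in rad52Δ. In spt3Δ PIR3 rose by 6.42 (SE 0.24), HSP12, a membrane-stabilising stress protein, by 6.71 (SE 0.38) and PES4, an RNA-binding protein, by 6.45 (SE 0.36). For lists with a single count, the count adjusted over the list alone was the same. From the likeness of these plots among strains that differ in ERC level, the paper concludes that the remodelling of mRNA abundance in ageing does not depend on ERC accumulation.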

### ERC accumulation exerts minimal effects on individual genes

Bulk transcriptome properties could mask differences in the behaviour of large numbers of genes. However, for the set of genes significantly differentially expressed between log phase and 48 hours in wild type (S1C Fig), the direction and magnitude of mRNA abundance change during ageing correlates strongly between wild type and mutants (Fig 2A). This is highly consistent with other studies showing common age-related transcriptional patterns between wild type and various mutant genotypes [12,15]. This analysis further shows that broad age-related gene expression changes occur regardless of ERC accumulation.

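For the 3241 genes called between log phase and 48 hours in the wild type, the log2 change in each mutant followed that in the wild type in direction, with smaller size. In spt3Δ 94.4% of these genes changed in the same direction, with R² = 0.783 ± 0.0134 and a slope of 0.771 ± 0.00274 against the wild type (SD over 3 libraries at 48 hours). In sac3Δ it was 95.6%, with R² = 0.762 ± 0.0164 and a slope of 0.485 ± 0.0224, and in rad52Δ 92.2%, with R² = 0.698 ± 0.0212 and a slope of 0.537 ± 0.102 over 2 libraries. Genes are not independent replicates, and each strain was compared with its own log-phase libraries. Of genes called in both strains, 2276 moved the same way and 34 in opposite directions in spt3Δ, 1888 and 16 in sac3Δ, and 1907 and 29 in rad52Δ. Independent lists of these sizes would share 459 higher and 318 lower in spt3Δ, 344 and 237 in sac3Δ, and 413 and 214 in rad52Δ. RPL13A fell by 2.00 (log2-fold change, SE 0.10) in spt3Δ, 1.08 (SE 0.10) in sac3Δ and 0.81 (SE 0.20) in rad52Δ. HMX1, the haem oxygenase that releases iron, rose by 2.78 (SE 0.31), 2.21 (SE 0.16) and 3.01 (SE 0.19), and HEF3, the paralogue of elongation factor 3, by 2.57 (SE 0.16), 1.35 (SE 0.13) and 1.42 (SE 0.16). The lists of genes that the paper calls for age were chosen on these libraries and are no independent evidence of direction. They were higher for 182 of 286 and lower for 92 in spt3Δ, for 180 and 99 of 279 in sac3Δ and for 175 and 74 of 288 in rad52Δ, or 184 and 93, 180 and 99, and 175 and 75 when adjusted over the list alone (adjusted p = 0.37, 0.27 and 0.62 with an estimated correlation). YIL169C, a cell wall protein gene, went against this pattern, falling by 1.23 (SE 0.13) in sac3Δ and rising by 2.43 (SE 0.26) in rad52Δ.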

**Fig 2:**
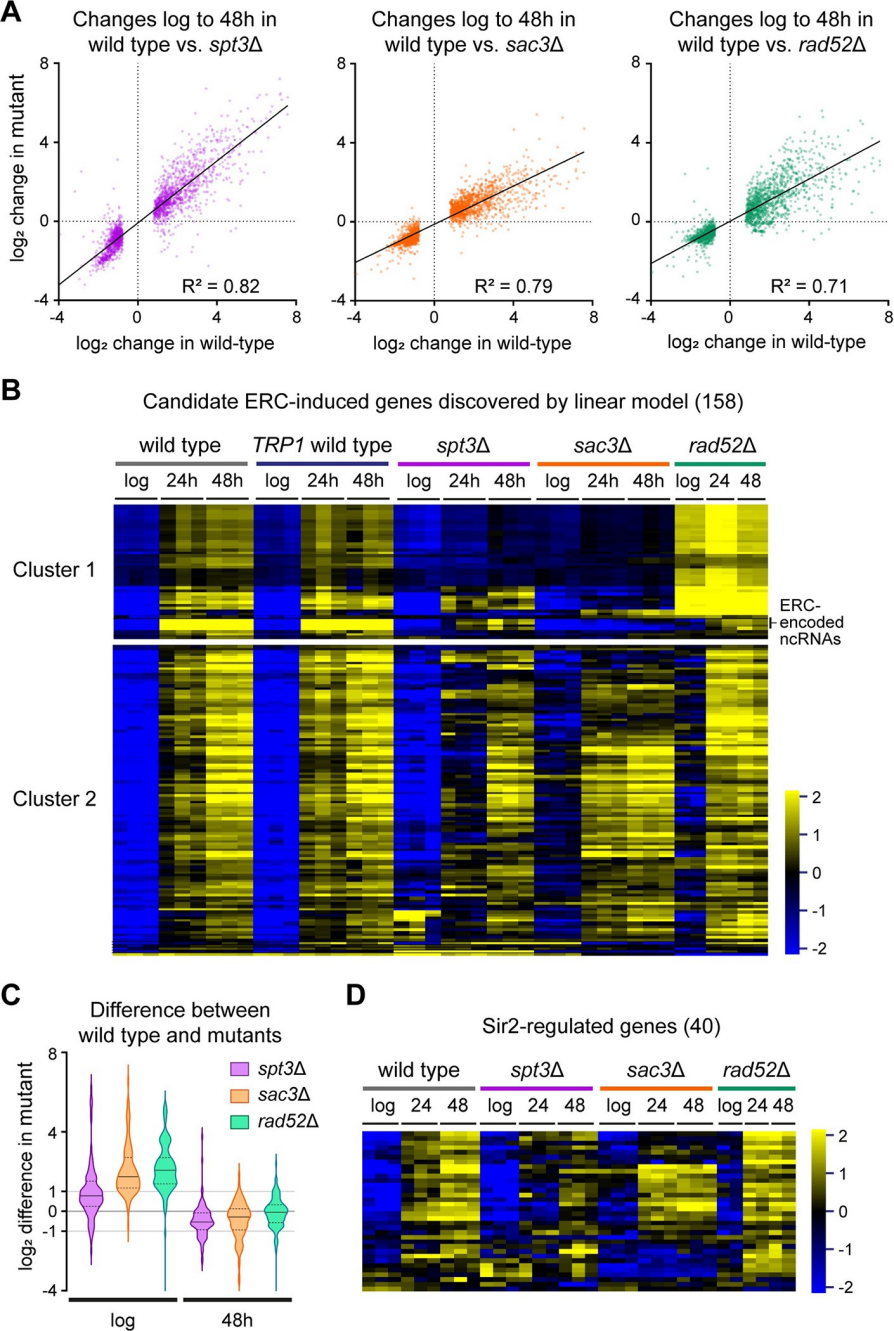
Expression change of individual genes is not associated with ERC accumulation. (**A**) Plots of change in log_2_ mRNA abundance between log phase and 48-hour-aged cells for each individual mutant compared to wild type. Only the 1,186 genes called as significantly differentially expressed with age in wild type (DESeq2 pairwise comparison of wild-type 48-hour-aged vs. log phase, BH-corrected FDR < 0.05, log_2_-fold change threshold ±0.5) are included. Slopes calculated by linear regression. Data for each genotype and age calculated as the log_2_ mean normalised read counts per gene of 3 biological replicates for wild type, *spt3*Δ, and *sac3*Δ or 2 biological replicates for *rad52*Δ. Log_2_ change calculated as the difference between log_2_ means for 48 hour and log phase samples within a genotype. (**B**) Hierarchical clustering of log_2_ normalised mRNA abundance for the 158 genes significantly differentially up-regulated in the presence of ERCs based on Linear Model 1 (DESeq2 linear model factor “high” vs. “low” ERC abundance BH corrected (FDR) < 0.05, log_2_-fold change threshold ±0.5). The colour scale indicates the log_2_ fold change relative to the per-gene median. Individual biological replicates shown (6 for wild type; 3 for *spt3*Δ and *sac3*Δ; 2 for *rad52*Δ). Wild-type cells with *TRP1* gene repaired are included in addition to standard MEP wild type and are almost identical. Full output of the model is provided in S1 File. (**C**) Violin plot for the difference in log_2_ mean normalised mRNA abundance between wild type and given mutants at log phase and after 48 hours of ageing for the cluster 2 genes shown in (**B**). Solid horizontal lines within violins indicate median values, while lower and upper quartiles are indicated by dotted horizontal lines. (**D**) Hierarchical clustering of log_2_ normalised mRNA abundances for the set of 40 Sir2-regulated genes defined by Ellahi and colleagues [62]. Individual biological replicates shown (3 for wild type, *spt3*Δ, and *sac3*Δ and 2 for *rad52*Δ). Clustering procedure and scale as in (**B**). The numerical data underlying this Figure can be found in S8 File. BH, Benjamini–Hochberg; ERC, extrachromosomal ribosomal DNA circle; FDR, false discovery rate; MEP, mother enrichment program.

We next looked for changes in more specific processes or pathways that might be ERC dependent. We performed standard pairwise differential expression analyses between wild type and each mutant in 48-hour-aged samples and looked for genes consistently over- or underexpressed in all mutants lacking ERCs (DESeq2, BH-corrected FDR < 0.05, log_2_-fold change threshold ± 0.5). However, this very conservative approach only identified 10 genes, and, worryingly, one of these was *TRP1*, the marker used for deleting *SPT3*, *SAC3*, and *RAD52*. 

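At 48 hours 92 genes differed from the wild type in the same direction in all 3 mutants, 78 lower and 14 higher, of 5930 tested in all 3. TRP1, the deletion marker, headed the higher ones, at log2-fold changes of 5.87 (SE 0.30) in spt3Δ, 5.89 (SE 0.22) in sac3Δ and 6.23 (SE 0.25) in rad52Δ. HSP30, the plasma membrane chaperone, was higher by 1.17 (SE 0.25), 1.89 (SE 0.10) and 1.26, and RPN4, the activator of proteasome genes, by 0.67, 1.00 and 0.63. Of the rDNA intergenic transcripts, 3 of 4 were lower in all 3 mutants, and IGS2-1S was at -3.82 (SE 0.72) in spt3Δ, -6.02 (SE 0.50) in sac3Δ and -3.27 (SE 0.35) in rad52Δ. The other lower genes included MLS1, the malate synthase, at -2.81 (SE 0.18), -2.51 (SE 0.17) and -1.43, HXT1, a low-affinity glucose transporter, at -1.76, -1.68 and -1.68, and the sporulation genes GAS4, a spore wall glucanosyltransferase, at -1.31, -2.05 and -1.20, and SPS2, a spore wall protein, at -1.10, -2.49 and -1.60. Independent lists of these sizes would share 1.71 genes higher and 5.46 lower. Simulated groups with no effect against the same libraries shared 0, but almost no gene was called in them. They cannot show how much overlap the shared controls give among called genes. When each mutant had its own control libraries, a wild-type and a TRP1-repaired one, 7 were higher and 38 lower. That comparison was added after the values were seen and also changed the number and the marker of the controls. A test with DESeq2 against the 0.5 threshold itself left 15 genes, 1 higher and 14 lower. Against the TRP1-repaired wild type, which shares the marker of the mutants, 51 genes were left, 10 higher and 41 lower, and MLS1 in rad52Δ was then at -0.55 and not called (adjusted p = 0.25 from edgeR).
Taken one mutant at a time, in spt3Δ 210 genes were higher and 718 lower, of 5975 tested. Ty elements were lower for 77 of 89 and higher for none (adjusted p = 0.74 with an estimated correlation), and phosphate starvation genes were lower for 13 of 20 and higher for none, with the phosphate transporter PHO84 at -4.89 (SE 0.30) (adjusted p = 0.58 with an estimated correlation). TIR1 and TIR4, cell wall mannoproteins of hypoxic cells, were higher by 3.67 (SE 0.97) and 3.27 (SE 0.68), and ANB1, the anaerobic form of eIF5A, by 3.75 (SE 0.87). In sac3Δ 582 were higher and 775 lower, of 5944. Targets of Gcn4 were lower for 34 of 40 and higher for none, with ARG1, an enzyme of arginine synthesis, at -3.42 (SE 0.10), the iron regulon was lower for 14 of 29 and higher for none, with FIT2, a cell wall mannoprotein that retains iron, at -1.88 (SE 0.11), and methionine and sulfate assimilation was lower for 8 of 18, with the sulfate permease SUL1 at -3.24 (SE 0.34) (adjusted p = 0.20, 0.20 and 0.24 with an estimated correlation). In rad52Δ 554 were higher and 347 lower, of 6100. Genes of haploid and mating cells were higher for 35 of 39 and lower for 2 and Ty elements higher for 84 of 89, while respiratory chain genes were lower for 22 of 35, with CYC1, cytochrome c, at -1.27 (SE 0.13) (adjusted p = 0.42 with an estimated correlation for these 3 lists). The libraries labelled rad52Δ at 48 hours also read STE3, the receptor of α cells, at 4.97 (SE 0.16) above the wild type. For these lists the count adjusted over the list alone was the same. Against the TRP1-repaired wild type, 29 of 89 Ty elements (36 when adjusted over the list alone) and 12 of 20 phosphate genes were lower in spt3Δ, 18 of 40 Gcn4 targets, 16 of 29 iron genes and 9 of 18 methionine genes in sac3Δ and 8 of 35 respiratory chain genes (9 when adjusted over the list alone) in rad52Δ, where 53 of 89 Ty elements (65 when adjusted over the list alone) and 32 of 39 mating genes (33 when adjusted over the list alone) were higher.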

We therefore turned to a more powerful linear modelling approach, and to control for *TRP1* auxotrophy added 3 replicate ageing time-courses for a MEP wild-type strain with the *TRP1* locus repaired.

A linear modelling approach to differential expression analysis [55] considers many datasets together and attempts to explain the differences in expression of each gene between the datasets based on multiple independent variables. For example, in a dataset where age and genotype vary between samples, linear modelling would estimate separate contributions (model coefficients) of age and genotype to the change in expression of each gene; some genes may be more affected by age and have a higher age coefficient, others by genotype and have a higher genotype coefficient. The significance of the contribution of each variable to the differential expression of each gene is also calculated, allowing the set of genes significantly affected by each experimental variable to be extracted. This means that linear modelling can identify genes particularly influenced by one (or more) variable(s) in complex experiments that go beyond simple pairwise comparisons.

We used 4 categorical independent variables in our model: Genotype (wild type, *spt3*Δ, *rad52*Δ, *sac3*Δ), *TRP1* (present, not present), Age (log phase, 24 hours, 48 hours), ERC abundance (high, low). Aged wild-type samples were classified as “high” ERC abundance, and all other samples were classified as “low” since aged *spt3*Δ, *rad52*Δ, and *sac3*Δ cells show little accumulation of ERCs above log phase (S1B Fig). 

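Linear Model 1 was fitted to the counts of all 42 libraries with terms for genotype, age, TRP1 and ERC level, where ERC level was high in aged wild-type cells with or without TRP1 and low in all other libraries. Of 6212 genes tested, 673 were higher and 137 lower with high ERC level. ERC level has a single value for all libraries of a strain and age, so that its term rests on these groups and not on 42 separate libraries. With ERC level given to whole strains at an age, other assignments that follow the strains called close to as many genes. Chance could thus not be excluded for the number of calls. The rDNA intergenic transcripts, which are read from the spacers that ERCs carry, were all 4 higher. Genes of the environmental stress response were higher for 31 of 40 and lower for none (33 higher when adjusted over the list alone), with DDR2, the multistress response gene, at a coefficient of 4.10 (log2, SE 0.92) and YGP1, the secreted glycoprotein of nutrient limitation, at 3.54 (SE 0.27). At log phase the median of this list already stood above the wild type by 1.20 log2 units in sac3Δ, 1.41 in rad52Δ and 0.19 in spt3Δ. HSP42, a stress gene named below, stood at 6.18 in spt3Δ at log phase. A gene that starts high in the mutants and rises less there with age also has a positive ERC coefficient. A call for ERC level therefore does not by itself mark an effect of ERCs. Heat shock proteins and chaperones were higher for 15 of 30 (17 when adjusted over the list alone), with the stress proteins HSP12 at 3.95 (SE 0.64) and HSP42 at 3.84 (SE 0.68), and cell wall genes for 22 of 45, also when adjusted over the list alone, with PIR3 at 3.46 (SE 0.53) and AGA1, the anchor of a-agglutinin, at 2.41 (SE 0.41). Sporulation genes were higher for 31 of 62 (36 when adjusted over the list alone), among them SPO74, a component of the meiotic spindle pole body, at 2.98 (SE 0.65), and 16 of 33 genes of the spore wall and prospore membrane were higher (20 when adjusted over the list alone), among them the chitin deacetylase CDA1 at 2.91 (SE 0.53). Genes of the respiratory chain were higher for 15 of 35, with NDE2 at 2.20 (SE 0.55), and of the TCA cycle for 7 of 16 (8 when adjusted over the list alone), with SDH2 at 1.12 (SE 0.18). None of the genes in these 7 lists was lower. Genes of haploid and mating cells were higher for 20 of 39 and lower for none (22 when adjusted over the list alone), with FUS1 at 3.85 (SE 0.60), and the libraries labelled rad52Δ, which are among the low-ERC libraries, expressed genes of α cells at log phase.
Among the lower genes, YIL169C, which the paper names CSS1, had a coefficient of -1.96 (SE 0.34), PHO12 was at -1.51 (SE 0.26) and PHO11 at -1.50 (SE 0.26), and 6 of 20 genes of phosphate starvation were lower and 1 higher (7 and 1 when adjusted over the list alone). Ribosome biogenesis had 9 of 92 genes lower and none higher, at a median of -0.36, and cytosolic ribosomal proteins 2 of 137, or 0 when adjusted over the list alone, at a median of -0.29. The adjusted p with an estimated correlation was 0.11 for the stress response, cell wall and mating lists, 0.27 for the respiratory chain, the TCA cycle, phosphate starvation and ribosome biogenesis, 0.43 for the sporulation and spore wall lists, 0.53 for the heat shock list and 0.61 for the ribosomal proteins, and all had passed camera with the preset correlation. In simulated libraries of this design the test recovered 76.1%, 83.6% and 95.5% of genes changed by 0.75, 1 and 2. A test against the 0.5 threshold itself called 226 genes higher and 10 lower with edgeR and 159 higher and 3 lower with DESeq2.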

Of 161 genes significantly differentially expressed between “high” and “low” ERC abundance (DESeq2, BH-corrected FDR < 0.05, log_2_-fold change threshold ± 0.5), only 3 genes (*CSS1*, *PHO11*, and *PHO12*) were significantly down-regulated, while 158 genes were significantly up-regulated in high ERC abundance samples and therefore classified as “ERC-induced.” Six genes were differentially expressed depending on *TRP1*, but these did not overlap with genes affected by ERC abundance (Linear Model 1, S1 File).

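Between strains with and without TRP1, 3 genes were higher and 40 lower, of 6212 tested in the same model. TRP1 itself, the tryptophan biosynthesis gene, was higher by 6.48 (log2 coefficient, SE 0.14), YDR008C, a dubious open reading frame that overlaps TRP1, by 5.05 (SE 0.80), and PDR5, a drug efflux pump, by 0.54 (SE 0.12). YDR008C lies outside the rule for named genes and was chosen after its value was seen. Of 40 targets of Gcn4, the activator of amino acid synthesis, 16 were lower and none was higher (17 when adjusted over the list alone), and the list held with an estimated correlation (adjusted p = 1.9e-06). ARG1 was at -1.85 (SE 0.20), ARG4 at -1.61 (SE 0.21), CPA2 at -1.43 (SE 0.19) and ARG3 at -1.31 (SE 0.23), which are enzymes of arginine synthesis. YGL117W was at -1.78 (SE 0.19) and ATG41, a factor of mitophagy, at -1.55 (SE 0.38). Of the Ty elements 1 of 89 was lower, YGR109W-B, the Ty3 element, at -0.55 (SE 0.14), and no list but that of Gcn4 held with an estimated correlation. Of the 43 genes, 5 were also called for ERC level, 2 in the same direction and 3 in the opposite one, and independent lists of these sizes would share 0.325 higher and 0.882 lower. With DESeq2 tested against the 0.5 threshold 6 genes were called, 2 higher and 4 lower, none of which was called for ERC level.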

Following hierarchical clustering, we split the 158 candidate ERC-induced genes into 2 large clusters, which most noticeably differ in the *rad52*Δ dataset (Fig 2B). Cluster 1 genes were mostly highly expressed in *rad52*Δ and low in *spt3*Δ and *sac3*Δ (Fig 2B, top). This cluster includes annotations covering the regions of chromosomal rDNA and ERCs that are normally silenced by Sir2 [56–59]. Age-related induction of RNA polymerase II–transcribed noncoding RNAs within rDNA repeats was very low in all 3 low-ERC mutants but increased dramatically with age in wild type, coherent with high transcriptional activity of these regions on ERCs (Figs 2B and S2A) [16]. 

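The 4 noncoding transcripts of the rDNA intergenic spacers took 0.0361% ± 0.000680 (SD, n = 3) of the counts in genes that entered the tests in wild-type cells at log phase, 3.18% ± 0.280 at 24 hours and 4.82% ± 1.40 at 48 hours. In spt3Δ they took 0.0155% ± 0.00217, 0.270% ± 0.105 and 0.477% ± 0.251 (n = 3), in sac3Δ 0.00568% ± 0.000488, 0.0696% ± 0.00930 and 0.112% ± 0.0166 (n = 3), and in rad52Δ 0.125% ± 0.0366, 0.445% ± 0.166 and 0.529% ± 0.157 (n = 2). The TRP1-repaired wild type gave 0.0150% ± 0.000496, 3.66% ± 1.11 and 3.32% ± 0.447 (n = 3). With age the antisense transcript IGS1-2AS, on chromosome XII from 459797 to 460711 of R64, rose by 7.60 (log2-fold change, SE 0.16) in the wild type, 6.36 (SE 0.41) in spt3Δ, 4.77 (SE 0.21) in sac3Δ and 2.85 (SE 0.25) in rad52Δ, and IGS1-2S, its sense partner, rose by 6.62 (SE 0.76), 2.57 (SE 0.35), 1.66 (SE 0.39) and 2.72 (SE 0.23). IGS2-1AS rose by 6.51 (SE 0.19), 5.28 (SE 0.40), 5.36 (SE 0.25) and 1.39 (SE 0.21). The mutants also differed before ageing. At log phase IGS1-2AS was lower than in the wild type in spt3Δ and sac3Δ, at log2-fold changes of -1.85 (SE 0.20) and -1.91 (SE 0.16), and higher in rad52Δ, at 1.51 (SE 0.22). Against the TRP1-repaired wild type, whose share at log phase was close to that of spt3Δ, these were -1.04, -1.12 and 2.31. The lower level of IGS2-1S and IGS2-1AS in spt3Δ depended on the control, at -1.22 and -1.29 against the wild type and 0.13 and -0.21 against the TRP1-repaired wild type. The ERC term of Linear Model 1 was 4.40 (SE 0.43) for IGS1-2S, 3.75 (SE 0.42) for IGS2-1S, 3.37 (SE 0.43) for IGS1-2AS and 3.13 (SE 0.61) for IGS2-1AS. Because the 4 transcripts come from a repeat of many copies, on the chromosome and on ERCs, their counts do not separate the 2 sources.

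**Figure D1:**
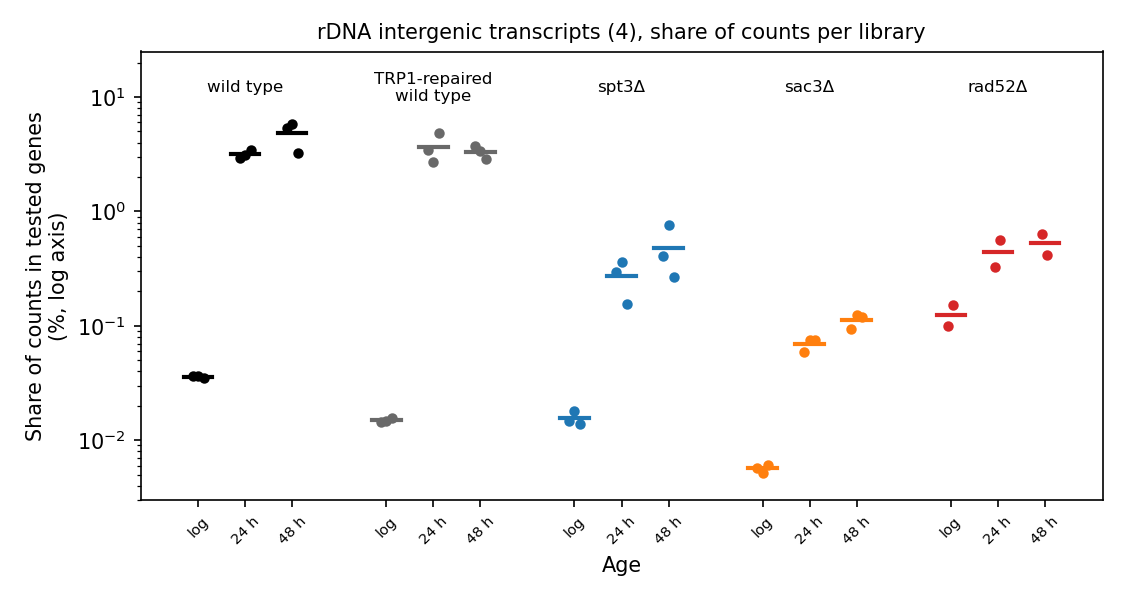
Share of the counts in genes that entered the tests (percent, log axis) held by the 4 rDNA intergenic transcripts in each library, by strain and age. Points are libraries and bars are means. At 48 hours the wild-type libraries lie between 3.23% and 5.83% and the sac3Δ libraries between 0.0932% and 0.124%.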

In fact, the IGS1-F noncoding RNA expressed from the E-pro promoter becomes the most abundant poly(A)+ RNA in aged wild-type cells (S2B Fig). Discovery of these transcripts validates the linear model approach, which essentially identifies genes as differentially expressed based on ERC abundance if they change less with age in the mutants than in the wild type. 

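IGS2-1S, the deposited name of the transcript on the strand of the 35S rRNA gene from chromosome XII position 458433 to 459675 of R64, between the 35S and 5S rRNA genes, had the highest normalised count of all features in every wild-type library at 24 and 48 hours. It went from 2911 ± 77.8 normalised counts (SD, n = 3) at log phase, where it ranked 614 to 638, to 189390 ± 3748 at 24 hours and 239230 ± 102930 at 48 hours. The change from log phase to 48 hours was a log2-fold change of 6.38 (SE 0.46), against 3.72 (SE 0.49) in spt3Δ, 3.81 (SE 0.11) in sac3Δ and 1.55 (SE 0.27) in rad52Δ. In the TRP1-repaired wild type it was first in all 3 libraries at 24 hours and ranked 1 to 2 at 48 hours. At 48 hours it ranked 11 to 62 in spt3Δ at 16679 ± 10682, 208 to 277 in sac3Δ at 3554 ± 358 and 13 to 22 in rad52Δ at 25146 ± 5782 normalised counts. IGS1-2AS, which lies on the other side of the 5S rRNA gene, ranked 4 in all 3 wild-type libraries at 48 hours at 66612 ± 7513. Normalised counts are not adjusted for transcript length, and the 3 wild-type libraries at 48 hours ran from 120870 to 307680.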

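Ty elements, the retrotransposons of yeast, stood high in the libraries labelled rad52Δ from log phase on. Against the wild type at log phase, 11 of 87 were lower and none was higher in spt3Δ (adjusted p = 0.86 with an estimated correlation), the median difference over 89 elements was -0.39 log2 units in spt3Δ, 0.33 in sac3Δ and 2.47 in rad52Δ, and at 48 hours it was -1.07, -0.64 and 0.83. With age the wild type had 77 of 89 higher and 3 lower (median 1.45), spt3Δ 64 and 1 (0.88), sac3Δ 29 and 1 of 88 (0.45) and rad52Δ 5 and 12 (-0.11), with adjusted p = 0.35, 0.54, 0.66 and 0.62 with an estimated correlation. YAR009C, a Ty1 element on chromosome I, rose by 2.16 (log2-fold change, SE 0.10) in the wild type, and was higher by 2.79 (SE 0.10) in rad52Δ than in the wild type at log phase. Counts of Ty elements can be split between near-identical copies, and counts adjusted over the list alone were 4 and 12 for rad52Δ and the same for the other 3. The 46 genes of cluster 1 were chosen by the paper on these libraries, so that their direction is not independent evidence. At log phase they were higher for 45 of 46 in rad52Δ, 8 of 40 in sac3Δ and 3 of 38 in spt3Δ, and lower for 0, 3 and 6 (46, 10 and 3 higher when adjusted over the list alone). All 46 were higher for ERC level, at a median coefficient of 1.32 against 0.62 for 48 hours of age and 2.55 for the rad52Δ genotype. Besides Ty elements and the rDNA transcripts, cluster 1 holds pheromone genes such as PRM1, a membrane fusion protein, at an ERC coefficient of 3.17 (SE 0.59), and SST2, a regulator of pheromone signalling, at 1.50 (SE 0.23), and cell wall genes such as PRY2, a secreted sterol-binding protein, at 1.57 (SE 0.10), which were chosen after their values were seen. MATALPHA1, the activator of α-cell genes, gave 155 and 377 counts in the libraries labelled rad52Δ at log phase and 3 to 5 in the wild type.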

Remaining cluster 1 genes are dominated by retrotransposable elements (23/46 genes), expression of which is known to increase in *rad52*Δ and decrease in *spt3*Δ [60,61]. These follow the expected genotype-specific behaviour starting at log phase, which makes it unlikely that retrotransposable elements are bona fide ERC-induced transcripts.

In contrast, cluster 2 is largely composed of single-copy protein coding genes, functionally enriched for negative regulation of ATPase activity, negative regulation of hydrolase activity, and cell wall organisation. However, the following lines of reasoning lead us to conclude that these genes and ontologies are not related to ERC accumulation. Firstly, the difference in expression of these genes between wild type and the mutants is highest at log phase and decreases with age (Fig 2C); this means that the expression differences are most substantial prior to ERC accumulation and therefore must be attributed to overlapping effects of the mutant genotypes rather than ERC accumulation. Indeed, 27% [30] of these genes were among the 93 mRNAs identified above as significantly more abundant in all 3 mutants at log phase. 

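The median of the cluster 2 genes was above the wild type in each mutant at log phase, where most were called higher in sac3Δ and rad52Δ and few in spt3Δ, and the difference fell to near 0 or below it with age. The copy of the list used here holds 109 of these genes, and the paper chose them on these libraries. Their median difference from the wild type was 0.73 log2 units in spt3Δ at log phase, -0.48 at 24 hours and -0.54 at 48 hours. In sac3Δ it was 1.75, 0.22 and -0.29, and in rad52Δ 2.11, 0.72 and -0.07. The SD over libraries of the median was 0.289 (n = 3), 0.00995 (n = 3) and 0.0861 (n = 2) at log phase and 0.0297, 0.0908 and 0.249 at 48 hours. At log phase 18 of 77 tested were higher in spt3Δ, 82 of 97 in sac3Δ and 88 of 104 in rad52Δ, and 0, 1 and 1 were lower (23, 85 and 96 higher when adjusted over the list alone, which is not independent evidence). BAG7, a Rho GTPase-activating protein, was higher in sac3Δ by 3.99 (log2-fold change, SE 0.40) and in rad52Δ by 3.99 (SE 0.39), and GPG1, a G protein regulator, by 4.85 (SE 0.25) and 3.72 (SE 0.31). These 2 genes were chosen after their values were seen. From this course, the paper reasons that the differences precede ERC accumulation and belong to the mutant genotypes.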

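Of 76 cluster 2 genes tested in all 3 mutants at log phase, 14 were higher in all 3 and none was lower in all 3, while none of 87 Ty elements and 1 of 38 cluster 1 genes was higher in all 3. The other 33 of the 109 cluster 2 genes fell below the expression filter in at least 1 of the 3 comparisons. Among the pathway lists, genes of glycogen and trehalose metabolism were higher in all 3 for 4 of 18, heat shock proteins and chaperones for 4 of 28 and cell wall genes for 3 of 44. Phosphate starvation genes were lower in all 3 for 7 of 20 and Gcn4 targets, which act in amino acid synthesis, for 9 of 39. Against the TRP1-repaired wild type 1, 16 and 2 of these 39 targets were lower in spt3Δ, sac3Δ and rad52Δ (2, 17 and 2 when adjusted over the list alone).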

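In Linear Model 1 the cluster 2 genes, whose mRNAs rise with age in every strain, had median coefficients above 1 for ERC level, for both ages and for each genotype. Over the 109 genes of the list used here the median was 1.92 for ERC level, 1.76 for 48 hours of age and 1.25 for 24 hours, and 1.47, 1.76 and 2.24 for the spt3Δ, sac3Δ and rad52Δ genotypes, with interquartile ranges of 1.43, 1.17, 0.950, 1.26, 1.53 and 1.51. The term for TRP1 was at 0.07. The largest coefficient was that of rad52Δ in 42.2% of the genes, of age in 23.9%, of sac3Δ in 18.4%, of ERC level in 8.26% and of spt3Δ in 7.34%. For the 89 Ty elements the medians were 0.93 for ERC level and 0.40 for 48 hours of age. Coefficients of one gene share the same libraries, and their differences were not tested.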

Secondly, the median model coefficient for the effect of ERC abundance on cluster 2 genes is similar to the model coefficients for Age and Genotype (S2C Fig), indicating that ERCs are, at most, a mid-ranking contributor to the differential expression of these genes.

Heterochromatic regions silenced by Sir2 followed the behaviour of ERC-regulated transcripts (rDNA and mating type loci are in cluster 1), so we asked whether titration of Sir2 by ERCs can explain the reported age-linked induction of Sir2-regulated protein coding genes [33]. 

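The paper takes 40 genes as repressed by the complex of Sir2, Sir3 and Sir4, and the copy of the list used here holds 34 of them. Most of those measured rose with age in every strain. In the wild type 25 of 30 were higher and 3 lower, in spt3Δ 22 and 2 of 31, in sac3Δ 20 and 2 of 28 and in rad52Δ 26 and 3 of 30, and counts adjusted over the list alone were 26 and 3 in the wild type, 21 and 2 in sac3Δ and the same in the others. Per library the median change at 48 hours was 2.65 ± 0.145 log2 units (SD, n = 3) in the wild type, 1.80 ± 0.112 (n = 3) in spt3Δ, 1.07 ± 0.0314 (n = 3) in sac3Δ and 1.62 ± 0.228 (n = 2) in rad52Δ, over the 30 genes that passed the filter. COX26, a subunit of cytochrome oxidase, rose by 4.47 (log2-fold change, SE 0.49) in the wild type, 4.76 (SE 0.64) in spt3Δ, 4.81 (SE 0.39) in sac3Δ and 3.31 (SE 0.45) in rad52Δ, and MPC3, a mitochondrial pyruvate carrier, by 3.47 (SE 0.17), 3.11 (SE 0.31) in spt3Δ, 2.23 (SE 0.23) in sac3Δ and 3.43 (SE 0.39) in rad52Δ. CYC7, an isoform of cytochrome c, rose by 2.89 (SE 0.27), 2.22 (SE 0.30), 1.90 (SE 0.16) and 1.98 (SE 0.20) in these 4 strains. CHA1, a serine deaminase, fell by 1.48 (SE 0.10) in the wild type, 0.58 (SE 0.11) in sac3Δ and 0.54 (SE 0.14) in rad52Δ. These genes were chosen from the list after their values were seen, and the list has no set test because it is incomplete.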

Of the 40 genes repressed by the SIR complex [62], of which Sir2 is the active deacetylase, most are induced with age irrespective of ERCs as induction is similar to wild type in *rad52*Δ or *sac3*Δ (Fig 2D). 

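For 32 genes of the Sir2-regulated list that entered Linear Model 1, the median coefficient was 0.66 for ERC level, with an interquartile range of 1.24, and 1.94 for 48 hours of age, with 1.70. The largest coefficient of a gene was that of age in 53.1% and that of ERC level in none. For ERC level 12 were higher and 1 lower, also when adjusted over the list alone. Those with larger ERC coefficients included NCA3, a mitochondrial regulator of the SUN family, at 3.57 (SE 0.63) and YDR042C, an uncharacterised gene, at 1.89 (SE 0.27), while COX26 was at 0.38 (SE 0.79, adjusted p = 0.76 from edgeR). These 3 genes were chosen after their values were seen.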

The model coefficients for “high” ERC abundance and 48-hour Age for these genes, interpretable as the log_2_ expression change attributable to ERC accumulation and to age, were 0.7 ± 1.3 and 1.8 ± 1.7, respectively (median ± interquartile range) (S2D Fig). 

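Set beside those genes, the cluster 2 genes had 108 of 109 higher for ERC level and none lower (109 when adjusted over the list alone), a list chosen by the paper on these libraries. XBP1, a stress-induced repressor, had an ERC coefficient of 3.22 (SE 0.59), and SFC1, the succinate-fumarate carrier that stands in both lists, had an ERC coefficient of 2.95 (SE 0.76).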

By comparison, these values for the cluster 2 genes were 1.7 ± 1.4 (for “high” ERC abundance) and 1.5 ± 1.5 (for 48-hour Age). Therefore, our data show that ERC accumulation may contribute to the derepression of some Sir2-regulated genes, but to a lesser extent than the derepression of the same genes that occurs due to increasing age.

Overall, despite the vast accumulation of ERCs during ageing and the resultant massive production of polyadenylated noncoding RNA, we could not identify protein coding genes for which the change in mRNA abundance during ageing is primarily driven by ERC accumulation.

### ERC accumulation is not the only pathway to the SEP

ERC accumulation immediately precedes the SEP, which is marked by formation of very bright foci of the mitochondrial outer membrane protein Tom70-GFP in G1 [5,20]. Yeast cells also undergo volume growth after entering the SEP to a point that cytoplasmic dilution could induce dysfunction [21], but it is unclear whether ERCs contribute to this growth. Both cell size and Tom70 intensity can be quantified by imaging, so we set up a high-throughput assay using the Amnis ImageStream flow cytometry system to image hundreds of individual MEP cells from purified aged MEP populations [22].

Fluorescence images of Tom70-GFP were captured to assess onset of the SEP, with ribosome component Rpl13a-mCherry as a control that does not accumulate substantially or form foci during ageing in wild type [7]. Brightfield and wheat germ agglutinin (WGA)-stained images were also acquired for each cell; cell area is calculated from brightfield, while WGA intensity forms a quantitative marker of replicative age that correlates with manual bud scar counts in wild type and *spt3*Δ, with a slight underestimate in *rad52*Δ (see comparison with manual bud scar counts in S3A Fig) [14,63,64]. As expected, in wild-type cells, Tom70-GFP and WGA intensity increased markedly from log phase to 24 hours and from 24 to 48 hours (Fig 3A and 3B). Cell size increased particularly during the first 24 hours of ageing (Fig 3C), while Rpl13a-mCherry increased only slightly (<1.5-fold, S3B Fig).

**Fig 3:**
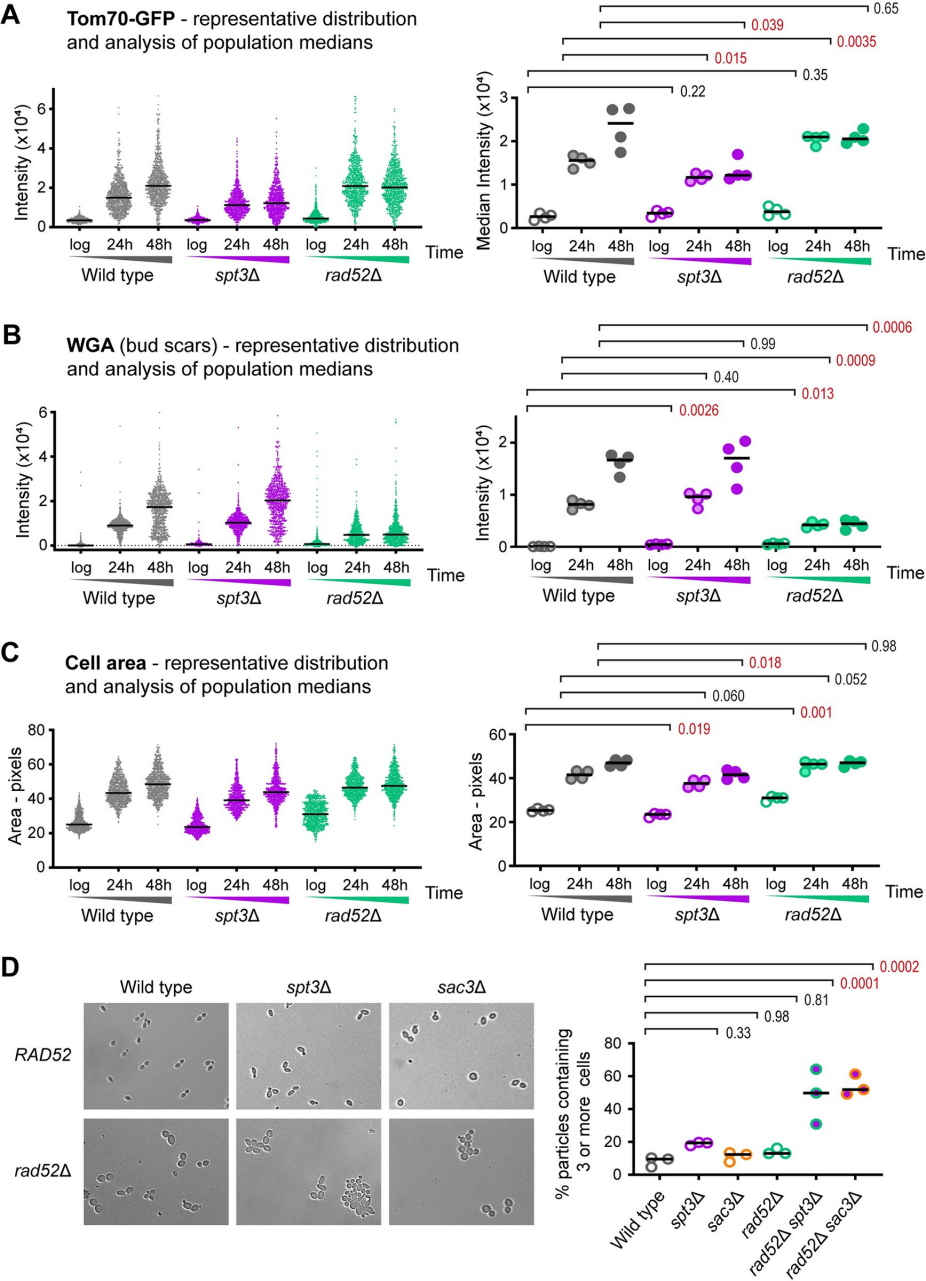
Mutants lacking ERCs still display signatures of the SEP. (**A**) Imaging flow cytometry analysis of Tom70-GFP intensity, which increases hugely in G1 cells after the SEP [5]. Cells were gated for streptavidin staining (aged samples only), which filters out young cells, then for circularity, which selects towards G1 cells and removes clumps. The left graph shows individual cells in a representative population with a bar at the median. The right graph compares medians of biological replicates. *p*-Values calculated from 2-way ANOVA with post hoc Tukey test using genotype and age as independent variables, *n =* 4. Red *p*-values indicate significance at *p* < 0.05. (**B**) Analysis of WGA staining to show relative age. Samples and analysis as in (**A**). (**C**) Analysis of cell size in pixels extracted from brightfield images. Samples and analysis as in (**A**). (**D**) Representative brightfield images of cells from log phase cultures of indicated genotypes. Samples were fixed in ethanol and sonicated to disperse cell clumps. Quantification shows the fraction of cell particles containing 3 or more cells (a particle being a unit of 1 or more cells that is not dispersed by sonication), analysis by 1-way ANOVA with post hoc Tukey test, *n* = 3. The numerical data underlying this Figure can be found in S8 File. ERC, extrachromosomal ribosomal DNA circle; SEP, senescence entry point; WGA, wheat germ agglutinin.

In *spt3*Δ, Tom70-GFP intensity increased with age to be significantly, although not substantially, lower than wild type at 24 hours but did not increase from 24 to 48 hours despite cells reaching equivalent age to wild type (Fig 3A and 3B). *spt3*Δ cells were slightly smaller at all ages but still grew substantially with age, while Rpl13a-mCherry intensity decreased with age, though again the change was small (Figs 3B and S3C). Cells lacking Sac3 aged more slowly than wild type, reaching an average age in 48 hours only slightly higher than wild-type cells in 24 hours, but taking this into account behaved in a very similar manner to the *spt3*Δ mutant (S3C Fig). In contrast, *rad52*Δ cells showed significantly higher Tom70-GFP fluorescence than wild type at 24 hours, even though *rad52*Δ cells were younger, as well as being slightly, though not significantly, larger (Fig 3A and 3B). None of these parameters changed from 24 to 48 hours consistent with *rad52*Δ cells reaching the end of replicative life before 24 hours, such that by 48 hours, wild-type cells had caught up in Tom70-GFP and cell size. Taken together, we observe essentially no correlation between SEP onset or cell size and the presence or absence of ERCs across this set of mutants, with *rad52*Δ being a particular outlier.

This implies that aged cells lacking ERCs should still become senescent, defined by a profound increase in cell cycle time. This is hard to assay for *rad52*Δ and *sac3*Δ mutants due to early loss of viability and slow growth but is testable in *spt3*Δ cells, which follow similar ageing kinetics to wild type (S3A Fig). Young cells placed on YPD agar by micromanipulation rapidly divide and form colonies, but post-SEP cells cycle extremely slowly, which should delay the generation of a daughter cell capable of forming a colony. We measured the sizes of colonies produced in 24 hours from individual young and 48-hour-aged cells, including only viable cells that gave rise to a colony within 72 hours, and observed an equivalent massive reduction in colony size for both aged wild-type and aged *spt3*Δ cells compared to young cells (S3D Fig). This shows that despite accumulating 10-fold less ERCs, *spt3*Δ cells become senescent with age as evidenced by very slow cell division, consistent with the Tom70-GFP intensity data. In contrast, wild-type cells aged on galactose accumulate high levels of ERCs but show no delay in colony formation consistent with their very low Tom70-GFP signal [22], further separating ERC accumulation from senescence.

To confirm that ageing phenotypes are not connected with ERC accumulation, we examined other previously described markers. Firstly, the size of the nucleolus, visualised as the area occupied by the RNA polymerase I marker Rpa190-GFP, has been shown to expand as cells age [20]. This is thought to result from increased rDNA copies arising through ERC amplification occupying more space and recruiting more ribosome biogenesis factors; however, we observe that this increase of nucleolar size with age occurs in wild type and in both *rad52*Δ and *spt3*Δ mutants that accumulate ≥10-fold less ERCs (S3E Fig). Secondly, the vacuole expands with age and increases in pH, resulting in a higher signal from a Vph1-mCherry reporter [65]. Again, we observe the same phenotype in wild-type and mutant cells, except that the increase stops at 24 hours in the *rad52*Δ mutant as these cells have already completed their replicative life span (S3F Fig). Our imaging data for Tom70-GFP, Vph1-mCherry, and Rpa190-GFP, as well as direct measurements of growth rate and gene expression dysregulation all lead to the same conclusion: that age-associated changes and the onset of senescence marked by the SEP occur independent of ERCs.

We expanded on these surprising observations using epistasis assays, in which *rad52*Δ was combined with *spt3*Δ or *sac3*Δ. We expected that the high Tom70-GFP and low WGA phenotypes of the *rad52*Δ mutant would be dominant in these double mutants, as it seemed likely that whatever persistent DNA damage drives the SEP in *rad52*Δ cells should occur irrespective of SAGA or TREX-2 disruption. However, we actually observed a strong additive effect. One terminal phenotype of replicatively aged yeast, particularly in diploid MEP cells, is a cell division defect that causes <5% of cells to form large multicellular aggregates (S3G Fig). However, in the *rad52*Δ *spt3*Δ and *rad52*Δ *sac3*Δ double mutants, every mother cell formed such an aggregate within 24 hours, making purification impossible. This phenotype was prominent even in log phase populations (Fig 3D), and quantifying individual particles (a particle being 1 or more cells not separable by sonication) showed that the majority of double mutant cell particles were clusters of 3 or more cells, often containing 10+ cells (Fig 3D). This observation suggests that although *rad52*Δ mutants lack ERCs, *rad52*Δ mother cells may contain another toxic species that is normally retained in mother cells by SAGA/TREX-2.

Overall, phenotypic analysis of *spt3*Δ and *sac3*Δ mutants shows that ERC accumulation makes only a minor contribution to the SEP and that *rad52*Δ develops a very strong SEP phenotype at a young age despite a complete absence of ERCs. Therefore, the presence or absence of ERCs does not define the SEP. Furthermore, the unexpected outcome of the epistasis assay raises the hypothesis that another DNA species is present in *rad52*Δ mutant cells, one that is normally retained in mother cells by SAGA and TREX-2 (just like ERCs) and which causes a cytokinesis defect if communicated to daughter cells.

### A transcriptional signature of the SEP

The uncoupling of SEP markers from ERC accumulation prompted us to reanalyse our gene expression data looking for changes associated with the SEP instead of ERCs. To do this, we used the same dataset and linear modelling approach applied for ERCs in Fig 2, but with altered parameters to test the contribution of the SEP instead of ERCs to differential expression. We rebuilt the linear model with categorical independent variables for Age, Genotype, and *TRP1* as before, but substituted the ERC abundance variable for a continuous variable representing SEP status based on Tom70-GFP (Tom70-GFP intensity median values from Figs 3A and S3C scaled linearly from 0 to 1) (Linear Model 2, S2 File).

This model discovered 187 genes significantly differentially expressed based on the SEP variable (DESeq2, BH-corrected FDR < 0.05, log_2_-fold change threshold ± 0.5) (Fig 4A). 

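Linear Model 2, with terms for genotype, age, TRP1 and SEP, was fitted to the 42 libraries, with SEP taken as the Tom70-GFP signal of each strain and age scaled from 0 to 1. The signal rose from 2594.5 at log phase to 23290.5 at 48 hours in the wild type, and reached 13139.2 in spt3Δ, 9117 in sac3Δ and 20851.5 in rad52Δ, so that SEP at 48 hours was 1, 0.510, 0.315 and 0.882. The values of sac3Δ are medians of single cells and the others means of the medians of 4 populations, and with sac3Δ rescaled to the wild type measured beside it SEP of sac3Δ was 0.293 in place of 0.174 at 24 hours and 0.290 in place of 0.315 at 48 hours. Of 6212 genes tested, 858 were higher and 453 lower with SEP. Genes of gluconeogenesis and the glyoxylate cycle were higher for 11 of 14 and lower for none (13 when adjusted over the list alone), and the list held with an estimated correlation (adjusted p = 0.037). FBP1, fructose-1,6-bisphosphatase, had an SEP coefficient of 3.75 (log2, SE 0.68) and SFC1, the succinate-fumarate carrier of mitochondria, one of 4.90 (SE 0.73). Methionine and sulfate assimilation had 13 of 18 genes higher and none lower, also when adjusted over the list alone, with the sulfate permease SUL1 at 4.70 (SE 0.97) and the cystathionine beta-lyase STR3 at 3.04 (SE 0.55). The libraries labelled rad52Δ held 0 counts of MET17, a gene of this list, at log phase. Without them SUL1 was at 3.28 (SE 1.06) and STR3 at 2.84 (SE 0.56). The seripauperin genes of the PAU family, which respond to low oxygen, were higher for 13 of 24 (17 when adjusted over the list alone), with PAU4 at 3.79 (SE 0.79). The cell wall mannoprotein gene DAN1, another gene of low oxygen, was at 7.50 (SE 2.51), and its call was lost with the replicate block (adjusted p = 0.067). Of the stress lists, 14 of 40 genes of the environmental stress response and 8 of 30 heat shock genes were higher and 0 and 1 lower, also when adjusted over the lists alone, with the chaperone regulator BTN2 at 5.22 (SE 1.64) and the small heat shock protein HSP42 at 4.53 (SE 1.36), and 20 of 45 cell wall genes were higher and 1 lower (22 and 3 when adjusted over the list alone). In spt3Δ at log phase BTN2 stood at 12543 ± 9121 normalised counts and HSP42 at 5685 ± 4779 (SD), against 125 and 77.3 in the wild type. These high and uneven libraries enter the fit, and how far the SEP coefficients of BTN2 and HSP42 depend on them was not tested.
Among the lower genes, phosphate starvation had 12 of 20 lower and none higher (13 when adjusted over the list alone), daughter-specific genes 8 of 11 (9 when adjusted over the list alone), with DSE1, a protein of daughter cell separation, at -1.71 (SE 0.35), and histones 5 of 11 (8 when adjusted over the list alone), with HTA1 at -1.26 (SE 0.36) and HHF2 at -1.31 (SE 0.49), whose call was lost with DESeq2 size factors in edgeR (adjusted p = 0.052). CIN8, a mitotic kinesin, was at -0.76 (SE 0.15). FAR1, the inhibitor of the G1 cyclins and one of the mating genes, was at -2.19 (SE 0.69), a call that rests on the libraries labelled rad52Δ, since it was at -0.18 (SE 0.72) and not called without them (adjusted p = 0.88 from edgeR). Mating genes were higher for 11 of 39 and lower for 1, and 21 and 0 in the fit without the libraries labelled rad52Δ, which expressed genes of α cells. The adjusted p with an estimated correlation was 0.28 for methionine, 0.12 for the PAU family, 0.19 for phosphate, 0.73 for heat shock and 0.40 for the stress response, cell wall, daughter-specific and histone lists. In simulated libraries the SEP term recovered 47.8%, 67.2% and 92.4% of genes changed by 0.75, 1 and 2 over the range of SEP. A test against the 0.5 threshold itself called 246 genes higher and 14 lower with DESeq2. SEP has a single value for all libraries of a strain and age, so that its term rests on 12 values and not on 42.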

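Over 179 of the 187 genes that the paper assigns to SEP, the part held in the table used here, the median SEP coefficient was 2.19 with an interquartile range of 1.55, and the median was 0.07 for 48 hours of age, 0.14 for 24 hours, 0.30 for the spt3Δ genotype, 0.74 for sac3Δ, 0.42 for rad52Δ and 0.09 for TRP1. SEP had the largest coefficient in 95.0% of these genes. The paper chose them on these libraries, so that this is not independent evidence. Over the 858 genes called higher for SEP here, the median coefficient was 1.24 for SEP and 0.10 for 48 hours of age, and SEP was the largest in 80.0%. These genes were called for their SEP coefficient, so that its lead among them is not independent evidence. The SEP coefficient is per full range of SEP, from log phase to 48 hours in the wild type, and is larger than the change that spt3Δ or sac3Δ went through. A genotype term applies from log phase on, and these terms were not tested against each other.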

Importantly, the model coefficient for SEP was far higher than other model coefficients for these genes, showing that the SEP largely explains gene expression changes for these genes across the experiment with little contribution from Age or Genotype (Fig 4B). This should be contrasted with the weak effect of ERC abundance on potential ERC-induced genes (S2C Fig). 

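Sporulation genes rose with SEP. Of 62 genes of sporulation and meiosis 41 were higher and none lower (47 when adjusted over the list alone), at a median SEP coefficient of 1.73, and of 33 genes of the spore wall and prospore membrane 26 and none (28 when adjusted over the list alone), at 2.19. Both held with an estimated correlation (adjusted p = 0.027 for each). SPS2, a spore wall protein, was at 6.07 (SE 0.74), CDA2, the chitin deacetylase of the spore wall, at 5.62 (SE 0.82), LDS1, a lipid droplet protein of the outer spore wall, at 4.56 (SE 0.97), and SPO74, a meiotic spindle pole body component, at 3.98 (SE 0.80). Of the 7 septins 3 were higher and none lower, at a median of 0.20 (adjusted p = 0.40 with an estimated correlation). SPR3, a septin of sporulating cells, was at 3.56 (SE 0.79) and CDC3, a septin of the bud neck, at 0.68 (SE 0.13). The iron regulon, the targets of Aft1 for iron uptake, had 13 of 29 higher and none lower (14 when adjusted over the list alone), at a median of 0.80 and with adjusted p = 0.40 with an estimated correlation. LSO1, a protein induced by low iron, was at 6.31 (SE 1.10) and TIS11, which degrades mRNAs of iron-using proteins, at 3.21 (SE 0.65). Within strains the iron regulon did not follow 1 course. Its median change from log phase to 48 hours was 0.27 ± 0.0900 (SD, n = 3) in the wild type, 0.46 ± 0.192 (n = 3) in spt3Δ, -0.38 ± 0.0478 (n = 3) in sac3Δ and 0.37 ± 0.0804 (n = 2) in rad52Δ, where that of sporulation genes was 2.10 ± 0.108, 1.80 ± 0.0695, 0.57 ± 0.0492 and 1.37 ± 0.348.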

GO term enrichment analysis of the gene set differentially expressed based on the SEP revealed enrichments for sporulation, specifically genes for prospore formation, spore wall assembly and septins, as well as iron transport.

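The term for 48 hours of age in Linear Model 2 held 820 genes higher and 867 lower beside the SEP term. Cytosolic ribosomal proteins were lower for 131 of 137 and higher for none (133 when adjusted over the list alone), at a median of -1.17, with RPL31B at -1.49 (log2 coefficient, SE 0.27). Ribosome biogenesis had 77 of 92 lower and none higher, with the snoRNP protein NOP56 at -1.29 (SE 0.17), and translation factors 28 of 32 lower and 1 higher, with HEF3, a paralogue of elongation factor 3, at 1.52 (SE 0.25). Genes of the respiratory chain were higher for 25 of 35 and lower for none (26 when adjusted over the list alone), glycogen and trehalose metabolism for 14 of 20 and none, with the phosphatase regulator GAC1 at 3.99 (SE 0.59), autophagy for 16 of 23 with 1 lower (17 higher when adjusted over the list alone), the environmental stress response for 29 of 40 with 2 lower (30 higher when adjusted over the list alone), and the subtelomeric COS family for 8 of 12 and none. Glycolysis was lower for 13 of 21 and higher for 2 (4 when adjusted over the list alone), with ENO2 at -1.46 (SE 0.28) and PDC1 at -1.29 (SE 0.20), and targets of Gcn4 for 17 of 40 and higher for 1 (2 when adjusted over the list alone). The phosphate transporter gene PHO84 was at -2.82 (SE 0.65), and the sirtuin SIR2 at -0.52 (SE 0.16). All of these lists lost their call with an estimated correlation (adjusted p = 0.48 for ribosomal proteins, translation factors, glycogen and autophagy, 0.51 for ribosome biogenesis, the respiratory chain, the stress response and Gcn4 targets, and 0.64 for the COS family and glycolysis). Of the paper's 290 Age genes, chosen on these libraries, 190 were higher and 99 lower here, with a median coefficient of 1.49 for age and 0.36 for SEP, and age was the largest term in 89.0%. Of the genes called for SEP and for age, 216 moved the same way in both terms and 112 in opposite ways, and independent lists of these sizes would share 113 higher and 63.2 lower.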

We also found 290 genes significantly differentially expressed based on Age (DESeq2 48-hour versus log phase age, BH-corrected FDR < 0.05, log_2_-fold change threshold ± 0.5), for which Age was by far the strongest variable contributing to differential expression with little contribution from SEP or Genotype (S4A and S4B Fig). These genes are enriched for energy utilisation categories, translation, and ribosome synthesis as may be expected for ageing, given previous reports. However, the comparison of 48 hours versus log phase also compares cells that are largely terminally arrested to cells that are not, and, therefore, some fraction of these differences may be attributable to terminal arrest rather than ageing per se.

An unexpected feature of the set of genes significantly associated with the SEP was that 22% are located on the right arm of chromosome XII between the rDNA and the telomere, a region containing only 5% of annotated genes. This region, hereafter referred to as ChrXIIr, has been previously noted to be amplified during yeast ageing with unknown effect [8,16]. 

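Genes on the right arm of chromosome XII beyond the rDNA, here ChrXIIr from position 491000 of R64 to the telomere, were called for SEP more often than others. Of the 1311 genes called, 158 lay on ChrXIIr, or 12.1%, against 319 of the 6212 genes tested, or 5.14%, which is 2.35 times the expected share (odds ratio 4.03, 95% interval 3.19 to 5.10, Fisher's exact test, two-sided p = 4.51e-31, with genes taken as independent). Of the 158, 157 were higher and 1 was lower. The whole list of ChrXIIr was higher for 157 and lower for 1 of 319 (174 and 2 when adjusted over the list alone), at a median SEP coefficient of 0.70, with adjusted p = 0.051 with an estimated correlation. Among these genes were CDA2, the spore wall chitin deacetylase that lies from 747937 to 748875, NCW2, a cell wall protein of the chitin network, at an SEP coefficient of 4.04 (SE 0.57), and REC102, a protein of meiotic recombination, at 4.32 (SE 0.40). NCW2 and REC102 were chosen after their values were seen. On the other chromosomes the share of called genes was 0.764 to 1.07 times the expected one, and on chromosome XII left of the rDNA 1.29 times. The 260 genes that DESeq2 called against the 0.5 threshold had 55 on ChrXIIr, or 21.2%, all 55 of them higher.

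**Figure D2:**
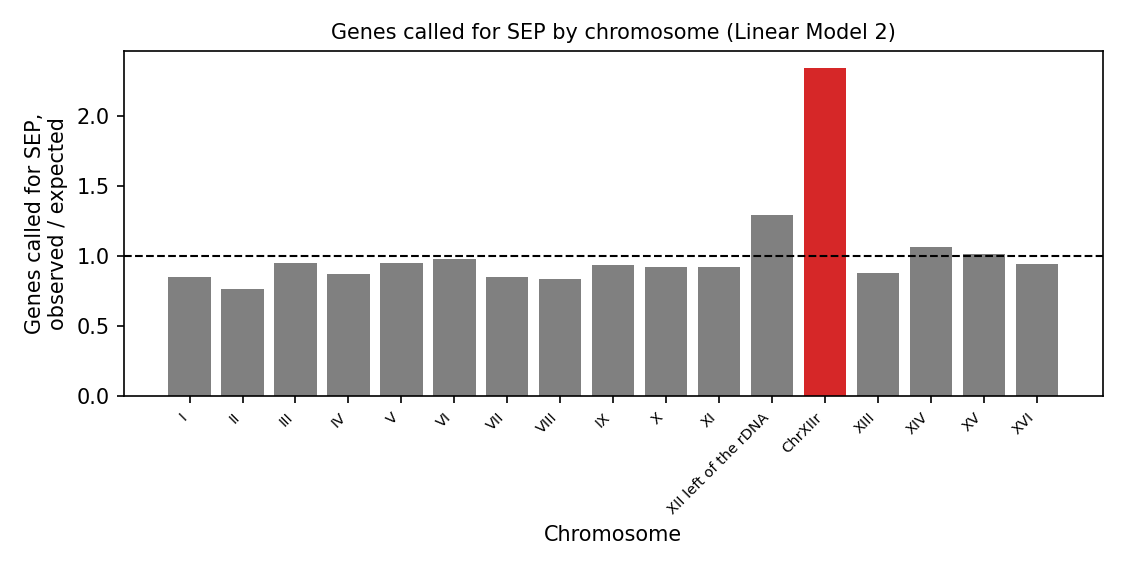
Number of genes called for SEP divided by the number expected from the genes tested, for each chromosome and for chromosome XII left and right of the rDNA. Bars start at 0 and the dashed line marks the expected share. ChrXIIr stands at 2.35 and the whole chromosomes other than XII between 0.764 and 1.07.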

We therefore asked whether the expression of genes in this region was generally disrupted in aged cells and observed that average mRNA abundance for genes on ChrXIIr increased significantly with age in wild type (S4C Fig, left, S4D Fig). 

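In the wild type most genes of ChrXIIr that changed with age were higher. Of 298 genes tested 164 were higher and 36 lower at 48 hours (165 and 36 when adjusted over the list alone), at a median log2-fold change of 0.63, and the list passed camera with the preset correlation but not with an estimated correlation (adjusted p = 0.21). The genes with the largest increases were YLR311C, a dubious open reading frame at 757265 to 757612, by 7.38 (SE 0.38), and YLR307C-A, an uncharacterised gene at 746848 to 747111, by 7.18 (SE 0.26). TMA10, a ribosome-associated protein, rose by 6.00 (SE 0.26), CDA1, a chitin deacetylase next to CDA2, by 4.77 (SE 0.23), and GSY2, glycogen synthase, by 1.57 (SE 0.08), while IMD3, an enzyme of GTP synthesis, fell by 1.13 (SE 0.09), and these 4 genes were chosen after their values were seen. Over all 333 genes of the region, the median change from log phase per library was 0.21, 0.28 and 0.11 at 24 hours and 0.65, 0.71 and 0.78 at 48 hours in the wild type, and 0.33, 0.33 and 0.29 at 24 hours and 0.61, 0.78 and 0.66 at 48 hours in the TRP1-repaired wild type.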

Although many genes are induced with age, the average mRNA abundance change of any large, random set of genes between 2 datasets should be close to zero due to the DESeq2 normalisation method applied. Indeed, an equivalent analysis for all genes not on chromosome XII shows no average change, although the spread of mRNA abundance does increase with age as expected (S4C Fig, right, S4D Fig), so the effect on ChrXIIr is exceptional. 

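Genes on chromosomes other than XII had a median change between 0 and 0.03 in 5 of the 6 wild-type libraries with or without TRP1 at 24 hours, and of -0.000472 in the other, and between 0 and 0.02 in all 6 at 48 hours. The interquartile range of the change was 0.774 to 1.12 at 24 hours and 1.26 to 1.32 at 48 hours. On chromosome XII left of the rDNA the medians were 0.15 to 0.19 at 48 hours, below those of ChrXIIr in every library. Random lists of 333 genes drawn with replacement from the other chromosomes and matched to ChrXIIr on mean expression had medians from -0.11 to 0.10 (the central 95% of the lists) at 48 hours, where ChrXIIr stood at 0.72.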

To ensure that this accumulation of ChrXIIr is not a unique feature of ageing in the diploid strains used for the MEP, we also analysed haploid MEPs by Tom70-GFP and RNA-seq and observed a similar accumulation of ChrXIIr in concert with the increasing Tom70-GFP signal (S4E and S4F Fig).

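The median change of the 333 ChrXIIr genes was 0.04 ± 0.00927 (SD, n = 3) at 24 hours and 0.48 ± 0.0563 at 48 hours in spt3Δ, and 0.03 ± 0.0226 (n = 3) and 0.14 ± 0.0517 in sac3Δ, against 0.26 ± 0.0834 and 0.70 ± 0.0713 in the 6 wild-type libraries with or without TRP1. All 3 libraries of either mutant lay below all 6 of the wild type at both ages (exact permutation test, two-sided, p = 0.0119 and adjusted p = 0.0179 for each of these 4 comparisons, the smallest p that 3 libraries against 6 allow). The aged libraries of a strain share the same log-phase baseline, whose own spread enters neither the SDs nor these p-values. Some of these libraries are paired by their replicate numbers in the data, and with the mutant label moved only among libraries of the same number none of the 4 passed or could pass after adjustment (exact permutation test, p = 0.0370 and adjusted p = 0.0556 for each, the smallest p that its 27 arrangements allow). By gene, 133 of 294 were higher with age and 42 lower in spt3Δ, and 61 and 47 of 285 in sac3Δ, also when adjusted over the list alone. CDA1, the chitin deacetylase of the spore wall, rose by 4.50 (SE 0.30) in spt3Δ and 1.03 (SE 0.19) in sac3Δ, and TMA10, the ribosome-associated protein, by 4.34 (SE 0.33) and 2.74 (SE 0.11), and these genes were chosen after their values were seen. Against the wild type at 48 hours, 66 of 300 were lower and 2 higher in spt3Δ and 119 of 297 and 2 in sac3Δ (adjusted p = 0.76 and 0.20 with an estimated correlation). FBP1, fructose-1,6-bisphosphatase, was lower in spt3Δ, at -2.37 (SE 0.15), and YLR307C-A, an uncharacterised gene, in sac3Δ, at -3.50 (SE 0.15). The interquartile range of the change over the other chromosomes at 48 hours was 1.07 to 1.11 in spt3Δ and 0.750 to 0.821 in sac3Δ. The libraries of spt3Δ and of the wild type were sequenced on different lanes.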

Among the mutants, increased mRNA abundance for ChrXIIr genes was less evident in *spt3*Δ and almost undetectable in *sac3*Δ, despite a similar increase in the spread of mRNA abundance (Fig 4C and 4D, compare grey to purple and orange). In contrast, average mRNA abundance for ChrXIIr genes dramatically increased in *rad52*Δ at 24 hours, significantly more so than in wild type (Fig 4C and 4D, compare grey to green). 

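In rad52Δ the median change of the ChrXIIr genes was 0.82 ± 0.134 (SD, n = 2) at 24 hours and 0.80 ± 0.182 at 48 hours. The aged libraries of a strain share the same log-phase baseline, whose own spread enters neither the SDs nor the permutation tests. At 24 hours both libraries, at 0.73 and 0.92, lay above all 6 of the wild type with or without TRP1 (exact permutation test, two-sided, p = 0.0357, adjusted p = 0.0429, the smallest p that 2 libraries against 6 allow), and at 48 hours the difference, 0.11, did not pass (exact permutation test, p = 0.25), although with the mean over genes in place of the median it was 0.18 and passed (exact permutation test, p = 0.0357). With the label moved only among libraries of the same replicate number neither age passed (exact permutation test, p = 0.111 and adjusted p = 0.133 at 24 hours, the smallest p that its 9 arrangements allow, and p = 0.444 at 48 hours). By gene 196 of 306 were higher and 9 lower at 48 hours against log phase (197 and 10 when adjusted over the list alone), with adjusted p = 0.62 with an estimated correlation. OPI9, a dubious open reading frame at 804346 to 805203, rose by 5.71 (SE 0.39). BUD6, an actin regulator, rose by 0.76 (SE 0.12) and ECM22, a regulator of sterol synthesis, by 1.05 (SE 0.12), and these 2 genes were chosen after their values were seen. Against the wild type at 48 hours 61 of 312 were higher and 8 lower (63 and 8 when adjusted over the list alone; adjusted p = 0.78 with an estimated correlation), and 33 of 311 and 5 against the TRP1-repaired wild type (34 and 6 when adjusted over the list alone). Chromosome XII left of the rDNA changed by 0.13 and 0.14 in the 2 libraries at 24 hours. The libraries labelled rad52Δ expressed genes of α cells at all 3 ages.

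**Figure D3:**
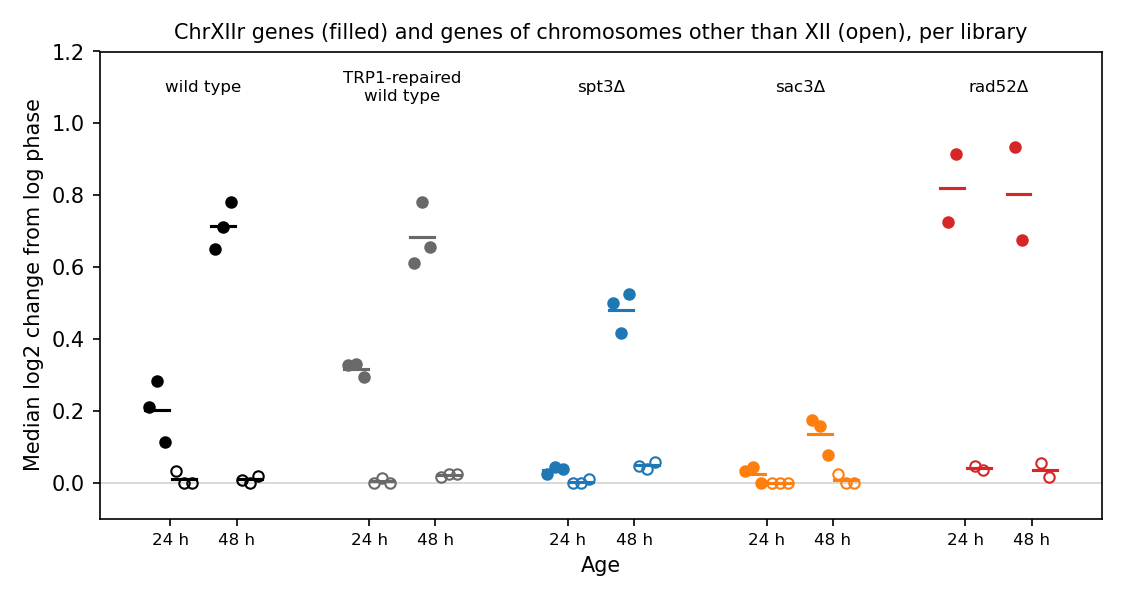
Median log2 change from log phase over the 333 genes of ChrXIIr (filled points) and over genes on chromosomes other than XII (open points), for each library at 24 and 48 hours. Points are libraries and short lines are means over libraries. The libraries of rad52Δ at 24 hours stand at 0.73 and 0.92 and those of sac3Δ at 0 to 0.04.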

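The Tom70-GFP signal at 24 hours was 6205 in sac3Δ, 11669 in spt3Δ, 15352 in the wild type and 20454 in rad52Δ, where sac3Δ was measured as the median of single cells and the others as means over 4 populations. Rescaled to the wild type measured beside it, sac3Δ was at 8659. The median change of ChrXIIr genes, those between the rDNA and the right telomere, was lower in spt3Δ and sac3Δ than in the wild type at that age and higher in rad52Δ. The libraries of spt3Δ, at 0.025 to 0.042, lay within the range of those of sac3Δ, at 0 to 0.044, so that the order of these 2 was not resolved. At 48 hours sac3Δ and spt3Δ were again the lowest in both measures, and the order of the wild type and rad52Δ was not resolved in Tom70-GFP and depended on the summary in ChrXIIr. Tom70-GFP was 23290.5 ± 4949 (SD over 4 populations) in the wild type and 20851.5 ± 1461 in rad52Δ, and the ChrXIIr median of rad52Δ, at 0.68 and 0.93 in its 2 libraries, differed from the wild type by 0.11 (exact permutation test, p = 0.25) or by -0.022 without replicate 1, while with the mean over genes in place of the median the difference was 0.18 and passed (exact permutation test, p = 0.0357). The Tom70-GFP values come from other cells than the libraries, and no correlation is given because groups of libraries are not independent samples.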

Expression of ChrXIIr genes closely follows the pattern of the SEP marker Tom70-GFP, showing association of ChrXIIr accumulation with the SEP across our dataset (Fig 3A).

**Fig 4:**
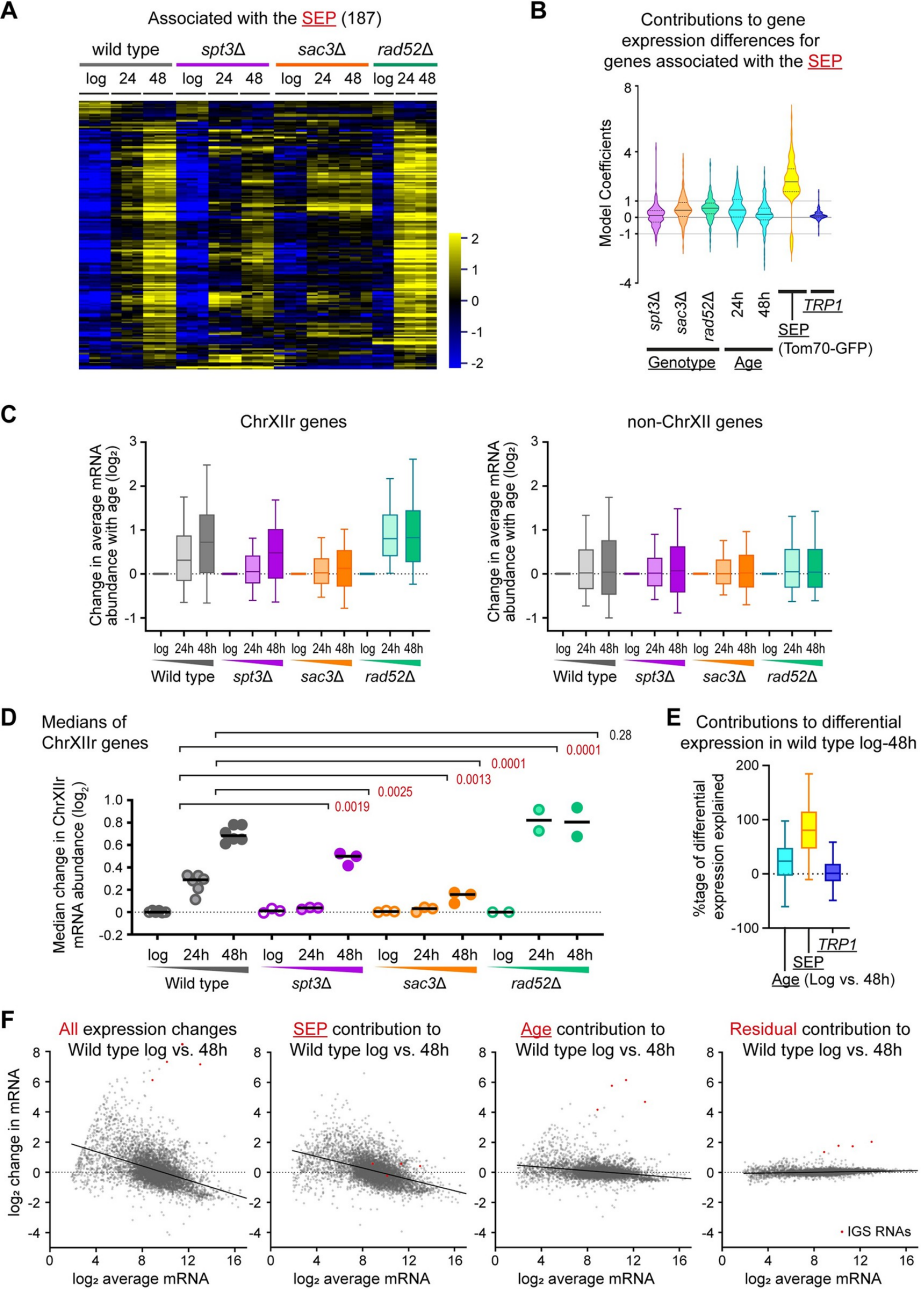
A gene expression signature for the SEP. (**A**) Hierarchical clustering of log_2_ mRNA abundance for 187 genes called by a DESeq2 Linear Model 2 as significantly different between datasets based on the SEP (Tom70-GFP medians from Figs 3A and S3C) (DESeq2 continuous linear model factor: median Tom70-GFP scaled to between [0,1], BH-corrected FDR < 0.05, log_2_-fold change threshold ±0.5). Individual biological replicates shown (3 for wild type, *spt3*Δ, and *sac3*Δ and 2 for *rad52*Δ. (**B**) DESeq2 Linear Model 2 coefficients representing the contribution of each individual parameter to the differences in mRNA abundance of the set of genes shown in (**A**). DESeq2 was used to model expression as dependent on 3 categorical independent variables and 1 continuous variable (with an additional intercept factor): Genotype (wild type, *spt3*Δ, *rad52*Δ, *sac3*Δ), *TRP1* auxotrophy (present, not present), Age (log phase, 24 hours, 48 hours), and SEP (Tom70-GFP continuous, values taken from medians shown in Figs 3A and S3C min-max scaled to the range [0,1], wild type values also used for *TRP1*-repaired samples). Coefficient values can be interpreted as the log_2_ normalised mRNA abundance change caused by a specific model factor being present relative to a wild-type log phase *TRP1* auxotroph. Solid horizontal lines within violins indicate median values, while lower and upper quartiles are indicated by dotted horizontal lines. Full output of the model is provided in S2 File. (**C**) Log_2_ change of mRNA abundance from log phase to given time points for all genes on ChrXIIr (left) or all genes on chromosomes other than XII (right). Data are the mean of 3 biological replicates for wild type, *spt3*Δ, and *sac3*Δ or 2 biological replicates for *rad52*Δ, plots as in (**C**). (**D**) Analysis of median change in log_2_ mRNA abundance from log phase to given time points for all genes on ChrXIIr. Analysis by 2-way ANOVA with post hoc Tukey test for aged time-points only since log values are the reference point *n =* 6 biological replicates (wild type, combining wild type and *TRP1* datasets), *n* = 3 for *spt3*Δ and *sac3*Δ, *n* = 2 for *rad52*Δ. Red *p*-values indicate significance at *p* < 0.05. (**E**) Percentage of the observed differential expression attributable to Age (log vs. 48 hours), SEP (Tom70-GFP), and *TRP1*. DESeq2 Linear Model 3 with categorical independent variables for Genotype, Age, *TRP1*, and carbon source, and 1 continuous variable for Tom70-GFP representing the SEP was applied to a dataset featuring 9 replicate time courses of wild-type cells aged on glucose (including 3 *trp1*Δ) and 5 replicate time courses of wild-type cells aged on galactose as well as the datasets for *spt3*Δ, *sac3*Δ, and *rad52*Δ. After excluding genes with a normalised read count <4 at log phase, percentages were calculated as the contribution from the given factor / the observed change × 100. Values outside the range 0%–100% represent model coefficients predicting gene expression in the wrong direction or of too great a magnitude, respectively. Full output of the model is provided in S3 File. (**F**) Assignment of gene expression change in wild type ageing log to 48 hours to SEP and Age contributions calculated by Linear Model 3, displayed as MA plots. Left–right: Observed gene expression change in wild type during ageing for average of 6 *TRP1*-positive wild-type samples at log phase and 48 hours; log phase expression with the SEP contribution added; log phase expression with the Age contribution added; log phase expression with the Residual contribution added, where the residual is observed gene expression change with age that was not attributed to SEP or Age by the model. Red dots indicate RNA from the IGS regions of the rDNA, which form prominent outliers. The numerical data underlying this Figure can be found in S8 File. BH, Benjamini–Hochberg; FDR, false discovery rate; SEP, senescence entry point.

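The 1153 genes called for SEP outside ChrXIIr had a median size of the SEP coefficient of 0.92, against 0.35 for 48 hours of age and 0.31, 0.49 and 0.27 for the spt3Δ, sac3Δ and rad52Δ genotypes. The 158 on ChrXIIr were at 1.05 for SEP, 0.27 for age and 0.25, 0.42 and 0.40 for the genotypes. SEP was the largest term in 78.3% of the genes outside ChrXIIr and 88.0% of those on it. Both groups were called for their SEP coefficient, so that its lead is not independent evidence.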

Genes on ChrXIIr were not major contributors to the GO terms enriched in the 187 SEP-associated genes; both the enriched GO terms and the model coefficients were essentially identical when genes on ChrXIIr were excluded (S4G Fig). Therefore, these 187 genes can be split into 2 classes—those located on ChrXIIr and those functionally enriched for sporulation and iron metabolism. However, this gene set must only contain the strongest SEP-associated genes as age-linked dysregulation of gene expression and the SEP occur in all the mutants in the dataset to a greater or lesser extent, such that the linear model would have difficulty separating effects arising from the SEP and Age. We suspected that senescence may be responsible for the majority of reported age-linked gene expression changes but required data for cells that age without a detectable SEP phenotype to confirm this. We therefore added 5 replicate time courses for YDH18 yeast (which carries 2 fluorescent markers but is otherwise a wild-type MEP strain) aged on galactose to the dataset along with matched glucose controls; on galactose, wild-type MEP cells achieve equivalent age but with very low senescence [22]. We then recalculated the linear model with variables for SEP, Age, Genotype, and *TRP1*, and an additional variable for Carbon source (glucose or galactose). This discovered a much larger set of 1,236 genes significantly differentially expressed based on the SEP (DESeq2, BH-corrected FDR < 0.05, log_2_-fold change threshold ± 0.5), compared to 237 based on Age, while 657 genes were significantly differentially expressed on galactose compared to glucose (Linear Model 3, S3 File).

In this variant of the model, only SEP, Age (log versus 48 hours) and *TRP1* components contribute to differential gene expression during wild type ageing on glucose. Comparing 48-hour-aged samples to log phase, the model attributes 81% of observed gene expression change to the SEP, while Age explains 24% and *TRP1* explains 1% (Fig 4E). Adding the contribution of the SEP to log phase wild-type gene expression results in a gene expression pattern very similar to that observed in aged cells including the characteristic induction of repressed genes and decreased expression of highly expressed genes, particularly translation and ribosome synthesis factors (Fig 4F, compare left-hand 2 panels). In contrast, the contribution of Age barely changes the overall shape of the gene expression profile; genes significantly affected by Age are particularly enriched for cell wall organisation genes, which may result from the cell growth that occurs in all the tested mutants as well as in galactose-aged wild-type cells and is therefore independent of the SEP (Fig 4F, Age). The biggest changes in this set are the IGS ncRNAs transcribed from ERCs, as expected given the previous data showing no association between ERC accumulation and the SEP (Fig 4F, red points). Once Age and SEP are removed, only small fractions of the gene expression change during ageing from log to 48 hours remain unaccounted for (Fig 4F, Residual). Importantly, this bioinformatic separation of the impacts of the SEP and age itself paralleled the results of physical separation of younger, highly senescent and old, minimally senescent populations, which also showed the SEP to have a much larger effect than age itself (Figs 4 and S4 in [22]).

The SEP causes a massive slowing in growth that is predicted to induce an ESR-like gene expression change [5,13,66,67]. To confirm this, we compared the Age and SEP coefficients of gene expression during ageing to the change in expression of the approximately 900 ESR genes during a representative stress (20 minutes heat shock) reported in [13]. As predicted, a positive correlation was observed with the SEP (R^2^ = 0.68) but no correlation with Age (R^2^ = 0.19), showing that gene expression changes in the SEP are similar to those induced by heat shock (S5A Fig). We performed an equivalent comparison to gene expression changes that occur in response to slowing of growth [66] and also observed a correlation to the SEP (S5B Fig); the correlation was more modest (R^2^ = 0.52), but it should be noted that culture conditions used to control growth rate were very different from those used in our ageing experiments. To generalise these associations, we compared the Age and SEP coefficients to all the stress conditions tested in [13] and observed that the correlation was much higher for the SEP than for Age in all stresses, with the best correlation to the SEP being observed for “heat shock” and “entry to stationary phase” conditions that gave the strongest ESR response in the original study. These findings demonstrate that the gene expression impact of the SEP is similar to slow growth and the ESR and should therefore largely be attributed to slowed growth. However, the SEP does not exactly equate to an ESR since expression of the 187 SEP-associated genes discovered by Linear Model 2 (Fig 4A) does not change in the same way during heat shock as during ageing (S5D Fig), and, similarly, there is no correlation between the expression change of the 187 SEP-associated genes during ageing and during change in growth rate (S5E Fig).

Overall, we find that the SEP is by far the greatest contributor to age-linked gene expression changes. The bulk of these changes result from slowing of growth, but we also find signatures of specific gene expression programmes and chromosomal abnormalities.

### ChrXIIr rather than ERC accumulation is associated with the SEP

The increased expression of genes on ChrXIIr with the SEP strongly suggested the accumulation of a chromosomal fragment from this region; indeed, a discrete chromosomal fragment arising through rDNA cleavage and containing part of the rDNA along with the chromosomal region centromere distal to the rDNA has been previously described in aged wild-type MEP cells and validated by pulsed field gel electrophoresis [8,16]. We therefore performed genome resequencing on DNA isolated from log, 24-hour, and 48 hour-aged wild type, *spt3*Δ, *rad52*Δ, and *sac3*Δ cells. The most dramatic change was rDNA copy number, which increased 14× with age in wild type due to ERC accumulation but not in the mutants (Fig 5A); however, in *rad52*Δ cells, the primary change with age was a 1.5-fold increase in ChrXIIr signal, equivalent to 1 additional copy of this region in these diploid cells (Fig 5B and 5C, left). ChrXIIr also accumulated in wild-type cells with age, but less so in *spt3*Δ and was almost undetectable in *sac3*Δ following closely the pattern we observed for SEP markers (Fig 4C), while other chromosomes did not change on average (Fig 5C, middle), and we observed little change from the rest of chromosome XII (from the left telomere to the rDNA; Fig 5C, right).

**Fig 5:**
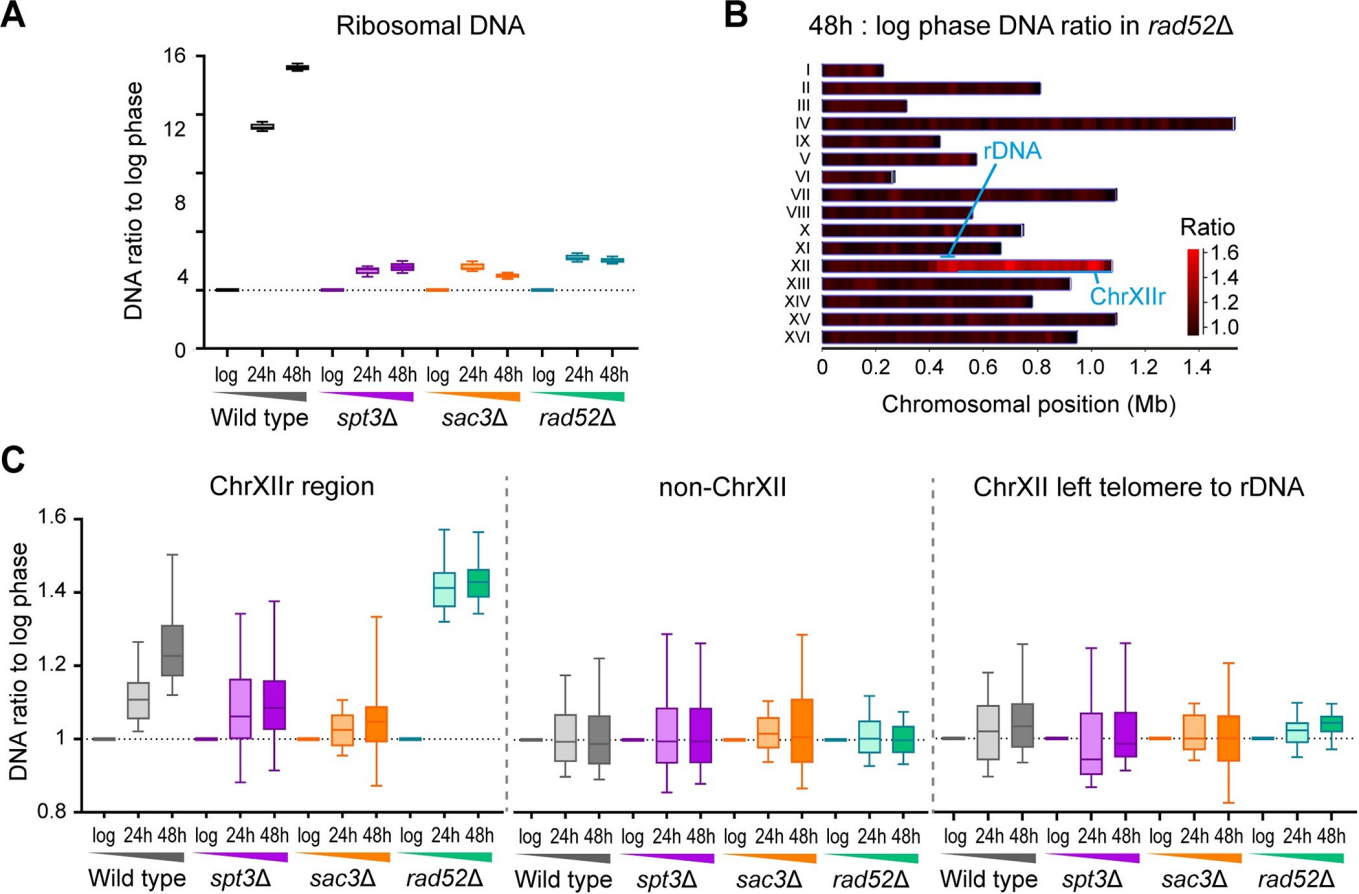
ChrXIIr amplification is associated with the SEP. (**A**) Ratio of genome resequencing read counts at given time point to log phase in 5 kb windows across the rDNA. (**B**) Heat map of read count ratios between log phase and 48 hours in *rad52*Δ in 25 kb windows across the genome. (**C**) Ratio of genome resequencing read counts at given time point to log phase in 25 kb windows across ChrXIIr (left) and non-chromosome XII regions (right). The numerical data underlying this Figure can be found in S8 File. rDNA, ribosomal DNA; SEP, senescence entry point.

Although ChrXIIr is the most highly amplified region, other individual chromosomes also change with age albeit to a much lesser extent than ChrXIIr. 

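On chromosome VI the median change of 141 genes was 0.20 ± 0.0502 (SD, n = 6) at 24 hours and 0.27 ± 0.0388 at 48 hours in the wild type with or without TRP1, and on chromosome I, with 119 genes, 0.15 ± 0.0425 and 0.26 ± 0.0493, above 0 in all 6 libraries at both ages. These were the 2 highest medians among chromosomes other than XII. At 48 hours both depended in part on weakly expressed genes, since over genes with a mean of at least 10 normalised counts chromosome VI was at 0.21 and chromosome I at 0.15, and with a pseudocount of 5 chromosome I was at 0.19. The other 13 ran from -0.06 to 0.15 at 24 hours and from -0.07 to 0.22 at 48 hours, the highest being chromosome III at 24 hours and chromosome IX at 48 hours, at 0.22 ± 0.0378 and above 0 in all 6 libraries. Chromosome I was the highest in spt3Δ at 48 hours, at 0.32 ± 0.0120 (n = 3), with chromosome VI at 0.19 ± 0.0653 and chromosome IX at 0.19 ± 0.0634. At 48 hours in sac3Δ chromosome VI was at 0.16 ± 0.0374 and chromosome I at 0.10 ± 0.0528 (n = 3), and in rad52Δ chromosome I was at 0.15 ± 0.0579, chromosome IX at 0.13 ± 0.0292 and chromosome VI at 0.08 ± 0.0767 (n = 2). These medians were not tested.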

We observed amplification of chromosome I and chromosome VI by both genome resequencing and RNA-seq; although these effects are small compared to ChrXIIr, we are confident the events are real given detection in different samples by different methods (S6 Fig), while other chromosomes did not show consistent changes (S4 File). These amplification events occur to a similar extent in wild type and mutants, so are unlikely to be associated with the SEP, and are probably the outcome of chromosome missegregation events previously visualised by Neurohr and colleagues using a chromosome I marker [19]; the bias towards particular chromosomes (the shortest in the genome) is interesting but not entirely unexpected as small chromosomes in yeast are more prone to aneuploidy [68].

These experiments show that increased gene expression from ChrXIIr results from amplification of this chromosomal region, which appears particularly susceptible to aneuploidy beyond the known chromosome missegregation phenotypes observed in ageing cells. Furthermore, amplification of ChrXIIr is robustly associated with the extent of senescence across wild type, *spt3*Δ, *rad52*Δ, and *sac3*Δ mutants.

### ChrXIIr is associated with the SEP across different mutants and environments

We then tested the robustness of the association between ChrXIIr and the SEP in other mutants. *rad52*Δ is an outlier in our dataset, showing high SEP, high ChrXIIr, and no ERCs, whereas *spt3*Δ and *sac3*Δ follow a pattern of having low ERCs and low SEP, so it was important to ensure that senescence was unconnected to ERC level in other mutants. One concern is that *rad52*Δ cells arrest at a very young replicative age, usually in G2 (>80% budded at 24 hours in our samples; S7A Fig left) [25,69], whereas wild-type yeast cells typically terminally arrest in G1. Although quantitative imaging data for Tom70-GFP and other markers is filtered to include only G1 cells and should therefore be comparable between mutants, the sequencing methods are applied to whole populations, so the unusually high budded fraction may distort the outcome. We therefore looked for further mutants and conditions that separate ERC accumulation from the SEP.

Firstly, like *rad52*Δ, the histone deacetylase double-mutant *hst3*Δ *hst4*Δ is short lived and reaches terminal arrest by 24 hours [70] (S7B Fig, WGA). However, a smaller fraction of cells arrest in G2/S, making the cell cycle distribution of bulk samples closer to wild-type at 24 hours (60% budded for *hst3*Δ *hst4*Δ compared to 80% for *rad52*Δ and 40% for wild type; S7A Fig right), and ERC levels, although reduced, are much closer to wild type (S7C Fig). Nonetheless, Tom70-GFP is substantially higher than wild type at 24 hours, showing a strong early senescence phenotype (S7B Fig, Tom70-GFP), and RNA-seq at 24 hours shows a dramatic dysregulation of gene expression compared to wild type, even more so than for *rad52*Δ (S7D Fig). Induction of the 187 genes associated with the SEP is equivalent between *hst3*Δ *hst4*Δ and *rad52*Δ (S7E Fig), as is the increased expression of ChrXIIr genes, indicating an equivalent ChrXIIr amplification (S7F Fig). Therefore, SEP onset, ChrXIIr accumulation, and SEP-associated gene expression changes are very similar between *hst3*Δ *hst4*Δ and *rad52*Δ, whereas G2 arrest and ERC accumulation are different, meaning that the rapid, strong SEP in short-lived mutants is strongly associated with ChrXIIr accumulation and cannot be attributed to G2-biased cell cycle distribution at terminal arrest or to a peculiarity of the *rad52*Δ mutant.

Secondly, cells lacking the endonuclease Mus81 accumulate 10-fold fewer ERCs (Fig 6A and [71]). However, *mus81*Δ cells do not terminally arrest at a young age, reaching equivalent age to wild type by 24 hours and dividing further from 24 to 48 hours, even though age at 48 hours is less than wild type (Fig 6B, WGA). Furthermore, *mus81*Δ cells arrest less often in G2/S compared to *rad52*Δ cells (60% budded for *mus81*Δ compared to 80% for *rad52*Δ; Fig 6C). However, despite the lack of ERCs, *mus81*Δ cells accumulate similar levels of Tom70-GFP to wild type (Fig 6B, Tom70-GFP) and undergo equivalent gene expression dysregulation (S7G Fig). ChrXIIr gene expression rises similarly to wild type in keeping with Tom70-GFP intensity (Fig 6D), and induction of SEP-associated genes is also equivalent to wild type (Fig 6E). Altogether, this demonstrates that *mus81*Δ cells show a normal SEP profile despite a large reduction in ERC accumulation, without the strong and early induction of the SEP observed in short-lived *rad52*Δ an *hst3*Δ *hst4*Δ mutants, and that the SEP is again tightly associated with ChrXIIr amplification.

**Fig 6:**
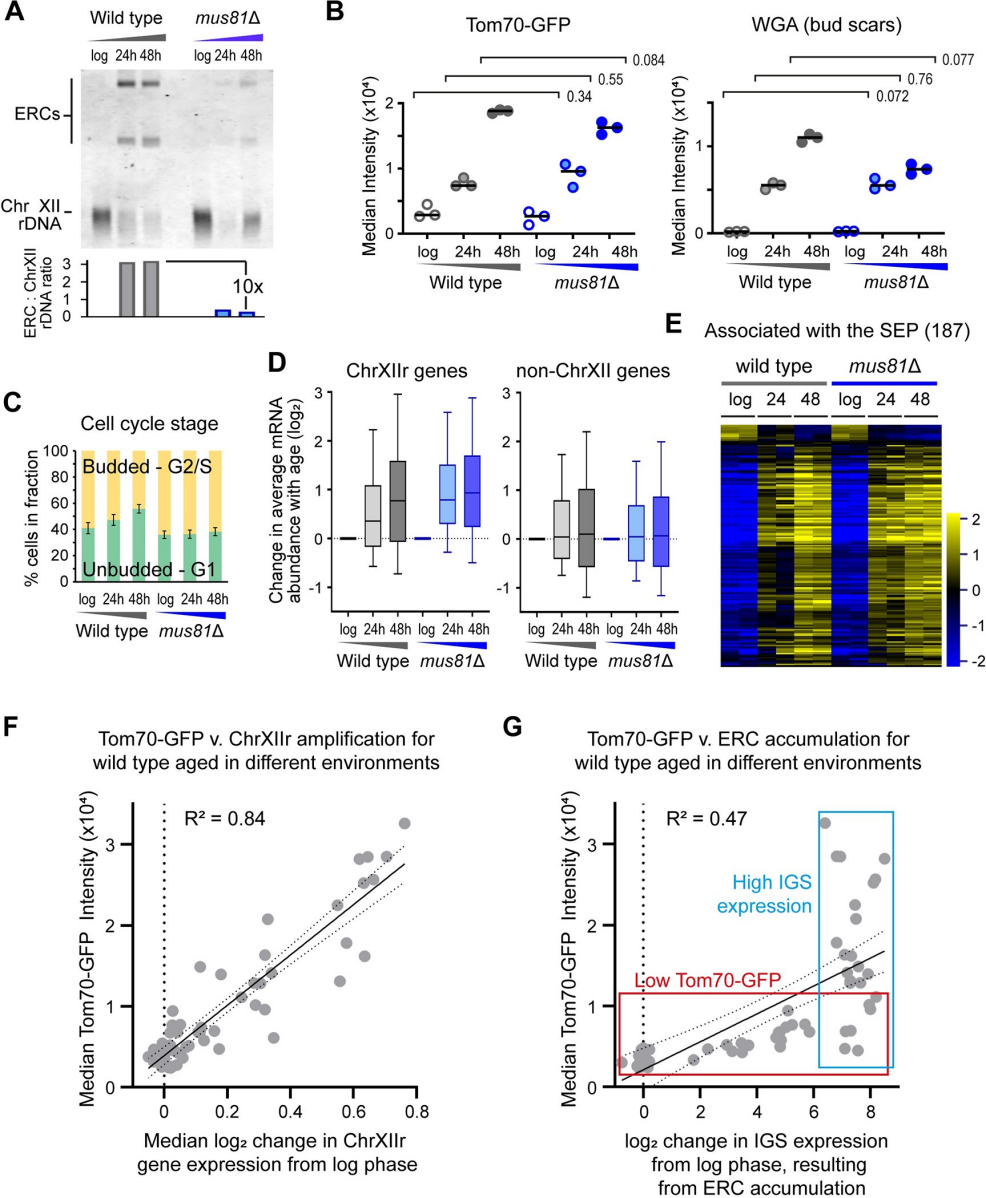
Robust association of ChrXIIr amplification with the SEP. (**A**) Southern blot analysis of ERC abundance in log phase and 48-hour-aged wild-type and *mus81*Δ MEP cells; quantification shows ratio of ERC bands to chromosomal rDNA. (**B**) Imaging flow cytometry analysis of Tom70-GFP intensity, which increases hugely in G1 cells after the SEP [5], and for WGA, which reports on replicative age. Cells were gated for streptavidin staining (aged samples only), which filters out young cells, then for circularity, which selects towards G1 cells and removes clumps. Graph shows medians of biological replicate populations, *p*-values calculated from 2-way ANOVA with post hoc Tukey test using genotype and age as independent variables, *n =* 3. Red *p*-values indicate significance at *p* < 0.05. (**C**) Cell cycle stage plot comparing the percentage of budded and unbudded cells. Imaging flow cytometry was performed with gating for streptavidin (aged samples only), then budded and unbudded cells called based on circularity and validated by examining representative images. Error bars ±1 SD. (**D**) Log_2_ change of mRNA abundance from log phase to given time points for all genes on ChrXIIr (left) or all genes on chromosomes other than XII (right). Data are the mean of 3 biological replicates. (**E**) Hierarchical clustering of log_2_ mRNA abundance for 187 genes called by a DESeq2 Linear Model 2 as significantly different between datasets based on the SEP. Individual biological replicates shown (2 for each condition). (**F**) Plot of senescence based on Tom70-GFP versus ChrXIIr amplification (estimated from RNA-seq), for all individual wild-type samples from [22], for which matched Tom70-GFP and gene expression data are available (GSE207503 glucose, galactose, fructose, sucrose, raffinose-galactose, glucose<>galactose shifts). R^2^ calculated by linear regression; dotted lines show 95% confidence intervals. (**G**) Plot of senescence based on Tom70-GFP versus ERC accumulation (estimated from IGS2 signal at given time point–log in RNA-seq), for all individual wild-type samples from [22], for which matched Tom70-GFP and gene expression data are available (GSE207503 glucose, galactose, fructose, sucrose, raffinose-galactose, glucose<>galactose shifts). R^2^ calculated by linear regression; dotted lines show 95% confidence intervals. Red and blue boxes outline the 2 observable clusters of points. The numerical data underlying this Figure can be found in S8 File. ERC, extrachromosomal ribosomal DNA circle; MEP, mother enrichment program; rDNA, ribosomal DNA; SEP, senescence entry point; WGA, wheat germ agglutinin.

Thirdly, to avoid peculiarities of DNA repair mutants, we asked whether ChrXIIr and/or ERC accumulation predict the SEP marker Tom70-GFP in wild-type cells aged in different conditions using the large dataset of matched RNA-seq and Tom70-GFP data from [22]. A plot of ChrXIIr accumulation versus Tom70-GFP across all datasets reveals a very good correlation (R^2^ = 0.84) (Fig 6F), showing that ChrXIIr is tightly associated with the SEP. The same dataset can also be used to examine ERCs as the change in reverse strand signal from ncRNA in the IGS2 region efficiently reports ERC accumulation (compare S2A with S1B Fig; also compare Fig 5A and 5B in [22]), providing a proxy for ERC accumulation in RNA-seq data. As expected, given our RNA-seq analysis, we observe less correlation between ERC accumulation and Tom70-GFP (R^2^ = 0.47), and closer inspection reveals that the data are subdivided in 2 sets—a low Tom70-GFP set with a wide spectrum of ERC levels, and a high IGS expression set with a wide spectrum of Tom-70 GFP signal (Fig 6G, red and blue, respectively)—in each of which there is essentially no correlation between ERCs and Tom70-GFP.

Finally, the particularly strong SEP phenotype of the *rad52*Δ mutant, as well as its profound DNA repair deficit, could result in the *rad52*Δ dataset having an undue influence in our linear models wherein we find an association between the SEP and the ChrXIIr chromosomal abnormality. To address this concern, we refitted Linear Models 2 and 3 including data for wild type, *spt3*Δ, and *sac3*Δ but without the *rad52*Δ dataset (S5 and S6 Files). 

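Without the rad52Δ libraries, Linear Model 2 called 1308 of 6077 genes for SEP, 898 higher and 410 lower, and 1023 of the 1299 genes called with them among these, or 78.8%, were called again in the same direction, 683 higher and 340 lower, and none in the opposite one. With the SEP values moved among the combinations of genotype and age, 6 of 100 assignments, the real one included, called at least as many genes, with a median of 549 for the others, so that chance cannot be excluded for the number of calls. Independent lists of these sizes would share 125 higher and 30.6 lower. Sporulation and meiosis had 43 of 61 genes higher and none lower (47 when adjusted over the list alone; adjusted p = 0.011 with an estimated correlation), with SPR3, the septin of sporulating cells, at 5.68 (SE 0.66) and SPO74 at 5.80 (SE 0.79). Gluconeogenesis and the glyoxylate cycle had 11 of 14 higher and none lower (adjusted p = 0.031 with an estimated correlation), with the malate synthase MLS1 at 3.82 (SE 0.71), and the environmental stress response 26 of 40 and none (27 when adjusted over the list alone; adjusted p = 0.35 with an estimated correlation), with YGP1, a secreted glycoprotein of nutrient limitation, at 4.64 (SE 0.81). Ty elements were higher for 42 of 89 and lower for 1 (44 and 1 when adjusted over the list alone; adjusted p = 0.53 with an estimated correlation), against 23 and none with the rad52Δ libraries. The rDNA transcript IGS1-2S, from the spacer next to the 25S rRNA gene, was at 6.80 (SE 1.14), and PHO11, an acid phosphatase, at -2.82 (SE 0.54). SEP then stood above that of spt3Δ at 48 hours only in the aged wild type, where ERC level was also high.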

Reassuringly, most genes significantly differentially expressed based on the SEP variable in the original models were still significantly differentially expressed when the *rad52*Δ data were excluded (78% of genes in Model 2 and 90% of genes in Model 3). Furthermore, genes significantly differentially expressed based on the SEP were still strongly overrepresented on ChrXIIr but not on other chromosomes when *rad52*Δ was excluded from the analysis, showing that the association of ChrXIIr with the SEP is maintained (S8A Fig). 

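Of the 1308 genes called for SEP without the rad52Δ libraries, 115 lay on ChrXIIr, or 8.79%, against 5.04% of the 6077 genes tested, which is 1.75 times the expected share (odds ratio 2.31, 95% interval 1.80 to 2.95, Fisher's exact test, two-sided p = 4.47e-11). This test takes the calls as given, and chance cannot be excluded for their number, since 6 of 100 assignments of the SEP values, the real one included, called at least as many genes. Of these 115 genes 113 were higher and 2 lower. The ChrXIIr list (124 higher and 2 lower when adjusted over the list alone) held with an estimated correlation (adjusted p = 0.031), at a median coefficient of 0.49. CDA2, the chitin deacetylase of the spore wall, was at 6.76 (SE 0.93) and YLR307C-A, an uncharacterised gene, at 5.95 (SE 0.82). Chromosomes other than XII had 0.726 to 1.13 times the expected share and chromosome XII left of the rDNA 1.19 times. With DESeq2 tested against the 0.5 threshold 44 of 330 genes lay on ChrXIIr, or 13.3%.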

Quantitatively, individual coefficients from Model 3 fitted without the *rad52*Δ dataset were very similar to the original model (median difference in Age coefficient 0.02 ± 0.03 SD, SEP coefficient 0.04 ± 0.09 SD), and, unsurprisingly, plots of these components are almost identical to those from the model fitted with the full dataset (compare S8B Fig to Fig 4F). Although the component of IGS transcription attributed to the SEP by the model lacking the *rad52*Δ dataset is higher than in the original model, this is still minor compared to the component associated with Age; this means that ERC amplification is still primarily associated with age rather than SEP onset (S8B Fig, red dots). These tests clearly demonstrate that our findings are not dependent on the dataset from the *rad52*Δ mutant.

ChrXIIr amplification is therefore robustly associated with the SEP across many mutants and environments, whereas ERCs are not, showing that ChrXIIr accumulation is a major feature of senescence.

### Amplification of protein coding genes on ChrXIIr does not cause senescence

ChrXIIr can be imagined in 2 parts—a tract of rDNA repeats of variable size from 0 to 1.8 Mb depending on where within the rDNA the cleavage occurs that forms ChrXIIr, attached to a region of 0.6 Mb containing 334 annotated genes (Fig 7A, schematic). We considered 2 potential mechanisms by which accumulation of such a noncentromeric chromosome fragment could contribute to the SEP. The dysregulation of expression of the 334 genes caused by the imbalance in gene copy number could result in widespread defects in protein complement [72], or alternatively, the presence of a large noncentromeric chromosomal fragment could itself impair the cell cycle irrespective of gene content. Of course, across the spectrum of age-linked pathology, these explanations may not be mutually exclusive.

**Fig 7:**
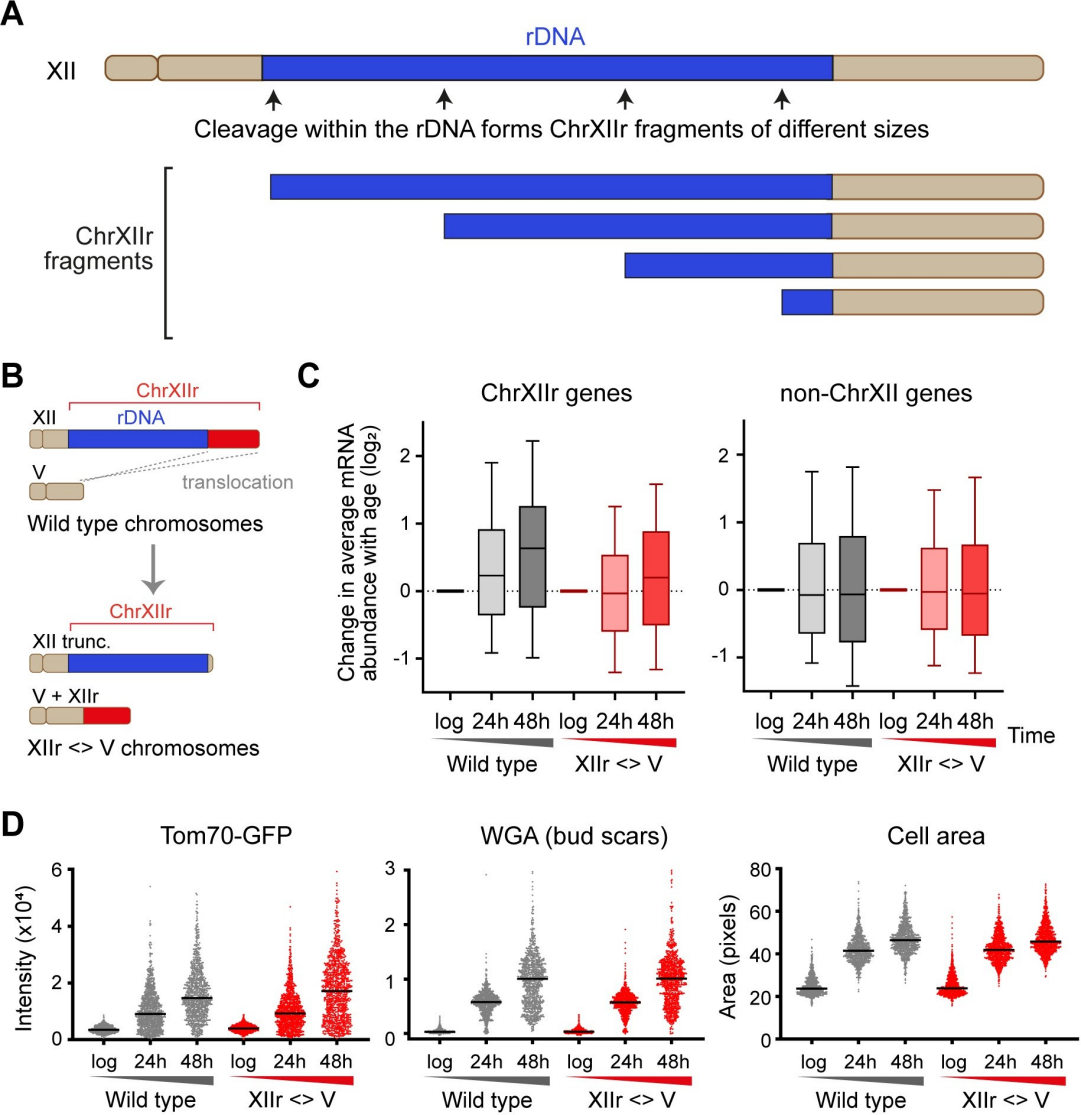
Increased copy number of genes telomere proximal to the rDNA on ChrXII is not responsible for the SEP. (**A**) Schematic showing different possible sizes of ChrXIIr and relative contributions from other regions of Chromosome XII. (**B**) Schematic of translocation strategy for fusing gene-containing portion of ChrXIIr to chromosome V. (**C**) Log_2_ change of normalised mRNA abundance from log phase to given time points for all genes on ChrXIIr (left) or all genes on chromosomes other than XII (right). (**D**) Plots of Tom70-GFP and WGA intensity with cell size gated as in Fig 3 for wild type and chromosome XIIr <> V translocation strain. The numerical data underlying this Figure can be found in S8 File. rDNA, ribosomal DNA; SEP, senescence entry point; WGA, wheat germ agglutinin.

To determine whether dysregulation of the 334 genes on ChrXIIr is associated with the SEP, we engineered a translocation that relocated the gene-containing 0.6 Mb section of ChrXIIr to chromosome V and terminated chromosome XII with a telomere adjacent to the rDNA, forming the XIIr <> V strain (Figs 7B and S9A). This should prevent the amplification of the 334 genes, but not impede the amplification of the variable length rDNA-containing segment, such that a ChrXIIr-like species can still form but containing only the rDNA tract without the protein-coding genes. For reasons that remain unclear, we were unable to generate this translocation in the α haploid and therefore generated a:a diploids of both the wild-type control strain and the strain carrying the XIIr <> V translocation. The increase in ChrXIIr gene mRNAs that occurs with age in wild type was dramatically reduced in the XIIr <> V strain, which is as expected since these genes are no longer present on the ChrXIIr fragment accumulated after rDNA cleavage (Fig 7C). Nonetheless, the increase in Tom70-GFP signal with age and the growth in cell size occurred just as in wild type (Fig 7D), while global gene expression dysregulation and change in expression of the SEP-linked genes defined in Fig 4A occurred just as in the control strain (S9B and S9C Fig). This experiment clearly shows that although the SEP is associated with amplification of ChrXIIr, the SEP does not require amplification of specific genes on ChrXIIr. 

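In the aged libraries of the control strain the genes of ChrXIIr stood above the other genes in their change from log phase, and in the XIIr<>V strain, in which the protein-coding part of ChrXIIr lies on chromosome V, they stood among them. The median log2 change from log phase over 333 genes was 0.14 at 24 hours and 0.53 at 48 hours in the control, at the 99.99 and 100 percentiles of 10000 random lists of the same size and expression, and -0.03 and 0.06 in XIIr<>V, at the 20.2 and 56.3 percentiles. Genes on chromosomes other than XII, 6078 in number, were at 0.04 and 0.08 in the control and 0.01 and 0.05 in XIIr<>V. On the rest of chromosome XII, left of the rDNA, the medians were 0.05 and 0.29 in the control, at the 77.3 and 99.9 percentiles. They were 0.35 and 0.48 in XIIr<>V, at the 99.99 and 99.97 percentiles. Over the probes of both strands a high percentile was thus not particular to ChrXIIr, and values on + strand genes alone are given below. Chromosome V was at 0.01 and 0.14 in the control and at -0.06 and -0.01 in XIIr<>V. Gene by gene 66.7% of the ChrXIIr genes changed less in XIIr<>V than in the control at 24 hours and 81.7% at 48 hours, against 52.4% and 52.2% on chromosomes other than XII.
Poly(A)+ RNA of each strain was sequenced at log phase, 24 hours and 48 hours with 1 library each. No difference between the strains at an age has a replicate to check it, no test between the strains was run, and all values compare these libraries. The paper describes both strains as a:a diploids, and the labels call them haploid. The deposited table gave log2 values per gene that the authors made with SeqMonk from reads on 6692 gene probes, adjusted by DESeq2 size factors, with a probe at 0 held at 0.9 reads. The values were whole multiples of 1 read for 99.6% to 99.9% of probes (within 0.01 reads), which gave 6067783, 4493643 and 3643036 reads in probes for the control and 5031896, 5213473 and 3923287 for XIIr<>V at log phase, 24 hours and 48 hours. In these libraries genes on the - strand held few reads, with a median log2 value of 2.77 over 3307 probes in the control at log phase against 8.94 over 3385 on the + strand. ACT1, actin, on the - strand, had a log2 value of 5.61 there and 14.1 in the wild-type count table. At log phase the control and the wild-type counts had Pearson's r = -0.21 across genes of the - strand and 0.98 across genes of the + strand. Genes are not independent replicates. On + strand genes alone the ChrXIIr median in the control was -0.01 and 0.19, at the 99.45 and 100 percentiles, where other chromosomes were at -0.12 and -0.18. In XIIr<>V it was -0.20 and -0.25, at the 65.7 and 64.1 percentiles, where others were at -0.20 and -0.26. Chromosome XII left of the rDNA was then at -0.09 and -0.09 in the control and -0.11 and -0.06 in XIIr<>V, below 0 in each library and at the 73 and 92.8 percentiles in the control and 93.5 and 99.6 in XIIr<>V, and chromosome V at -0.17 and -0.18 and at -0.25 and -0.22.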

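The genes that were higher with SEP in the aged strains had a median above the log-phase level in both aged libraries of either strain, where 73.5% to 81.9% of them lay above it. Over 678 genes called higher for SEP that lie outside ChrXIIr, the median log2 change from log phase at 24 and 48 hours was 0.40 and 0.62 in the control and 0.67 and 0.84 in XIIr<>V, and over 445 genes called lower it was -0.25 and -0.41 in the control and -0.42 and -0.39 in XIIr<>V. Sporulation genes, 60 on the list with a probe, were at 1.04 and 1.55 in the control and 1.36 and 1.48 in XIIr<>V, genes of the spore wall and prospore membrane (31) at 1.04 and 1.78 in the control and 1.31 and 1.90 in XIIr<>V, and the iron regulon (28), the genes of iron uptake, at 1.17 and 0.77 in the control and 1.00 and 1.21 in XIIr<>V. Cytosolic ribosomal proteins (137) were at -0.69 and -0.96 in the control and -0.93 and -1.02 in XIIr<>V. The 147 genes called higher for SEP on ChrXIIr were at 0.29 and 0.85 in the control and 0.22 and 0.27 in XIIr<>V. The slope of the change was taken against the mean of the log-phase and aged log2 values, over genes with at least 2 reads at log phase. It is below 0 where weakly expressed genes gain over strongly expressed ones, and was -0.0482 and -0.0953 in the control and -0.094 and -0.136 in XIIr<>V. Across genes outside chromosome XII the changes of the 2 strains had Pearson's r of 0.582 at 24 hours and 0.673 at 48 hours, where genes are not independent replicates. With + strand genes alone, which held 92.5% of the reads of the control at log phase, the SEP genes outside ChrXIIr (343) were at 0.54 and 0.76 in the control and 0.74 and 0.85 in XIIr<>V, the genes called lower for SEP (224) at -0.51 and -0.72 in the control and -0.74 and -0.78 in XIIr<>V, sporulation genes (34) at 1.64 and 1.80 in the control and 1.79 and 1.98 in XIIr<>V, genes of the spore wall and prospore membrane (19) at 2.00 and 2.48 in the control and 2.17 and 2.26 in XIIr<>V, the iron regulon (11) at 1.03 and 0.39 in the control and 0.59 and 0.98 in XIIr<>V and the SEP genes on ChrXIIr (74) at 0.17 and 0.46 in the control and 0.13 and 0.07 in XIIr<>V. The slopes were then -0.0953 and -0.161 in the control and -0.169 and -0.185 in XIIr<>V, and r across genes was 0.784 at 24 hours and 0.839 at 48 hours. Each value rests on 1 library per strain and age, and the differences between the strains were not tested. From the SEP genes here and the Tom70-GFP signal, which was not analysed here, the paper concludes that the SEP does not depend on extra copies of ChrXIIr genes.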

In other words, amplification of centromere distal genes to the rDNA does not cause senescence; instead, this is presumably associated with the formation of the large linear rDNA component of the ChrXIIr fragment.

Overall, our results are entirely consistent with models that predict defects in rDNA stability to be potent drivers of ageing and age-linked phenotypes. However, we find no evidence that ERCs have any impact on the physiology of aged cells; rather, the formation of a noncentromeric fragment encompassing the region between the rDNA and the right telomere of chromosome XII is associated with the SEP and is a strong candidate for mediating the damaging effects of ageing in yeast.

## Discussion

ERCs were first proposed as a cause of yeast ageing over 20 years ago, based on strong accumulation in short-lived mutants and the life span reduction caused by artificial ERCs [24]. However, the mechanism of ERC toxicity remains unknown, and though recent studies linked defects in ribosome synthesis and nuclear pore structure to ERC accumulation, it is unclear whether or how these affect ageing cell physiology [19,20,49,50]. Here, we examined ageing phenotypes in a panel of low-ERC mutants and found that age-associated transcriptomic dysregulation and the SEP occur independently of ERCs. Furthermore, we did not find any robust indication of pathway-specific impacts of ERCs at the gene expression level. ERCs are therefore not necessary for age-associated phenotypes in yeast, and in the accompanying manuscript, we show that ERCs are also not sufficient as cells aged for 48 hours on galactose have plentiful ERCs but minimal age-associated phenotypes [22]. These findings are incompatible with the hypothesis that ERCs are a primary driver of age-related changes in *S*. *cerevisiae*. Instead, we show that another rDNA-derived extrachromosomal species is tightly associated with the SEP and may be a major contributor to age-related phenotypes in normal yeast cells.

### ChrXIIr as a candidate mediator of ageing phenotypes in yeast

Substantial effort has been invested in understanding the mechanism by which ERC accumulation can cause ageing. Given that ChrXIIr levels are much more tightly associated with the SEP than ERC levels, we asked whether these mechanisms could be adapted to explain how ChrXIIr present at approximately 1 molecule per cell might induce age-linked phenotypes. Recent studies have identified ultrastructural changes in the nuclear pore and nuclear pore complex impairment as causes of ageing phenotypes in yeast, arising through binding of ERCs to nuclear pores [49,50]. We propose that large linear acentromeric DNA fragments also bind nuclear pore complexes by the same SAGA/TREX-2-mediated mechanism as ERCs but due to their size would link together and entangle many nuclear pore complexes, thereby impairing nuclear membrane structure (Fig 8). Interestingly, this recapitulates the pathogenic mechanism that underlies accelerated ageing in HGPS, which involves disruption of nuclear membrane architecture, linking ageing mechanisms in yeast and humans [73].

**Fig 8:**
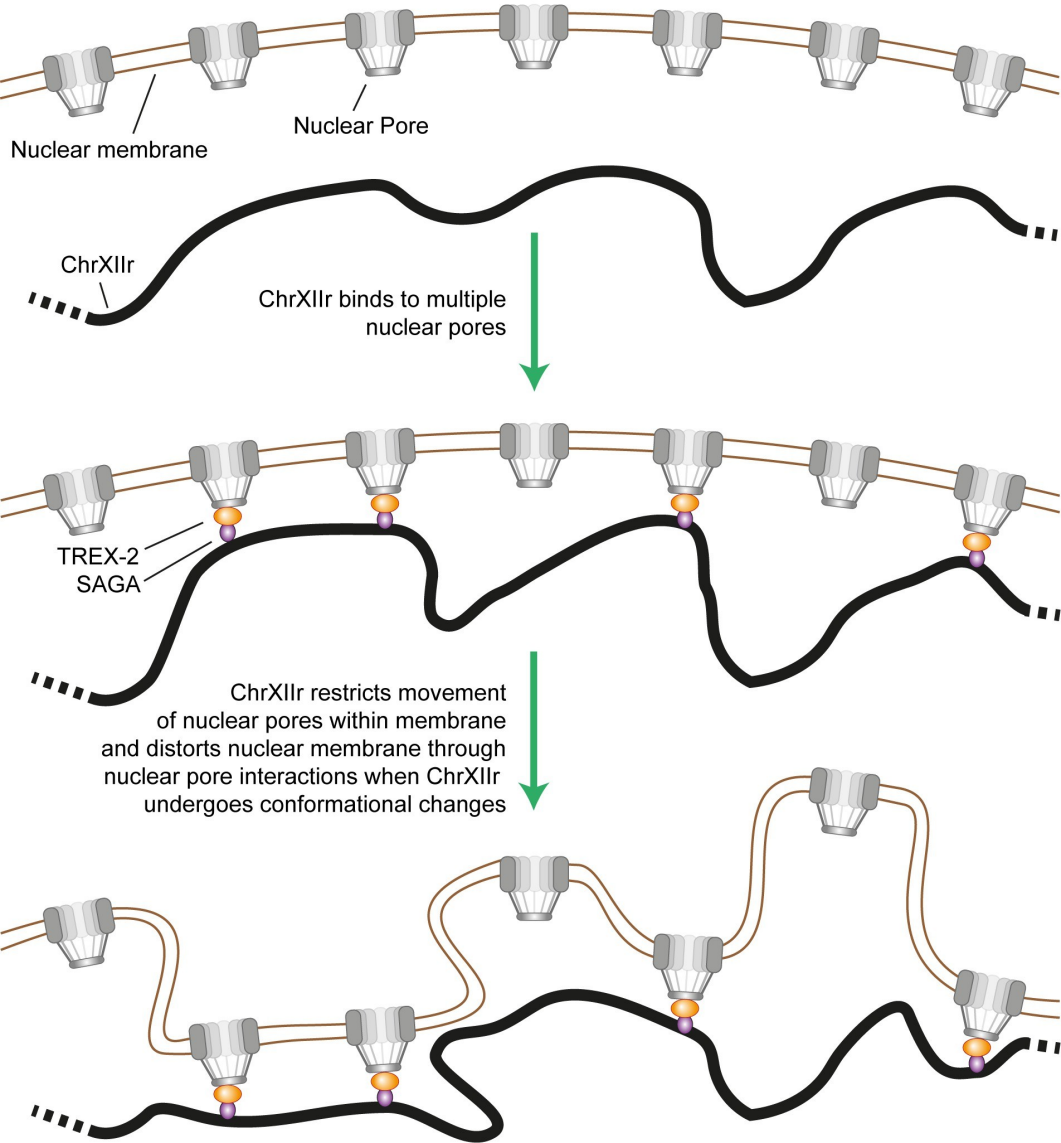
Hypothesised mechanism for pathological activity of ChrXIIr. A single copy of ChrXIIr is bound through SAGA and TREX-2 to many nuclear pore complexes. As ChrXIIr undergoes conformational changes and random motion, this will exert forces that act to deform the nuclear membrane leading to the observed defects in nuclear membrane structure [50]. This will also restrict any required redistribution and relaxation of nuclear pore complexes within the nuclear membrane, and ChrXIIr binding would be expected to induce the same gradual impairment of nuclear pore structure and function attributed to ERCs [49].

This mechanism should be largely independent of the sequence composition of the DNA fragments, being simply driven by large fragment size. This explains why translocation of the 600-kb centromere distal region from Chromosome XII did not prevent the SEP as rDNA cleavage events would still form linear acentromeric DNA fragments of up to 1.8 Mb (Fig 7C), and the defects caused per molecule would not be much different. Others have shown that synthetic ERCs can cause life span and nuclear pore defects, although rDNA sequences themselves are dispensable [24,49,74]; it is likely that small circular DNAs the size of a single ERC could entangle a few nuclear pores, causing a pathogenic phenotype if present at sufficient levels, but the model we propose predicts that these would be far less disruptive than a much smaller number of very large linear molecules such as ChrXIIr. It remains unknown why ERCs bind to nuclear pore complexes, whereas chromosomal rDNA repeats seemingly do not, though one possibility is that this interaction occurs for all rDNA copies but is disrupted by chromosome condensation, which requires a centromere [75]. As ERCs and ChrXIIr lack centromeres, both species would remain bound to nuclear pore complexes into mitosis, whereas full-length chromosome XII would not; in support of this idea, condensin mutants show a specific retention of chromosome XII in the mother cell along with ERCs [76].

Defects in nuclear pore complexes and nuclear membrane structure would be expected to cause nonspecific changes in mRNA export and gene expression, rather than impacting particular sets of genes, and such changes would be invisible to bulk RNA-seq methods. Dysregulation of gene expression would impair the precise biochemical control that facilitates rapid growth, slowing the cell cycle, which, in turn, would cause a change in the global expression profile as cells alter gene expression suitably for the reduced growth rate. This explains our finding that many of the gene expression changes previously attributed to replicative ageing are more specifically a consequence of the SEP, with post-SEP cells displaying a highly dysregulated gene expression pattern that resembles the effect of slow growth.

It seems reasonable to suggest that prolonged time in the SEP with high levels of nuclear pore complex and nuclear membrane disruption will eventually render cells inviable, either due to gene expression pattern being disrupted beyond tolerable parameters or due to known impacts of nuclear membrane structure defects on DNA replication (Fig 8). Either effect could explain the early terminal arrest of *rad52*Δ and *hst3*Δ *hst4*Δ cells. In general, however, our data do not support the SEP being the primary life-limiting process in normal yeast ageing: Nonsenescent galactose-aged cells have a similar life span to cells aged on glucose which do senesce; nonsenescent *sac3*Δ cells are short lived; and Li and colleagues have described a SEP-free ageing trajectory by microfluidics [23]. Therefore, ChrXIIr is tightly associated with senescence and poorly with life span, making ChrXIIr a candidate mediator of age-linked phenotypes but not a life span limiter except perhaps in extreme cases.

The ERC model of yeast ageing has been remarkably effective in predicting and explaining yeast mutants with altered life spans. However, these outcomes are difficult to translate to higher eukaryotes where evidence for ERC accumulation in ageing is lacking. Our findings suggest that other, lower copy number extrachromosomal DNA species could be potent mediators of ageing phenotypes, driving differences in ageing health almost independent of life span. Of course, it is not yet proven that the appearance of ChrXIIr always triggers SEP onset, so we cannot rule out the possibility that ChrXIIr formation is a consequence rather than a cause of the SEP. However, non-centromeric fragments have the potential to mediate long-term phenotypic effects of ageing and could arise through age-linked rDNA cleavage in higher eukaryotes, raising the prospect of an rDNA stability mechanism of ageing pathology conserved from yeast to mammals.

### ChrXIIr accumulation can substitute for ERCs in many models of ageing

The accumulation of ChrXIIr first reported by Hu and colleagues is likely to be affected by the vast majority of the mutants used to modulate ERC levels, though mechanistic dependencies for ChrXIIr and ERCs are not identical. The relationship between ERCs and ageing has been previously questioned by Ganley and colleagues who demonstrated that reducing the efficiency of rDNA replication origins not only decreased ERC abundance but also decreased life span and rDNA stability [77]; we note that irrespective of the effect on ERCs, reducing origin efficiency would increase the chance that rDNA replication is not completed in a timely fashion and accelerate ChrXIIr formation, driving an early very strong SEP. Similarly, the ChrXIIr model can resolve the long-standing issue of why homologous recombination mutants are short lived despite having no ERCs, since ChrXIIr formation should be accelerated when homologous recombination is not available to repair stalled replication forks, likely leading to early terminal arrest through an unusually strong SEP [25].

Three recent studies have indicated that ERCs cause the SEP, which must be resolved if the ChrXIIr model is correct: Morlot and colleagues showed that the timing of ERC accumulation above background immediately precedes SEP onset [20]. However, this was only observed on average, with many individual cells showing ERC accumulation long before or long after the SEP. The risk of rDNA replication problems is known to increase with age, and we suspect that these defects are the source of both ChrXIIr and accumulated ERCs [52]. Under this model, ERC accumulation and SEP onset caused by ChrXIIr would be coincident on average because they arise through the same underlying mechanism. Neurohr and colleagues showed that the senescence phenotype can transfer to daughter cells along with all ERCs during occasional catastrophic missegregation events [19]. However, given that the mother cell retention mechanism of ChrXIIr is probably the same as for ERCs, ChrXIIr would probably have been transferred to the daughter with the ERCs. Indeed, the Cfi1 marker used in this study would not distinguish ChrXIIr from ERCs. Finally, Li and colleagues reported nucleolar expansion and fragmentation, which is thought to result from ERC accumulation [23]. However, we now show that nucleolar expansion occurs independently of ERCs (S3E Fig) so cannot be taken as evidence of a contribution of ERCs to senescence. Therefore, the similar biogenesis and segregation behaviour of ChrXIIr means that ChrXIIr could underlie many effects previously attributed to ERCs.

### A mechanism for ChrXIIr formation

Much of the evidence connecting ERCs to ageing derives from mutations that increase or decrease ERC levels in young cells. However, these mutants are not absolutely specific, and those that impact rDNA recombination will also affect the formation of other nonchromosomal DNA species, including ChrXIIr. Many studies have attributed rDNA instability and ERC formation to replication fork stalling at the Fob1-mediated RFB, and SEP onset does not occur in approximately 70% of haploid *fob1*Δ cells [20,26,31–33,78,79]. If ChrXIIr causes the SEP, then formation must be promoted by Fob1. However, an alternative Fob1-independent pathway must also exist since approximately 30% of *fob1*Δ cells also undergo the SEP accompanied by strong ERC accumulation [20]. Given that we detect no difference in ERC abundance between aged wild type and *fob1*Δ, this Fob1-independent pathway may well be dominant in diploid MEP cells, so any mechanism for ChrXIIr formation must feature Fob1 but as a contributor rather than an indispensable component. Fob1 also promotes, but is not required for, loss of heterozygosity events at ChrXIIr that increase with age in diploid MEPs [52].

Mechanistically, Fob1 blocks the passage of replication forks that would otherwise encounter the 35S RNA polymerase I transcription unit head-on (S10Aii Fig), which are then resolved by replication forks travelling codirectionally with RNA polymerase I. However, if the codirectional fork becomes unrecoverably stalled, then replication is not completed and a stable unreplicated structure would remain (S10Aiii Fig). DNA replication in yeast can continue into anaphase, at which point this structure would become stretched between 2 mitotic spindles to form a bridging chromosome (S10Aiv Fig); indeed, single-stranded rDNA intermediates have been directly observed to persist into anaphase in aged yeast [19]. DNA replication in yeast can continue into anaphase, at which point this structure would become stretched between 2 mitotic spindles to form a bridging chromosome [80–82] (S10Aiv Fig). The replication fork structures must then be cleaved to allow completion of mitosis, as observed in mammalian systems [80,83–85], forming the ChrXIIr fragment as well as a truncated chromosome XII (S10Av Fig). Under this model, ChrXIIr forms through cleavage of replication intermediates that remain unresolved at anaphase, rather than through specific recombination events.

Replication fork stalling at the RFB does not occur in *fob1*Δ, but it is likely that head-on collisions with RNA polymerase I would also cause unrecoverable fork stalling with the same outcome at a substantial frequency. Conversely, we predict that the frequency of unrecoverable stalling of replication forks in the rDNA would increase in a *rad52*Δ mutant as homologous recombination often rescues stalled replication forks [86,87], so ChrXIIr formation would occur more often and earlier during ageing in homologous recombination-deficient mutants. This would explain why the SEP phenotype is stronger in homologous recombination mutants than in wild type despite a complete lack of ERCs.

The ChrXIIr formation mechanism can also result in loss of heterozygosity in diploid cells (S10B Fig). If the intact chromosome XII segregates to the daughter after cleavage, the 2 cleaved chromosome XII fragments would remain in the mother cell to be repaired by single-strand annealing in the next cell cycle (S10B Fig, left outcome) [88]. However, if the centromeric fragment of the cleaved chromosome XII segregates to the daughter nucleus, it becomes physically separated from the ChrXIIr fragment, which is not under tension and will be recruited to nuclear pores in the mother nucleus [89] (Fig 8). This results in loss of heterozygosity for the daughter cell and ChrXIIr accumulation in the mother cell. Therefore, loss of heterozygosity events can be mechanistically linked to ChrXIIr formation and the SEP.

In summary, although ERC accumulation does not explain entry to the SEP, formation of another rDNA-derived species ChrXIIr is robustly associated with the SEP and provides a potential mechanism for the onset of senescence during ageing in yeast. Moreover, in tandem with [22], we find that most of the gene expression changes canonically associated with yeast ageing are actually an outcome of senescence rather than replicative age per se.

### Materials and methods

Detailed and updated protocols are available at https://www.babraham.ac.uk/our-research/epigenetics/jon-houseley/protocols.

### Yeast culture and labelling

Yeast strains were constructed by standard methods and are listed in S1 Table, oligonucleotide sequences are given in S2 Table, and plasmids in S3 Table. For chromosome V <> XII translocation, Tom70-GFP was first tagged with GFP in MEP **a** using a variant of pFA6a-GFP-KanMX6 in which the I-*Sce*I site had been removed by site directed mutagenesis using oligos oJH1819-20, then *ade2*Δ was reverted by transforming with an *ADE2* fragment from BY4741 to form YJH1581. The Kan resistance gene in inducible I-*Sce*I plasmid pGSKU [90] (*Sac*I-*Bmg*BI fragment) was replaced with the *TRP1* marker from pFA6a-TRP1 [91] (*Sac*I-*Sma*I fragment) to form pGSTU. Then, a 2-kb fragment of chromosome V with an I-*Sce*I site in the middle was inserted into pGSTU, using PCRs with oligos oJH1798-9 (*Sac*I-*Bam*HI) and oJH1800-1 (*Sac*II-*Bam*HI), and *Sac*I *Sac*II digested pGSTU to form pGST-V-U. The PCR product oJH1808-9 on this plasmid was transformed into YJH1581 to give yJH1585 and also into the MEP **a** haploid to form YJH1559. Colonies of YJH1585 and YJH1559 were restreaked twice on YPGalactose plates before screening colonies by PCR for reciprocal transformations and confirmation by PFGE (0.5× TBE, 1% gel, 60- to 120-second switching, 6 V/cm, 14°C, 24 hours), forming YJH1594 and YJH1560. The NatMX6 markers in YJH1584 and YJH1594 were replaced with His3MX6, forming YJH1703 and YJH1704. YJH1703 was mated to YJH1559, while YJH1704 was mated to YJH1560, and **a**:**a** diploids YJH1725 and YJH1726 were selected on YPD Kan Nat plates.

All cells were grown in YPD media (2% peptone, 1% yeast extract, 2% glucose) at 30°C with shaking at 200 rpm. Media components were purchased from Formedium, and media was sterilised by filtration. MEP experiments were performed as described with modifications [15]: Cells were inoculated in 4 ml YPD and grown for 6 to 8 hours and then diluted in 25 ml YPD and grown for 16 to 18 hours to 0.2 to 0.6 × 10^7^ cells/ml in 50 ml Erlenmeyer flasks. 0.125 × 10^7^ cells per aged culture were harvested by centrifugation (15 seconds at 13,000*g*), washed twice with 125 μl PBS, and resuspended in 125 μl of PBS containing approximately 3 mg/ml Biotin-NHS (Pierce 10538723). Cells were incubated for 30 minutes on a wheel at room temperature, washed once with 125 μl PBS, and resuspended in 125 μl YPD, then inoculated in 125 ml YPD at 1 × 10^4^ cells/ml in a 250-ml Erlenmeyer flask (FisherBrand FB33132) sealed with Parafilm. 1 μM β-estradiol (from stock of 1 mM Sigma E2758 in ethanol) was added after 2 hours for wild type and *spt3*Δ, 3 hours for *sac3*Δ and *mus81*Δ, and 4 hours for *rad52*Δ and *hst3*Δ *hst4*Δ. An additional 0.125 × 10^7^ cells were harvested from the log phase culture, while biotin labelling reactions were incubating at room temperature. Cells were harvested by centrifugation for 1 minute, 4,600 rpm, immediately fixed by resuspension in 70% ethanol, and stored at −80°C. To minimise fluorophore bleaching during Tom70-GFP experiments, the window of the incubator was covered with aluminium foil, lights on the laminar flow hood were not used during labelling, and tubes were covered with aluminium foil during biotin incubation.

### Cell purification

Percoll gradients (1 to 2 per sample depending on harvest density) were formed by vortexing 900 μl Percoll (Sigma P1644) with 100 μl 10× PBS in 2 ml tubes and centrifuging 15 minutes at 15,000*g*, 4°C. Ethanol-fixed cells were defrosted and washed with 1 volume of cold PBSE (PBS + 2 mM EDTA) before resuspension in approximately 100 μl cold PBSE per gradient and layering on top of the preformed gradients. Gradients were centrifuged for 4 minutes at 2,000*g*, 4°C, and then the upper phase and brown layer of cell debris were removed and discarded. 1 ml PBSE was added, mixed by inversion, and centrifuged 1 minute at 2,000*g*, 4°C to pellet the cells, which were then resuspended in 1 ml PBSE per time point (reuniting samples that were split across 2 gradients). 25 μl Streptavidin microbeads (Miltenyi Biotech 1010007) were added and cells incubated for 5 minutes on a wheel at room temperature. Meanwhile, 1 LS column per sample (Miltenyi Biotech 1050236) was loaded on a QuadroMACS magnet and equilibrated with cold PBSE in a 4°C room. Cells were loaded on columns and allowed to flow through under gravity, washed with 1 ml cold PBSE, and eluted with 1 ml PBSE using plunger. Cells were reloaded on the same columns after re-equilibration with approximately 500 μl PBSE, washed and reeluted, and this process repeated for a total of 3 successive purifications. After addition of Triton X-100 to 0.01% to aid pelleting, cells were split into 2 fractions in 1.5 ml tubes, pelleted 30 seconds at 20,000*g*, 4°C, frozen on N2, and stored at −70°C.

For live purification, cells were pelleted, washed twice with synthetic complete 2% glucose media, then resuspended in 2 ml final volume of the same media and incubated for 5 minutes on a rotating wheel with 10 μl MyOne streptavidin magnetic beads (Thermo), isolated using a magnet and washed 5 times with 1 ml of the same media. For colony formation assays, cells were streaked on a YPD plate and individual cells moved to specific locations using a Singer MSM400 micromanipulator. Colony size was measured 24 hours later on the screen of the micromanipulator imaging with a 4× objective.

### DNA extraction and Southern blot analysis

Cell pellets were resuspended in 50 μl 0.34 U/ml lyticase (Sigma L4025) in 1.2 M sorbitol, 50 mM EDTA, and 10 mM DTT and incubated at 37°C for 45 minutes. After centrifugation at 1,000*g* for 5 minutes, cells were gently resuspended in 80 μl of 0.3% SDS, 50 mM EDTA, and 250 μg/ml Proteinase K (Roche 3115801) and incubated at 65°C for 30 minutes. 32 μl 5 M KOAc was added after cooling to room temperature; samples were mixed by flicking and then chilled on ice for 30 minutes. After 10-minute centrifugation at 20,000*g*, the supernatant was extracted into a new tube using a cut tip; 125 μl phenol:chloroform (pH 8) was added, and samples were mixed on a wheel for 30 minutes. Samples were centrifuged for 5 minutes at 20,000*g*; the upper phase was extracted using cut tips and precipitated with 250 μl ethanol. Pellets were washed with 70% ethanol, air-dried, and left overnight at 4°C to dissolve in 20 μl TE. After gentle mixing, 10 μl of each sample was digested with 20 U *Xho*I (NEB) for 3 to 6 hours in 20 μl 1× CutSmart buffer (NEB), 0.2 μl was quantified using PicoGreen DNA (Life Technologies), and equivalent amounts of DNA separated on 25 cm 1% 1× TBE gels overnight at 90 V. Gels were washed in 0.25 N HCl for 15 minutes, 0.5 N NaOH for 45 minutes, and twice in 1.5 M NaCl, 0.5 M Tris (pH 7.5) for 20 minutes before being transferred to 20 × 20 cm HyBond N+ membrane in 6× SSC. Membranes were probed using random primed probes to the rDNA intergenic spacer region in 10 ml UltraHyb (Life Technologies) at 42°C and washed with 0.1× SSC 0.1% SDS at 42°C, or probed in Church Hyb at 65°C and washed with 0.5× SSC 0.1% SDS at 65°C. Images were obtained by exposure to phosphoimaging screens (GE), developed using a FLA 7000 phosphoimager (GE), and quantified using ImageQuant v7.0 (GE). Fig 6A was probed with a biotin-labelled RNA probe to the rDNA intergenic spacer region in 10 ml UltraHyb (Life Technologies) at 42°C and washed with 0.1× SSC 0.1% SDS at 42°C before hybridising with IRDye 680LT Streptavidin (LI-COR) and scanning on an Odyssey DLx (LI-COR). The Pulsed Field Gel in S9 Fig was run on a CHEF DRIII machine (Bio-Rad) using conditions: 0.5× TBE, 1% agarose, 60- to 120-second switch time, 6 V/cm, 14°C, 24 hours run time, then blotted and probed as above using a random primed probe against the *BNA5* gene. Full blot images are presented in S1 Raw Images.

### RNA extraction and RNA-seq library preparation

Cells were resuspended in 50 μl Lysis/Binding Buffer (from mirVANA kit, Life Technologies AM1560), and 50 μl 0.5 μm zirconium beads (Thistle Scientific 11079105Z) added. Cells were lysed with 5 cycles of 30-second 6,500 ms^−1^/30-second ice in an MP Fastprep bead beater or for 3 minutes at power 12 in a Bullet Blender (Thermo Fisher) in cold room, then 250 μl Lysis/Binding buffer added followed by 15 μl miRNA Homogenate Additive, and cells were briefly vortexed before incubating for 10 minutes on ice. 300 μl acid phenol:chloroform was added, vortexed, and centrifuged 5 minutes at 13,000*g*, room temperature before extraction of the upper phase. 400 μl room temperature ethanol and 2 μl glycogen (Sigma G1767) were added and mixture incubated for 1 hour at −30°C before centrifugation for 15 minutes at 20,000*g*, 4°C. The pellet was washed with cold 70% ethanol and resuspended in 10 μl water. 1 μl RNA was glyoxylated and analysed on a BPTE mini-gel, and RNA was quantified using a PicoGreen RNA kit (Life Technologies R11490) or Qubit RNA HS Assay Kit.

150 ng RNA was used to prepare libraries using the NEBNext Ultra II Directional mRNAseq kit with poly(A)+ purification module (NEB E7760, E7490) as described with modifications: Reagent volumes for elution from poly(T) beads, reverse transcription, second strand synthesis, tailing, and adaptor ligation were reduced by 50%; libraries were amplified for 13 cycles using 2 μl each primer per 50 μl reaction before 2 rounds of AMPure bead purification at 0.9× and elution in 11 μl 0.1× TE prior to quality control using a Bioanalyzer HS DNA ChIP (Agilent) and quantification using a KAPA Library Quantification Kit (Roche).

### DNA extraction and library preparation for genome resequencing

Cells were resuspended in 60 μl PFGE wash buffer (10 mM Tris HCl (pH 7.5), 50 mM EDTA) with 1 μl lyticase (17 U/ μl in 10 mM KPO_4_ (pH 7), 50% glycerol, Merck >2,000 U/mg L2524), heated to 50°C for 2 minutes before addition of 40 μl molten CleanCut agarose (Bio-Rad 1703594), vortexing vigorously for 5 seconds before pipetting in plug mould (Bio-Rad 1703713), and solidifying 15 to 30 minutes at 4°C. Each plug was transferred to a 2-ml tube containing 500 μl PFGE wash buffer with 10 μl 17 U/μl lyticase and incubated 3 hours at 37°C. Solution was replaced with 500 μl PK buffer (100 mM EDTA (pH 8), 0.2% sodium deoxycholate, 1% sodium N-lauroyl sarcosine, 1 mg/ml Proteinase K) and incubated overnight at 50°C. Plugs were washed 4 times with 1 ml TE for 1 to 2 hours at room temperature with rocking; 10 mM PMSF was added to the second and third washes from 100 mM stock (Merck 93482). For 15 minutes, ½ plugs were equilibrated with 1 ml agarase buffer (10 mM Bis-Tris–HCl, 1 mM EDTA (pH 6.5)) and then the supernatant removed and 50 μl agarase buffer added. Plugs were melted for 20 minutes at 65°C, transferred for 5 minutes to a heating block preheated to 42°C, 1 μl β-agarase (NEB M0392S) was added and mixed by flicking without allowing sample to cool, and incubation continued at 42°C for 1 hour. DNA was ethanol precipitated with 25 μl 10 M NH_4_OAc, 1 μl GlycoBlue, and 330 μl of ethanol and resuspended in 130 μl 0.1× TE. DNA was fragmented in an AFA microTUBE (Covaris 520045) in a Covaris E220 duty factor 10, PIP 175, Cycles 200, Temp 11°C and then ethanol precipitated. 10 ng DNA was used to prepare libraries using the NEBNext Ultra II DNA kit (NEB E7645S) as described with modifications: Reagent volumes for tailing and adaptor ligation were reduced by 75%; libraries were amplified for 9 cycles using 2 μl each primer per 50 μl reaction before 2 rounds of AMPure bead purification at 0.9× and elution in 11 μl 0.1× TE prior to quality control using a Bioanalyzer HS DNA ChIP (Agilent) and quantification using a KAPA Library Quantification Kit (Roche).

### Sequencing

DNA- and RNA-seq libraries were sequenced by the Babraham Institute Sequencing Facility using a NextSeq 500 instrument on 75 bp single end mode. All RNA-seq data have been deposited at GEO under accession numbers GSE207429 and GSE207503.

### RNA-seq QC, mapping, quantification, and analysis

FASTQ format files provided by the Babraham Institute Sequencing Facility were processed to integer read counts per gene using a Nextflow (v20.01.0) pipeline slightly modified from the RNA-seq pipeline provided by nf-core (v1.4.2) [92,93]. Reads were adapter and quality trimmed using Trim Galore! (v0.6.5) (www.bioinformatics.babraham.ac.uk/projects/trim_galore) wrapper around Cutadapt (v2.10) [94]. Libraries were then assessed for overall quality using FastQC (v0.11.9) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to the R64-1-1 *S*. *cerevisiae* genome assembly using HISAT2 (v2.2.0) [95,96]. Mapped reads were quantified over exons and grouped at the gene_id level using featureCounts (v2.0.0) [97]. For mapping and quantification, we used ENSEMBL release 99 annotation augmented with 4 additional loci between the canonical RNA Polymerase I–transcribed rRNA genes. The following were annotated with the “rDNA_intergenic” gene biotype: IGS2-1S at XII: 485433–459675,—strand; IGS2-1AS at XII: 458433–459675, + strand; IGS1-2S at XII: 459797–460711,—strand; IGS1-2AS at XII: 459797–460711, + strand. For downstream analyses, we included all genes with annotated gene_biotype: “protein_coding,” “transposable_element,” or “rDNA_intergenic.” We excluded all mitochondrially encoded genes and those around the rDNA locus (i.e., with start or end positions within XII: 450000–491000) apart from ones with the “rDNA_intergenic” biotype. We performed most RNA-seq data manipulations downstream of featureCounts in the R (v4.2.1) programming environment [98]. We made significant use of the Tidyverse (v1.3.1) family of packages [99], particularly stringr (v1.4.0), dplyr (v1.0.9), purrr (v0.3.4), tidyr (v1.2.0), readr (2.1.2), and tibble (v3.1.7). The DESeq2 (v1.36.0) [55] package was obtained from the Bioconductor repository using BiocManager (v3.15) [100].

### RNA-seq normalisation, differential expression testing, and graphical output

In general, we used the built-in DESeq2 size factor normalisation process to make values comparable across sequenced libraries for visualisation as well as for differential expression testing. We applied a BH-corrected FDR cutoff of 0.05 for all differential expression tests. We categorised genes with log_2_ fold-change > 0.5 as significantly up-regulated and genes with log_2_ fold-change < −0.5 as significantly down-regulated. For display, we log_2_ transformed normalised read counts using an added pseudocount of 1 to deal with any instances of 0 detected counts.

The lists of significantly differentially expressed genes for S1C and S2A Figs were derived from a fitted DESeq2 model with Age (categorical, levels: log phase, 48 hours) as a single design factor. This included log phase and 48-hour-aged samples in triplicate from the wild-type background. Pairwise comparisons mentioned in section “ERC accumulation exerts minimal effects on individual genes” were performed using fitted DESeq2 models comparing 48-hour-aged samples of wild type (triplicate) with *spt3*Δ (triplicate), *rad52*Δ (duplicate), or *sac3*Δ (triplicate) using Genotype (categorical, levels: wild type, mutant) as the single design factor.

Displayed data for Fig 2C as well as the list of genes displayed in heatmap 2B was derived from a fitted DESeq2 model with Age (categorical, levels: log phase, 24 hours, 48 hours), Genotype (categorical, levels: wild type, *spt3*Δ, *rad52*Δ, and *sac3*Δ), ERC abundance (categorical, levels: low, high), and *TRP1* (categorical, levels: absent, present). This included log phase, 24-hour, and 48-hour-aged samples in triplicate for wild type, *TRP1*-repaired wild type, *spt3*Δ, and *sac3*Δ as well as in duplicate for *rad52*Δ. For the ERC abundance factor, most samples were classified as “low,” while wild type (including *TRP1*-repaired wild type) 24-hour and 48-hour aged samples were “high.” For the TRP1 factor, wild-type cells had the marker “absent,” while all others (including *TRP1*-repaired wild types) had the marker “present.” The full set of linear model log_2_-fold change coefficients and DESeq2 results are in S1 File.

For analysis of SIR complex-regulated genes, we considered genes to be regulated by the SIR complex if they were determined to be differentially expressed (under the original authors definition) in *sir2*Δ, *sir3*Δ, and *sir4*Δ backgrounds by Ellahi and colleagues (bolded entries in Table 7 from that publication). There were 40 of 42 genes present in our filtered RNA-seq dataset.

Displayed data for Figs 4B, 4C, 4D, S4A, S4B, S4C and S4D as well as the list of genes displayed in Figs 4A, S4A, S6E, and S8C was derived from a fitted DESeq2 model with Age (categorical, levels: log phase, 24 hours, 48 hours), Genotype (categorical, levels: wild type, *spt3*Δ, *rad52*Δ, and *sac3*Δ), *TRP1* (categorical, levels: present, absent), and SEP status (continuous, values min-max scaled to the range [0,1]). Data included as for the previous linear model. *TRP1* categorised as above. Values for SEP status taken from TOM70-GFP medians shown in Figs 3A and S3C with wild type values also used for *TRP1*-repaired samples. The full set of linear model log_2_-fold change coefficients and DESeq2 results are in S2 File, while equivalent information for the modified version fitted with the *rad52*Δ dataset is in S5 File.

Displayed data for Fig 4E and 4F were derived from a fitted DESeq2 model with Age (categorical, levels: log phase, 24 hours, 48 hours), Genotype (categorical, levels: wild type, *spt3*Δ, *rad52*Δ, and *sac3*Δ), *TRP1* (categorical, levels: present, absent), SEP status (continuous, values min-max scaled to the range [0,1]), and Carbon source (categorical, levels: glucose, galactose). All previously used data were included as described above and with the “glucose” Carbon source. Additionally, we included 5 sets of log phase, 24-hour, and 48-hour samples of YDH18 cells grown on glucose and 6 sets of the same grown on galactose (data originally from [22]). These were considered to be of the wild-type genotype for modelling due to the negligible genotypic and phenotypic differences. They also had the *TRP1* marker “present.” SEP values for used for wild types in the above model were used for glucose-grown DH18 samples. SEP values for galactose-grown DH18 samples were taken from Fig 1B in [22]. The full set of linear model log_2_-fold change coefficients and DESeq2 results are in S3 File, while equivalent information for the modified version fitted with the *rad52*Δ dataset is in S6 File.

Displayed RNA-seq data for Figs 1C, 2B, 2D, 4A, S4A and S5E were adapter and quality trimmed using Trim Galore (v0.6.6) and were mapped to yeast genome R64-1-1 using HISAT2 v2.1.0 [96] by the Babraham Institute Bioinformatics Facility. Mapped data were imported into SeqMonk v1.47.0 (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) and quantified for log_2_ total reads mapping to the antisense strand of annotated open reading frames (opposite strand-specific libraries) with probes included to each strand of the rDNA intergenic spacer regions. Read counts were adjusted by size factor normalisation for the full set of quantified probes.

Hierarchical clustering plots and PCAs were calculated within SeqMonk. MA plots were generated in GraphPad Prism (v9.2.0) comparing mean and difference for each gene between 2 conditions. Probes with less than 2 reads post-normalisation in the control condition were filtered as change between datasets cannot be accurately quantified in this case.

### Gene Ontology term enrichment analysis

GO analysis of individual clusters performed using GOrilla (http://cbl-gorilla.cs.technion.ac.il/) [101]. Quoted *p*-values for GO analysis are FDR-corrected according to the Benjamini and Hochberg method (q-values from the GOrilla output). For brevity, only the order of magnitude rather than the full q-value is given [102]. Full GO analyses are provided in S7 File.

### Genome resequencing mapping and analysis

After adapter and quality trimming using Trim Galore (v0.6.6), DNA-seq data were mapped to yeast genome R64-1-1 using Bowtie 2 [103] by the Babraham Institute Bioinformatics Facility. Reads were quantified in 25 kb windows spaced every 5 kb. Windows overlapping Ty elements and LTRs, mitochondrial DNA, ENA locus, and CUP1 locus were excluded, and then size factor normalisation applied [104]. For rDNA analysis, reads were quantified in 1 kb windows, 200 bp spacing, and size factor normalised.

### Flow cytometry

Cell pellets were resuspended in 240 μl PBS and 9 μl 10% Triton X-100 containing 0.3 μl of 1 mg/ml Streptavidin conjugated with Alexa Fluor 647 (Life Technologies) and 0.6 μl of 1 mg/ml WGA conjugated with CF405S (Biotium). Cells were stained for 10 minutes at room temperature on a rotating mixer while covered with aluminium foil, washed once with 300 μl PBS containing 0.01% Triton X-100, resuspended in 30 μl PBS, and immediately subject to flow cytometry analysis. Flow cytometry analysis was conducted using an Amnis ImageStream X Mk II with the following laser power settings: 405 = 25 mW; 488 = 180 mW; 561 = 185 mW; 642 = 5 mW; SSC = 0.3 mW.

Cell populations were gated for single cells based on area and aspect ratio (>0.8) values, and in-focus cells were gated based on a gradient RMS value (>50). Further gating of streptavidin-positive (AF647) cells was also applied, all in a hierarchical manner and 1,000 events acquired. For budding cell analysis, 10,000 events were acquired, and based on focused images and area and aspect ratio, cells were gated into 2 groups: Single cells were gated and counted as G1 phase cells, and Budding cells (doublets or aggregates of 3 cells) were gated and counted as G2/S phase cells. Before data analysis, compensation was applied according to single-colour controls and an automatically calculated compensation matrix. Total fluorescence intensity values of different parameters were extracted using the Intensity feature of the IDEAS software, with Adaptive Erode modified mask coverage. In the analysis, only positive values of fluorescence were included (i.e., where cells were truly positive for the marker) and median values of populations were determined with Graphpad Prism (v9.2.0).

### Statistical analysis

All statistical analysis other than that performed using the R DESeq2 package was performed in GraphPad Prism (v9.2.0).

## Supporting information

S1 Fig Supplement to ERCs do not cause genome-wide gene expression dysregulation. (**A**) Southern blot analysis of ERC abundance in log phase and 48-hour-aged wild-type and *fob1*Δ MEP cells. Quantification shows ratio between sum of ERC bands and chromosome XII band for 3 biological replicates, *p*-value calculated by 1-way ANOVA. Images show 2 sections of the same blot membrane with no differential image processing applied. (**B**) Southern blot analysis of ERC abundance at log phase and indicated aged time points for wild type, *rad52*Δ, *spt3*Δ, and *sac3*Δ mutant MEP cells, along with a wild type in which the *TRP1* gene has been restored. (**C**) Scatter plot of log_2_ mRNA abundance comparing log phase to 48-hour-aged wild type. Sets of genes called as significantly differentially expressed by DEseq2 (BH-corrected FDR < 0.05, log_2_-fold change threshold ±0.5) are highlighted in colour. GO terms are provided for each category, significance indicated by FDR-corrected q values, full GO term enrichment analysis in S7 File. (**C**) PCA summary for log phase poly(A)+ RNA-seq libraries from wild type and *rad52*Δ, *spt3*Δ, and *sac3*Δ mutants. (**E**) Hierarchical clustering analysis of the 2,606 genes significantly differentially expressed at log phase between at least 1 mutant and the wild type by DEseq2 (BH-corrected FDR < 0.01, log_2_-fold change threshold ±0.5). Individual biological replicates are shown; note that scale is different to other hierarchical clustering analyses presented as differences between log phase samples are smaller than age-linked changes. The numerical data underlying this Figure can be found in S8 File. BH, Benjamini–Hochberg; ERC, extrachromosomal ribosomal DNA circle; FDR, false discovery rate; GO, gene ontology; MEP, mother enrichment program; PCA, principal component analysis.
(TIF)

S2 Fig Supplement to expression change of individual genes is not associated with ERC accumulation. (**A**) Schematic of known RNA polymerase II transcripts in the intergenic spacer region of the rDNA, and quantification of noncoding transcripts orientated sense and antisense to the RNA polymerase I–transcribed 35S genes. Individual biological replicates are shown as points (3 for wild type, *spt3*Δ, and *sac3*Δ and 2 for *rad52*Δ), and bars show mean values for a given age and genotype. (**B**) Distribution of log_2_ mean normalised mRNA abundance for all genes in wild-type cells, including probes to rDNA intergenic spacer regions. Red arrows highlight the probe that detects the IGS1-F noncoding RNA as defined in panel A. (**C**) Coefficients representing the contribution of each individual DESeq2 linear model factor to mean log_2_ normalised mRNA abundance of cluster 2 genes (from Fig 2B) across all datasets. DESeq2 was used to model expression as dependent on 4 categorical independent variables (with an additional intercept factor): Genotype (wild type, *spt3*Δ, *rad52*Δ, *sac3*Δ), *TRP1* auxotrophy (present, not present), Age (log phase, 24 hours, 48 hours), ERC accumulation (low, high). Coefficient values can be interpreted as the log_2_ normalised mRNA abundance change caused by a specific model factor being present relative to a wild-type log phase *TRP1* auxotroph with low ERC levels. Solid horizontal lines within violins indicate median values, while lower and upper quartiles are indicated by dotted horizontal lines. Full output of the model is provided in S1 File. (**D**) As for C showing values for the 40 SIR-complex regulated genes (from Ellahi and colleagues) across all datasets. The numerical data underlying this Figure can be found in S8 File. ERC, extrachromosomal ribosomal DNA circle; rDNA, ribosomal DNA.
(TIF)

S3 Fig Supplement to mutants lacking ERCs still display signatures of the SEP. (**A**) Comparison between manual bud scar counts and median WGA intensities for wild type, *spt3*Δ, and *rad52*Δ at 24- and 48-hour time points. *n =* 15 cells for bud scars; *n* = 4 medians of biological replicate populations for WGA; error bars ±1 SD. (**B**) Analysis of Rpl13a-mCherry to show ribosomal protein abundance. Samples and analysis as in Fig 3A. (**C**) Plots of Tom70-GFP, Rpl13a-mCherry, WGA, and cell size for wild-type and *sac3*Δ cells at indicated ages, obtained as in Fig 3A. (**D**) Colony size assays measuring fitness of wild type and *spt3*Δ cells aged in glucose. Log phase cells and cells aged 48 hours then purified live in media were placed on YPD plates by micromanipulation. Colony diameters were measured on the micromanipulator screen after 24 hours. Only cells that formed visible colonies after a further 3 days were included in the analysis. Log phase cells were taken directly from culture and colony growth measured under the same conditions. *p*-Values calculated by Kruskal–Wallis test, *n* = 18 for log wild type, 25 for log *spt3*Δ, 40 for aged wild type, 22 for aged *spt3*Δ. (**E**) Distribution of signal areas from flow cytometry images of Rpa190-GFP in populations of log phase cells or mother cells aged for 24 and 48 hours. A total of 1,000 cells were imaged per population after gating for circularity (all) and biotin (aged cells only, based on streptavidin-Alexa647); images were post-filtered for focus of Rpa190-GFP. (**F**) Distribution of signal intensities from flow cytometry images of Vph1-mCherry in populations of log phase cells or mother cells aged for 24 and 48 hours. A total of 1,000 cells were imaged per population after gating for circularity (all) and biotin (aged cells only, based on streptavidin-Alexa647); images were post-filtered for focus of Vph1-GFP. (**G**) Example images of unseparated clusters of cells (brightfield) originating from single aged mother cells (streptavidin stained, red). The numerical data underlying this Figure can be found in S8 File. ERC, extrachromosomal ribosomal DNA circle; SEP, senescence entry point; WGA, wheat germ agglutinin.
(TIF)

S4 Fig Supplement to a gene expression signature for the SEP. (**A**) Hierarchical clustering of log_2_ mRNA abundance for 290 genes called by DESeq2 Linear Model 2 as significantly different between datasets based on age. DESeq2 modelling as described for 4B, clustering procedure as for 2B. Individual biological replicates shown (3 for wild type, *spt3*Δ, and *sac3*Δ and 2 for *rad52*Δ). (**B**) Coefficients representing the contribution of each individual parameter to the differences in mRNA abundance of the set of genes significantly differentially expressed with Tom70-GFP levels across all datasets calculated using DEseq2 linear model 2 as described for 4B. (**C**) Log_2_ change of mRNA abundance from log phase to given time points for all genes on ChrXIIr (left) or all genes on chromosomes other than XII (right). Individual biological replicates are shown; boxes show median and interquartile range; whiskers show upper and lower deciles. (**D**) Medians of mRNA abundance change datasets (Fig 4C) for ChrXIIr and other chromosomes. Wild type and TRP1 datasets are pooled to give *n* = 6 per condition, *p*-values calculated by 1-way ANOVA with post hoc Tukey test. Red *p*-values indicate significance at *p* < 0.05. (**E**) Distribution of signal intensities from flow cytometry images of Tom70-GFP and WGA-Alexa405 in populations of haploid MATα log phase cells or mother cells aged for 24 and 48 hours in YPD. A total of 1,000 cells are imaged per population after gating for circularity (all) and biotin (aged cells only, based on streptavidin-Alexa647). Images are post-filtered for focus of Tom70-GFP, leaving approximately 600 cells per population. (**F**) Log_2_ change of mRNA abundance for haploid MATα MEP cells from log phase to given time points for all genes on ChrXIIr (left) or all genes on chromosomes other than XII (right). (**G**) As Fig 4B excluding genes on ChrXIIr. The numerical data underlying this Figure can be found in S8 File. MEP, mother enrichment program; SEP, senescence entry point.
(TIF)

S5 Fig Connecting SEP-associated gene expression change with stress and growth. (**A**) Correlations between coefficients for SEP and Age, representing the contribution of these variables to gene expression change during ageing calculated by Linear Model 3, and gene expression change during a 20-minute heat shock (GSE18). Only genes participating in the ESR are included [13]. R^2^ values calculated by linear regression. (**B**) Correlation between coefficients for the SEP, representing the contribution of this variable to gene expression change during ageing calculated by Linear Model 3, and gene expression difference between specific growth rates μ = 0.1 and μ = 0.33 [66]. Only genes participating in the ESR are included [13]. R^2^ value calculated by linear regression; n is number of genes analysed as not all ESR genes were measured by Regenberg and colleagues. (**C**) Summary of correlations between coefficients for SEP and Age, representing the contribution of these variables to gene expression change during ageing calculated by Linear Model 3, and gene expression change during different stresses (GSE18). R^2^ values were calculated for the comparison of each individual stress dataset reported by Gasch and colleagues and the SEP/Age coefficients. R^2^ values were then binned into 8 different stress types, and *p*-values representing the differences between correlations to the SEP and Age coefficients calculated by 1-way ANOVA. (**D**) Correlation between gene expression change in ageing (wild type log phase to 48 hours) and in heat shock (GSE18) for the set of 187 genes significantly associated with the SEP by Linear Model 2. R^2^ value calculated by linear regression; n is number of genes analysed as not all the 187 SEP genes were measured by Gasch and colleagues. (**E**) Correlation between gene expression change in ageing (wild-type log phase to 48 hours) and between specific growth rates μ = 0.1 and μ = 0.33 [66] for the set of 187 genes significantly associated with the SEP by Linear Model 2. R^2^ value calculated by linear regression; n is number of genes analysed as not all the 187 SEP genes were measured by Regenberg and colleagues. The numerical data underlying this Figure can be found in S8 File. ESR, environmental stress response; SEP, senescence entry point.
(TIF)

S6 Fig Aneuploidies emerge during ageing. Genome resequencing data and RNA-seq data as in Figs 5C and 4C, respectively, showing mild accumulations of Chromosomes I and VI during ageing. The numerical data underlying this Figure can be found in S8 File.
(TIF)

S7 Fig Ageing of *hst3*Δ *hst4*Δ is equivalent to *rad52*Δ. (**A**) Cell cycle stage plots comparing the percentage of budded and unbudded cells. Imaging flow cytometry was performed with gating for streptavidin (aged samples only), then budded and unbudded cells called based on circularity and validated by examining representative images. (**B**) Imaging flow cytometry analysis of Tom70-GFP intensity, which increases hugely in G1 cells after the SEP [5], WGA, which reports on replicative age, and cell size in wild type and *hst3*Δ *hst4*Δ. Cells were gated for streptavidin staining (aged samples only), which filters out young cells, then for circularity, which selects towards G1 cells and removes clumps. Graph shows medians of biological replicate populations; *p*-values calculated from 2-way ANOVA with post hoc Tukey test using genotype and age as independent variables, *n =* 2. Red *p*-values indicate significance at *p* < 0.05. (**C**) Southern blot analysis of ERC abundance in log phase and 24-hour-aged wild-type and *hst3*Δ *hst4*Δ MEP cells; quantification shows ration of ERC bands to chromosomal rDNA. Individual lanes were spliced from the same blot image; no differential image processing was applied. (**D**) MA plots comparing log_2_ mRNA abundance distributions between log phase and 48-hour-aged samples from wild type and indicated mutants. x-Axis is log_2_ average normalised read count; y-axis is change in log_2_ normalised read count from young to old. Slope is calculated by linear regression. Different matched wild-type control data are presented for each mutant; *rad52*Δ data are provided as a comparison for *hst3*Δ *hst4*Δ. Data for each genotype and age calculated as the log_2_ mean normalised read counts per gene of 2 biological replicates for mutants, 3 biological replicates for wild type. (**E**) Hierarchical clustering of log_2_ mRNA abundance for 187 genes called by a DESeq2 Linear Model 2 as significantly different between datasets based on the SEP, as in Fig 4A, for wild type, *rad52*Δ, and *hst3*Δ *hst4*Δ at log and 24 hours, 2 biological replicates per time point for mutants, 3 biological replicates for wild type. (**F**) Log_2_ change of mRNA abundance from log phase to given time points for all genes on ChrXIIr (left) or all genes on chromosomes other than XII (right). Data are the mean of 2 biological replicates. (**G**) MA plots comparing log_2_ mRNA abundance distributions between log phase and 48-hour-aged samples from wild type and *mus81*Δ. x-Axis is log_2_ average normalised read count; y-axis is change in log_2_ normalised read count from young to old. Slope is calculated by linear regression. Matched wild-type control data are presented, data for each genotype and age calculated as the log_2_ mean normalised read counts per gene of 2 biological replicates. The numerical data underlying this Figure can be found in S8 File. ERC, extrachromosomal ribosomal DNA circle; MEP, mother enrichment program; SEP, senescence entry point; WGA, wheat germ agglutinin.
(TIF)

S8 Fig Linear model outcomes are minimally influenced by exclusion of *rad52*Δ dataset. (**A**) Fraction of genes significantly differentially expressed based on SEP variable discovered by Linear Models 2 and 3 fitted using either the full dataset of wild type, *spt3*Δ, *sac3*Δ, and *rad52*Δ, or a reduced dataset of just wild type, *spt3*Δ, and *sac3*Δ. Values are observed number of genes per chromosome divided by the expected number of genes (calculated from the total number of significantly differentially expressed genes × genes on chromosome / genes in genome). Chromosome XII values are split between XII left–the region from the left telomere to the rDNA, and XIIr–from the rDNA to the right telomere (ChrXIIr). Full output of the models is provided in S4 File and S5 File. (**B**) Assignment of gene expression change in wild-type ageing log to 48 hours to SEP and Age contributions calculated by Linear Model 3 fitted without *rad52*Δ dataset, displayed as MA plots. Analysis as in Fig 4F; left panel shows wild-type ageing data for comparison and is identical to the left-hand plot in Fig 4F. The numerical data underlying this Figure can be found in S8 File.
(TIF)

S9 Fig Supplement to increased copy number of genes telomere proximal to the rDNA on ChrXII is not responsible for the SEP. (**A**) Pulsed field gel electrophoresis analysis showing successful translocation of ChrXIIr onto chromosome V. (**B**) MA plots comparing log_2_ mRNA abundance distributions between log phase and 48-hour-aged samples from **a**:**a** diploid wild-type and Chr XII <>V translocation strain. x-Axis is log_2_ average normalised read count; y-axis is change in log_2_ normalised read count from young to old. Slope is calculated by linear regression. (**C**) Hierarchical clustering of log_2_ mRNA abundance for 187 genes called by a DESeq2 Linear Model 2 as significantly different between datasets based on the SEP, as in Fig 4A, excluding genes on ChrXIIr, for **a**: **a** diploid wild-type and Chr XII <>V translocation strain. The numerical data underlying this Figure can be found in S8 File. rDNA, ribosomal DNA; SEP, senescence entry point.
(TIF)

S10 Fig Model for the formation mechanism of ChrXIIr. (**A**) Replication fork dynamics leading to incomplete replication at anaphase. (i) Potential replication fork stalling elements in the rDNA include the RFB, DNA damage, and regions highly expressed by RNA polymerase I, II, and III. (ii) First replication fork stalls at the RFB or on collision with RNA polymerase I. (iii) Converging replication fork stalls due to DNA damage, collision with transcription units, topological strain, etc. (iv) Centromeres are pulled apart on the mitotic spindle, but segregation cannot be completed. (v) Cleavage of replication fork structures by structure-specific endonucleases allows segregation to complete but forms ChrXIIr. (**B**) ChrXIIr formation in the context of heterozygous markers. Incomplete replication leads to one chromosome forming a bridging chromosome, resolution of which either leaves both chromosome fragments in one nucleus (left), in which case the break can be repaired, or separates the fragments (right) in which case ChrXIIr formation in the mother is accompanied by loss of heterozygosity in the daughter. Further recombination events between ChrXIIr and full-length chromosome XII in the mother can lead to loss of heterozygosity also in the mother. rDNA, ribosomal DNA; RFB, replication fork barrier.
(TIF)

S1 Table Strains used in this work. All strains are in the MEP background; most are diploid as indicated. Wild-type alleles are indicated as +; fluorophore-tagged constructs are heterozygous to avoid growth defects.
(DOCX)

S2 Table Oligonucleotides used in this work.

S3 Table Plasmids used in this work.

S1 File Details and output data for Linear Model 1. Description of the variables used, calculated Model Coefficients and Significance tables for each comparison.
(XLSX)

S2 File Details and output data for Linear Model 2. Description of the variables used, calculated Model Coefficients and Significance tables for each comparison.
(XLSX)

S3 File Details and output data for Linear Model 3. Description of the variables used, calculated Model Coefficients and Significance tables for each comparison.
(XLSX)

S4 File Genome resequencing data for individual chromosomes. Change in age for individual chromosomes in each mutant, data processed as in Fig 5C. Scales have been kept the same as in Fig 5C to allow easy comparison.
(PDF)

S5 File Details and output data for Linear Model 2 fitted without *rad52*Δ. Description of the variables used, calculated Model Coefficients and Significance tables for each comparison.
(XLSX)

S6 File Details and output data for Linear Model 3 fitted without *rad52*Δ. Description of the variables used, calculated Model Coefficients and Significance tables for each comparison.
(XLSX)

S7 File GO analysis for differentially expressed gene sets.

S8 File Numerical data underlying Figures.

S1 Raw Images Full unmodified gel images underlying figure panels.

## Abbreviations

BH: Benjamini–Hochberg
ERC: extrachromosomal ribosomal DNA circle
ESR: environmental stress response
FDR: false discovery rate
MEP: mother enrichment program
PCA: principal component analysis
rDNA: ribosomal DNA
RFB: replication fork barrier
SEP: senescence entry point
WGA: wheat germ agglutinin

# Supplementary material for: Senescence in yeast is associated with amplified linear fragments of chromosome XII rather than ribosomal DNA circle accumulation
**Source:** PLoS Biol. 2023 Aug 29;21(8):e3002250. doi: 10.1371/journal.pbio.3002250
**Supplement:** S1 Table — All strains are in the MEP background; most are diploid as indicated. Wild-type alleles are indicated as +; fluorophore-tagged constructs are heterozygous to avoid growth defects.

| YJH  1530 | WT | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX* | [1]-UCC5185 |
| --- | --- | --- | --- |
| YJH  1069 | *spt3Δ* | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX spt3::TRP1/spt3::TRP1* | [2] |
| YJH  1052 | *rad52Δ* | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX rad52::TRP1/rad52::TRP1* | This study |
| YAZ  47 | *sac3Δ* | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX sac3::TRP1/sac3::TRP1* | This study |
| YAZ  38 | TRP1 repaired | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX* | This study |
| YCJ  261 | *fob1*Δ | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX fob1Δ::kanMX.fob1Δ::kanMX* | [1]- UCC526 |
| YDH  57 | *spt3*Δ TOM70-GFP Rpl13a-mCherry | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX TOM70-GFP-TRP1/+ RPL13A-mCherry-KanMX6/+ spt3::URA3/spt3::URA3* | This study |
| YDH  52 | *rad52*Δ TOM70-GFP Rpl13a-mCherry | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX TOM70-GFP-TRP1/+ RPL13A-mCherry-KanMX6/+ rad52::URA3/rad52::URA3* | This study |
| YDH  18 | TOM70-GFP Rpl13a-mCherry | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX TOM70-GFP-TRP1/+ RPL13A-mCherry-KanMX6/+* | Horkai & Houseley 2021 |
| YJH  1521 | *sac3*Δ TOM70-GFP Rpl13a-mCherry | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX TOM70-GFP-TRP1/+ RPL13A-mCherry-KanMX6/+ sac3::URA3/sac3::TRP1* | This study |
| YJH  1540 | *sac3*Δ *rad52*Δ TOM70-GFP Rpl13a-mCherry | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX TOM70-GFP-TRP1/+ RPL13A-mCherry-KanMX6/+ sac3::URA3/sac3::TRP1 rad52:HIS3/rad52::HIS3* | This study |
| YJH  1526 | *spt3*Δ *rad52*Δ TOM70-GFP Rpl13a-mCherry | *MAT a/MAT ɑ ade2::hisG/ade2::hisG his3/his3 leu2/leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo trp1D63/trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2/lOXp-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX/loxP-CDC20-Intron-loxP-HPHMX TOM70-GFP-TRP1/+ RPL13A-mCherry-KanMX6/+ spt3::URA3/spt3::TRP1 rad52:HIS3/rad52::HIS3* | This study |

| YJH  1725 | Tom70-GFP ADE2  GST-V-U | *MAT a/a ade2::hisG/+ his3 leu2 lys2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-His3MX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-[no I-SceI]-KanMX6/+ chrXII:491k-pGST-chrVfrag-ISceIsite-chrVfrag-U* | This study |
| --- | --- | --- | --- |
| YJH  1726 | Tom70-GFP ADE2 XII<>V translocation | *MAT a/a ade2::hisG/+ his3 leu2 lys2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX/hoD::SCW11pr-Cre-EBD78-His3MX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-[no I-SceI]-KanMX6/+ chrXII:1-491k-Pgal-SceI-TRP1--chrV:565k-end, chrV:1-565k--URA3-chrXII:491k-end* | This study |
| YDH  17 | Tom70-GFP VPH1-mCherry | *MAT a/MAT ɑ ade2::hisG his3 leu2 met15D/MET15 lys2/LYS2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1 VPH1-mCherry-Kan* | This study |
| YDH  63 | *rad52*Δ Tom70-GFP VPH1-mCherry | *MAT a/MAT ɑ ade2::hisG his3 leu2 met15D/MET15 lys2/LYS2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1 VPH1-mCherry-Kan rad52::URA3* | This study |
| YDH  66 | *spt3*Δ Tom70-GFP VPH1-mCherry | *MAT a/MAT ɑ ade2::hisG his3 leu2 met15D/MET15 lys2/LYS2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1 VPH1-mCherry-Kan spt3::URA3* | This study |
| YDH  142 | Rpa190-GFP | *MAT a/MAT ɑ ade2::hisG his3 leu2 lys2/+ met15D::ADE2/+ ura3D0/ura3Δo hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHM +/RPA190-GFP-HIS3* | This study |
| YJH  1517 | *spt3*Δ  Rpa190-GFP | *MAT a/MAT ɑ ade2::hisG his3 leu2 met15D::ADE2 ura3D0 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX RPA190-GFP-HIS3/+ spt3::KAN/spt3::kan* | This study |
| YJH  1518 | *rad52*Δ  Rpa190-GFP | *MAT a/MAT ɑ ade2::hisG his3 leu2 met15D::ADE2 ura3D0 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX RPA190-GFP-HIS3/+ rad52::KanMX6/rad52::TRP1* | This study |
| YJH  1709 | *mus81*Δ  TOM70-GFP Rpl13a-mCherry | *MAT a/MAT ɑ ade2::hisG his3 leu2 met15D::ADE2/+ lys2/+ ura3D0 trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1/+ RPL13A-mCherry-Kan/+ mus81::URA3/mus81::TRP1* | This study |
| YHM  30 | *hst3*Δ *hst4*Δ  TOM70-GFP Rpl13a-mCherry | *MAT a/MAT ɑ ade2::hisG his3 leu2 met15D::ADE2/+ lys2/+ ura3D0 trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1/+ RPL13A-mCherry-Kan/+ hst3::URA3 hst4::HIS* | This study |

**References**

1. Lindstrom DL, Gottschling DE. The mother enrichment program: a genetic system for facile replicative life span analysis in Saccharomyces cerevisiae. Genetics. 2009;183(2):413-22. doi: 10.1534/genetics.109.106229. PubMed PMID: 19652178; PubMed Central PMCID: PMC2766306.

2. Hull RM, King M, Pizza G, Krueger F, Vergara X, Houseley J. Transcription-induced formation of extrachromosomal DNA during yeast ageing. PLoS Biol. 2019;17(12):e3000471. Epub 2019/12/04. doi: 10.1371/journal.pbio.3000471. PubMed PMID: 31794573; PubMed Central PMCID: PMCPMC6890164.

# Supplementary material for: Senescence in yeast is associated with amplified linear fragments of chromosome XII rather than ribosomal DNA circle accumulation
**Source:** PLoS Biol. 2023 Aug 29;21(8):e3002250. doi: 10.1371/journal.pbio.3002250
**Supplement:** S2 Table

| oJH1352 | SPT3 UP45 | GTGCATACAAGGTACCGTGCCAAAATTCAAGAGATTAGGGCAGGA CGGATCCCCGGGTTAATTAAG |
| --- | --- | --- |
| oJH1353 | SPT3 DN45 | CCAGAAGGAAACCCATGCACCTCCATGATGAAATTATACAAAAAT GAATTCGAGCTCGTTTAAAC |
| oJH1354 | SPT3 C | ACCCCATGATGATGTGATTG |
| oJH1355 | SPT3 D | GCCCCATAGTATCTCAACATCA |
| oJH1327 | RAD52 UP45 2 | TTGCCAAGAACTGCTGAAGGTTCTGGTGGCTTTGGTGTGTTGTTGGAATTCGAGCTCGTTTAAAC |
| oJH1328 | RAD52 DN45 2 | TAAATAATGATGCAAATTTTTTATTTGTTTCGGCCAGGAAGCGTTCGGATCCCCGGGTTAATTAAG |
| oJH1239 | RAD52 C2 | TAGGCACACCGTTGATCAGA |
| oJH1240 | RAD52 D2 | CACATGGAGGAAAGAAAAACTAGA |
| oAW88 | SAC3 UP45 | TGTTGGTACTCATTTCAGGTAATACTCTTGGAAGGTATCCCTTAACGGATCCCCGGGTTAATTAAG |
| oAW89 | SAC3 DN45 | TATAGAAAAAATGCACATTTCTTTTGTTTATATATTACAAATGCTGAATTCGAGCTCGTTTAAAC |
| oAW90 | SAC3 C | CCGTATTACCCGTTAGCACA |
| oAW91 | SAC3 D | CGCCGACAGTAATAAGAAATG |
| oAZ110 | TRP1 UP | CATGGAGGGCGTTATTACG |
| oAZ111 | TRP1 DN | CCGCTAATAGGAAGTATGAATACC |
| oAZ112 | TRP1 C | GAGACCGAGTTAGGGACAGTTAG |
| oAZ113 | TRP1 D | AGCGAAAAGACGATAAATACAAG |
| oJH1520 | TOM70 DN45 1 | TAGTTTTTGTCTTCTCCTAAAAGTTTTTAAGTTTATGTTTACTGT GAATTCGAGCTCGTTTAAAC |
| oJH1521 | TOM70 UP45 1 | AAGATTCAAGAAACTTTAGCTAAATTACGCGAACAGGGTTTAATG CGG ATC CCC GGG TTA ATT AAC |
| oJH1522 | TOM70 C | AAGTTGGATGGTATTTATGTTGGA |
| oJH1523 | TOM70 D | GAACATGCATACGTGTATATTGAAAC |
| oDH11 | RPL13A-mCherry UP45 | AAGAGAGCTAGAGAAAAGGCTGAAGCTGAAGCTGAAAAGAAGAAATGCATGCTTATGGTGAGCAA |
| oDH12 | RPL13A-mCherry DN45 | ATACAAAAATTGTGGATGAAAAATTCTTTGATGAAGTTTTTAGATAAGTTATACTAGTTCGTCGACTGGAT |
| oDH8 | RPL13A C | CAGAACCTTGAGATTAGCCAGAT |
| oDH9 | RPL13A D | ATCTTTCGCATCTCTTCTATGC |
| oJH1819 | pFA6a I-SceI fix F | ATAGATCTGTTTAGCTTGCCTCG |
| oJH1820 | pFA6a I-SceI fix R | GCGGATCTGCCGGTAGAG |
| oJH1808 | ChrXII insert UP45 1 | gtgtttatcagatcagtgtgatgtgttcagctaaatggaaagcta CCGCGCGTTGGCCGATTCAT |
| oJH1809 | ChrXII insert DN45 1 | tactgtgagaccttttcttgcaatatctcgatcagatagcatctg TTCGTACGCTGCAGGTCGAC |
| oJH1798 | Chr V-XII inversion F1 | Gtcacattga GAGCTCCCGCTCTTTTTCAAAC |
| oJH1799 | Chr V-XII inversion R1 | Gtcacattga ggatc CGATACAGTGTTCCAGAATTGTCA |
| oJH1800 | Chr V-XII inversion F2 | Gtcacattga ggatcc TAGGGATAACAGGG TAATCCCAAATAATGTATGTAGAATAGA |
| oJH1801 | Chr V-Xii inversion R2 | Gtcacattga CCGCGG AGGTATGTCATCGTAATCAAGT |
| oDH1 | VPH1 UP45 1 | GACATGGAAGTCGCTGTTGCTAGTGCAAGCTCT TCC GCT TCA AGC TGC ATG CTT ATG GTG AGC AA |
| oDH2 | VPH1 DN45 1 | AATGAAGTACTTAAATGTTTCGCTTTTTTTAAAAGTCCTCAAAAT AAGTTATACTAGTTCGTCGACTGGAT |
| oAZ114 | RPA190 tag UP45 | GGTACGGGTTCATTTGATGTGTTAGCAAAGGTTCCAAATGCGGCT CGGATCCCCGGGTTAATTAAC |
| oAZ115 | RPA190 tag DN45 | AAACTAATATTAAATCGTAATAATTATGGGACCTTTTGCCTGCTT GAATTCGAGCTCGTTTAAAC |
| oRH1 | Mus81 F1 | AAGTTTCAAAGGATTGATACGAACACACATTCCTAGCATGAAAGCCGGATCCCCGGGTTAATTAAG |
| oRH2 | Mus81 R1 | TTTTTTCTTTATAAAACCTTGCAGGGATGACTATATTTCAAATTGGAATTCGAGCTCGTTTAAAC |
| oCJ124 | Hst3 up | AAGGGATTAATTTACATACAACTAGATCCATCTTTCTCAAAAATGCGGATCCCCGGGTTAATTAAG |
| oCJ125 | Hst3 dn | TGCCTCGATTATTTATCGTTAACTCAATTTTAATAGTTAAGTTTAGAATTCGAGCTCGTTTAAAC |
| oCJ11 | HST4 dn 45 r1 cj | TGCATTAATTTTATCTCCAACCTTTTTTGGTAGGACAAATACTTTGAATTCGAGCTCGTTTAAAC |
| oCJ12 | HST4 up45 f 1 cj | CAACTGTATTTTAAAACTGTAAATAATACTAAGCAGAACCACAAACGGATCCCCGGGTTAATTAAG |

# Supplementary material for: Senescence in yeast is associated with amplified linear fragments of chromosome XII rather than ribosomal DNA circle accumulation
**Source:** PLoS Biol. 2023 Aug 29;21(8):e3002250. doi: 10.1371/journal.pbio.3002250
**Supplement:** S3 Table

| pJH9 | pFA6a TRP1 | [1] |  |
| --- | --- | --- | --- |
| pJH20 | pFA6a GFP HIS3MX6 | [1] |  |
| pJH369 | pAW8-mCherry | [2] |  |
| pJH388 | pFA6a-GFP-KanMX6 no I-SceI | I-SceI site removed by site directed mutagenesis | |
| pJH381 | pGSTU | delitto perfetto plasmid with Kan swapped out for TRP1 | |
| pJH387 | pGST-V-U | For reciprocal translocations with Chr V sub-telomere. Has region of V:564025-566025 inserted between URA3 and TRP1 markers with SceI site in the middle. Note plasmid yield was weirdly low | |
| pJH73 | pFA6a URA3 | [3] |  |

**Refernces**

1. Longtine MS, McKenzie A, 3rd, Demarini DJ, Shah NG, Wach A, Brachat A, et al. Additional modules for versatile and economical PCR-based gene deletion and modification in Saccharomyces cerevisiae. Yeast. 1998;14(10):953-61. PubMed PMID: 9717241.

2. Watson AT, Garcia V, Bone N, Carr AM, Armstrong J. Gene tagging and gene replacement using recombinase-mediated cassette exchange in Schizosaccharomyces pombe. Gene. 2008;407(1-2):63-74. Epub 2007/12/07. doi: 10.1016/j.gene.2007.09.024. PubMed PMID: 18054176.

3. Houseley J, Tollervey D. Repeat expansion in the budding yeast ribosomal DNA can occur independently of the canonical homologous recombination machinery. Nucleic Acids Res. 2011;39(20):8778-91. Epub 2011/07/20. doi: 10.1093/nar/gkr589. PubMed PMID: 21768125; PubMed Central PMCID: PMC3203602.

# Supplementary material for: Senescence in yeast is associated with amplified linear fragments of chromosome XII rather than ribosomal DNA circle accumulation
**Source:** PLoS Biol. 2023 Aug 29;21(8):e3002250. doi: 10.1371/journal.pbio.3002250
**Supplement:** S1 Raw Images

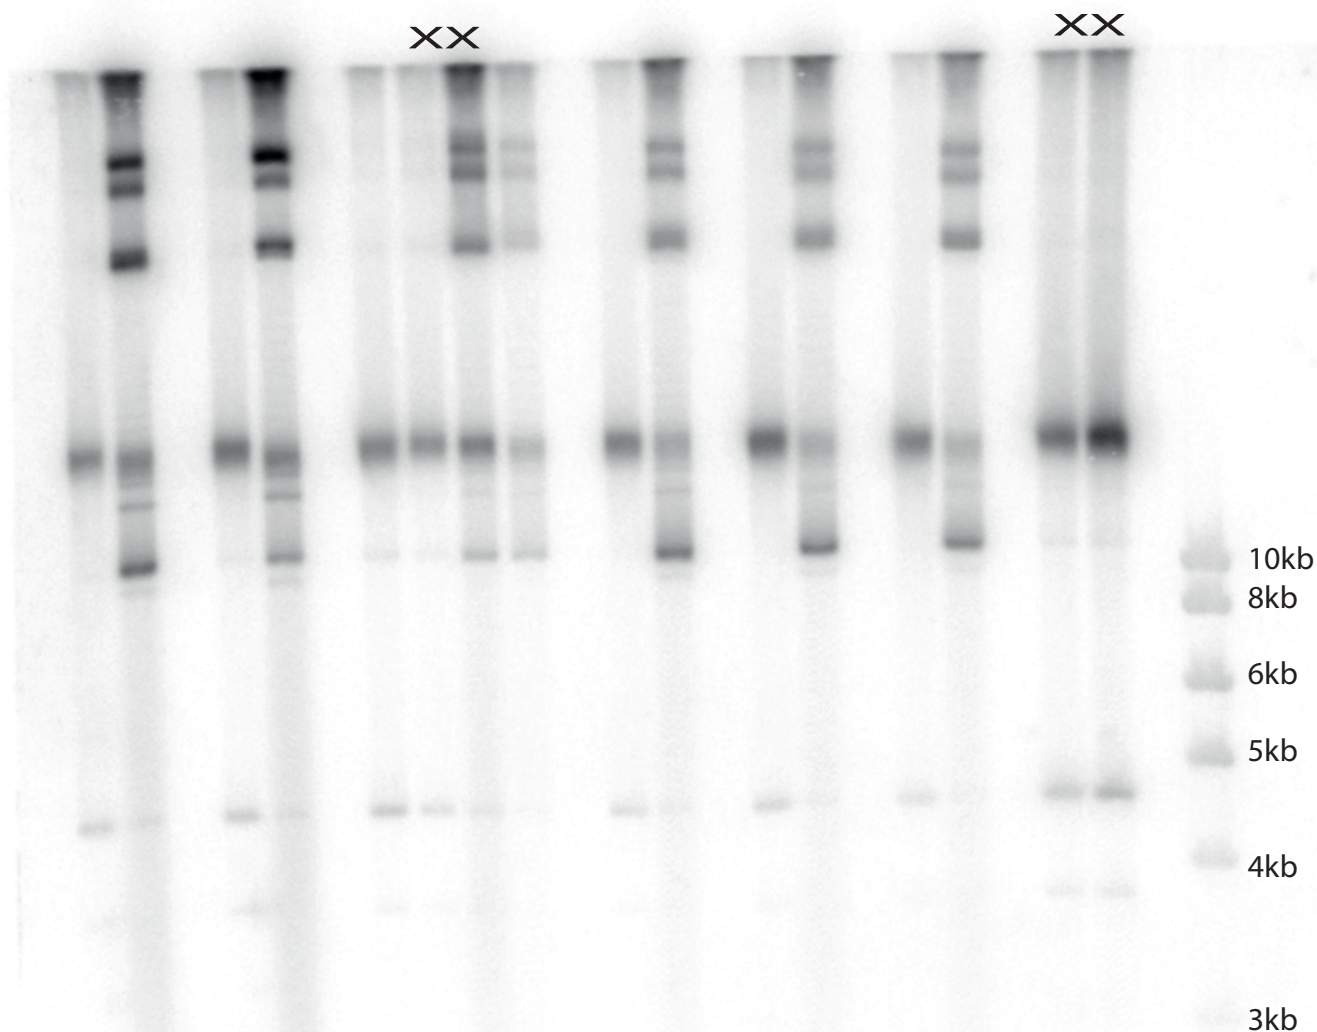

Genomic DNA digested with XhoI, separated on 1% agarose gel, blotted and probed with a ³²P random primed probe against the intergenic spacer region of the rDNA. Probe was detected with a Typhoon FLA3000 phosphorimager

Sample order:

wt glucose log	fob1 glucose log
wt glucose 48h	fob1 glucose 48h
wt glucose log	fob1 glucose log
wt glucose 48h	fob1 glucose 48h
wt glucose log	fob1 glucose log
wt glucose 6h	fob1 glucose 48h
wt glucose 24h	
wt glucose 48h	wt log
	wt log

Used to generate Figure S1A

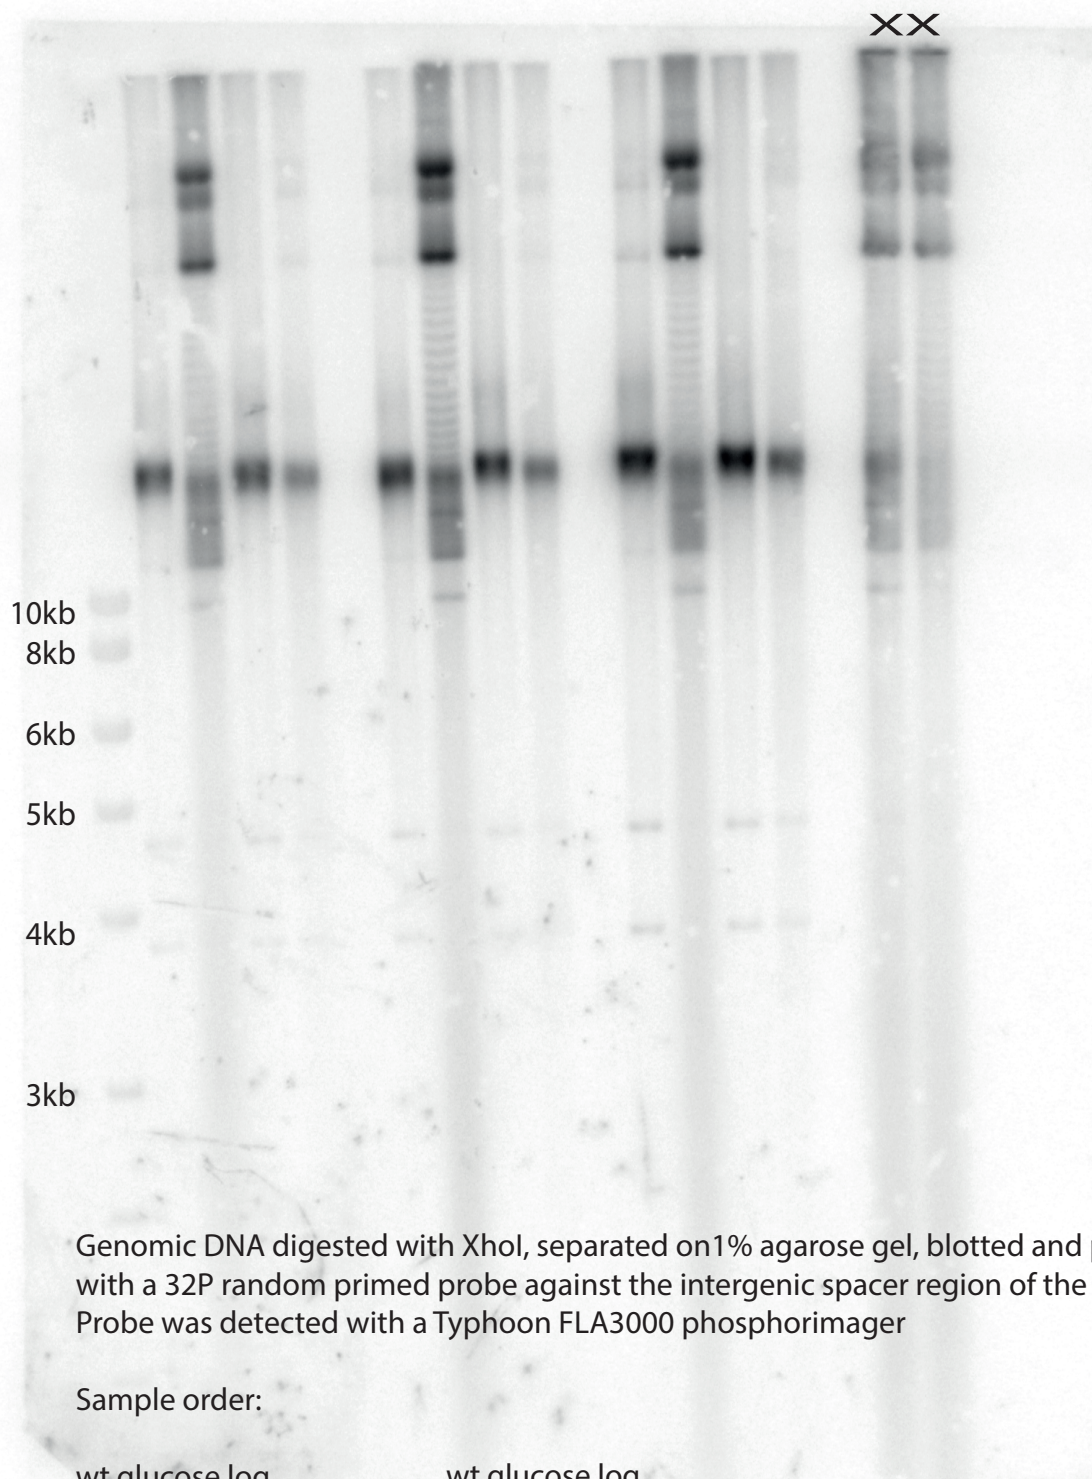

Genomic DNA digested with XhoI, separated on 1% agarose gel, blotted and probed with a ³²P random primed probe against the intergenic spacer region of the rDNA. Probe was detected with a Typhoon FLA3000 phosphorimager

Sample order:

wt glucose log
wt glucose 48h
rad52 glucose log
rad52 glucose 48h

wt glucose log
wt glucose 48h
rad52 glucose log
rad52 glucose 48h

wt glucose log
wt glucose 48h
rad52 glucose log
rad52 glucose 48h

unused
unused

Used to generate Figure S1B left

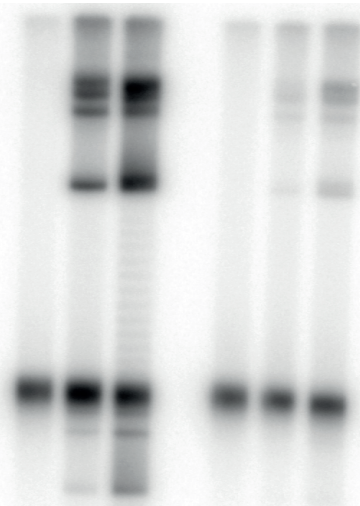

Genomic DNA digested with XhoI, separated on 1% agarose gel, blotted and probed with a ^{32}P random primed probe against the intergenic spacer region of the rDNA. Probe was detected with a Typhoon FLA3000 phosphorimager

Sample order:

wt glucose log
wt glucose 24h
wt glucose 48h

spt3 glucose log
spt3 glucose 24h
spt3 glucose 48h

Used to generate Figure S1B middle

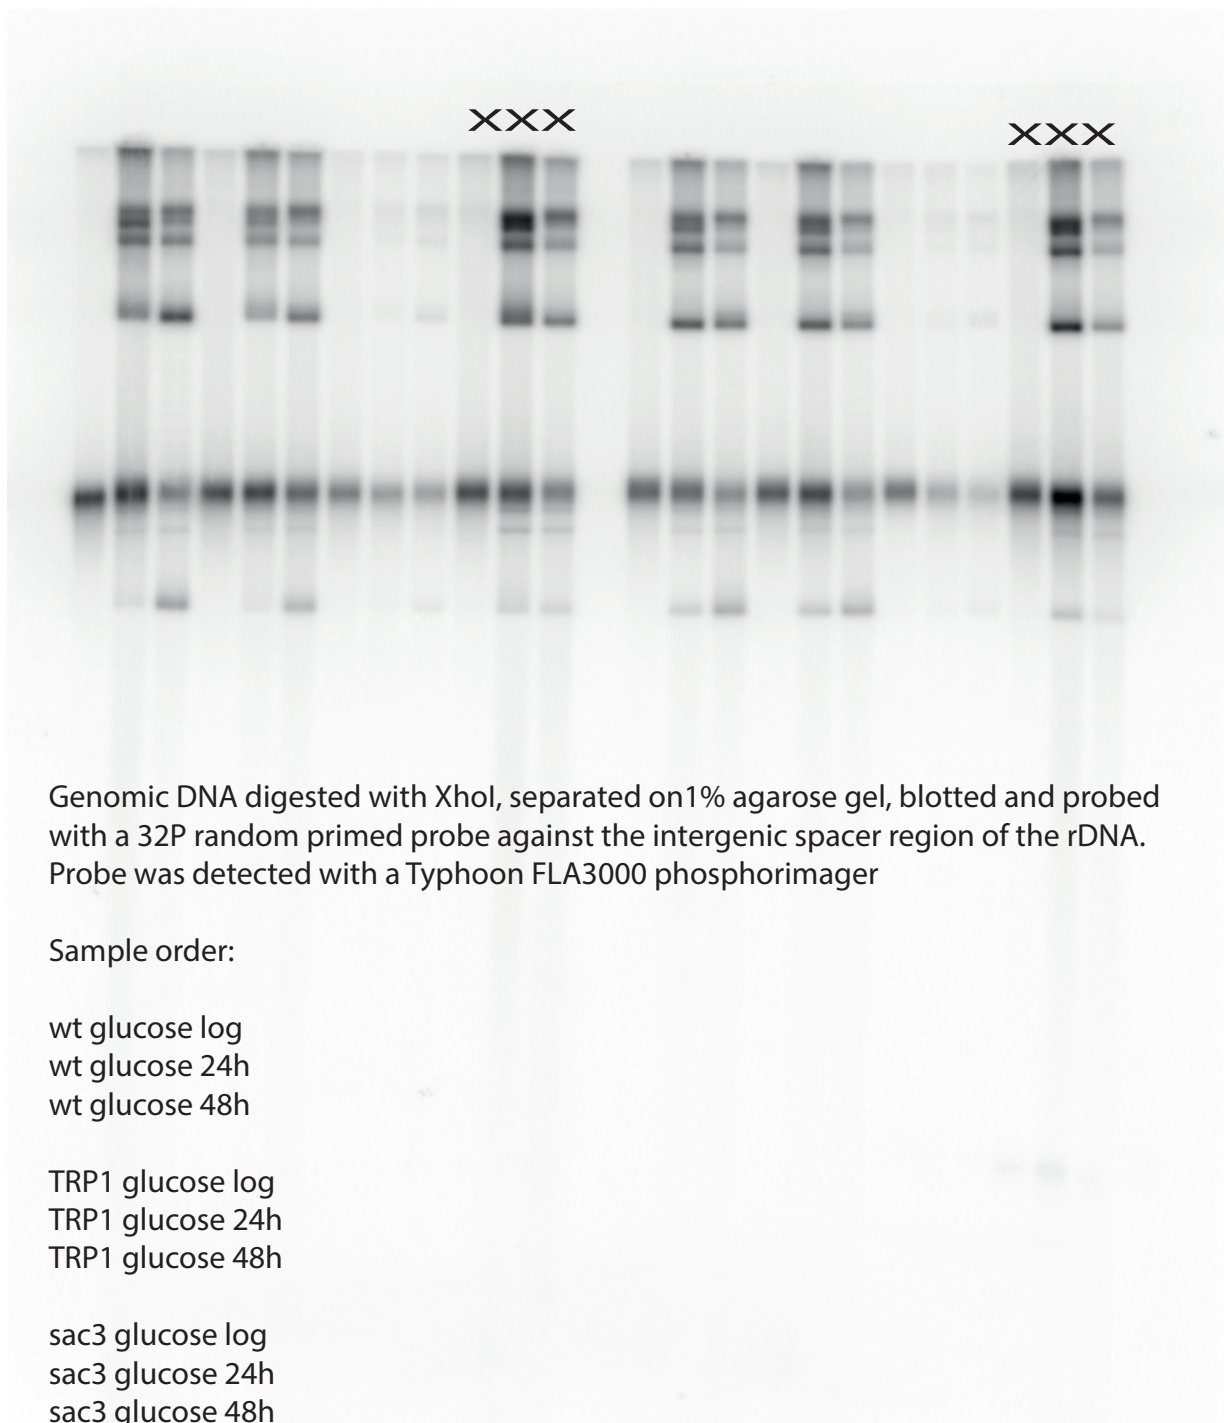

Used to generate Figure S1B right

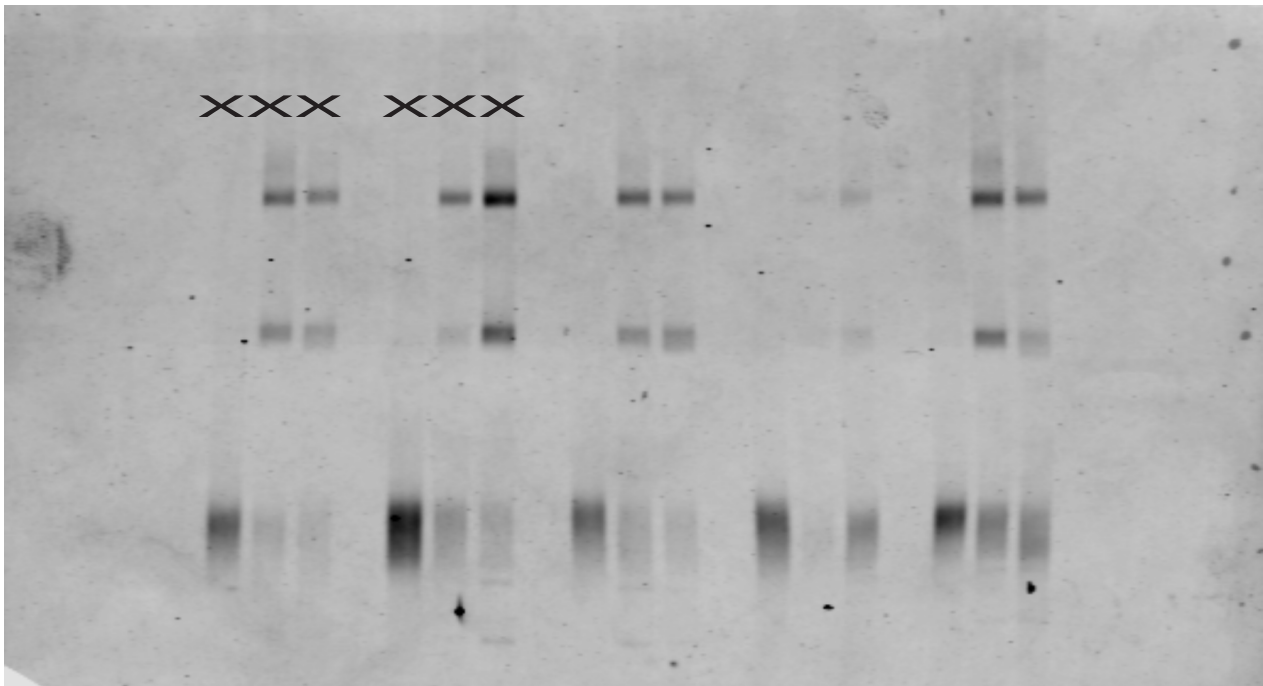

Genomic DNA digested with XhoI, separated on 1% agarose gel, blotted and probed with a biotinylated RNA probe against the intergenic spacer region of the rDNA. Probe was detected with IRDye680 Streptavidin and scanned on a Licor Odyssey CLx

Sample order:

wt glucose log
wt glucose 24h
wt glucose 48h

wt glucose log
wt glucose 24h
wt glucose 48h

wt galactose log
wt galactose 24h
wt galactose 48h

mus81 glucose log
mus81 glucose 24h
mus81 glucose 48h

yen1 glucose log
yen1 glucose 24h
yen1 glucose 48h

Used to generate Figure 6A

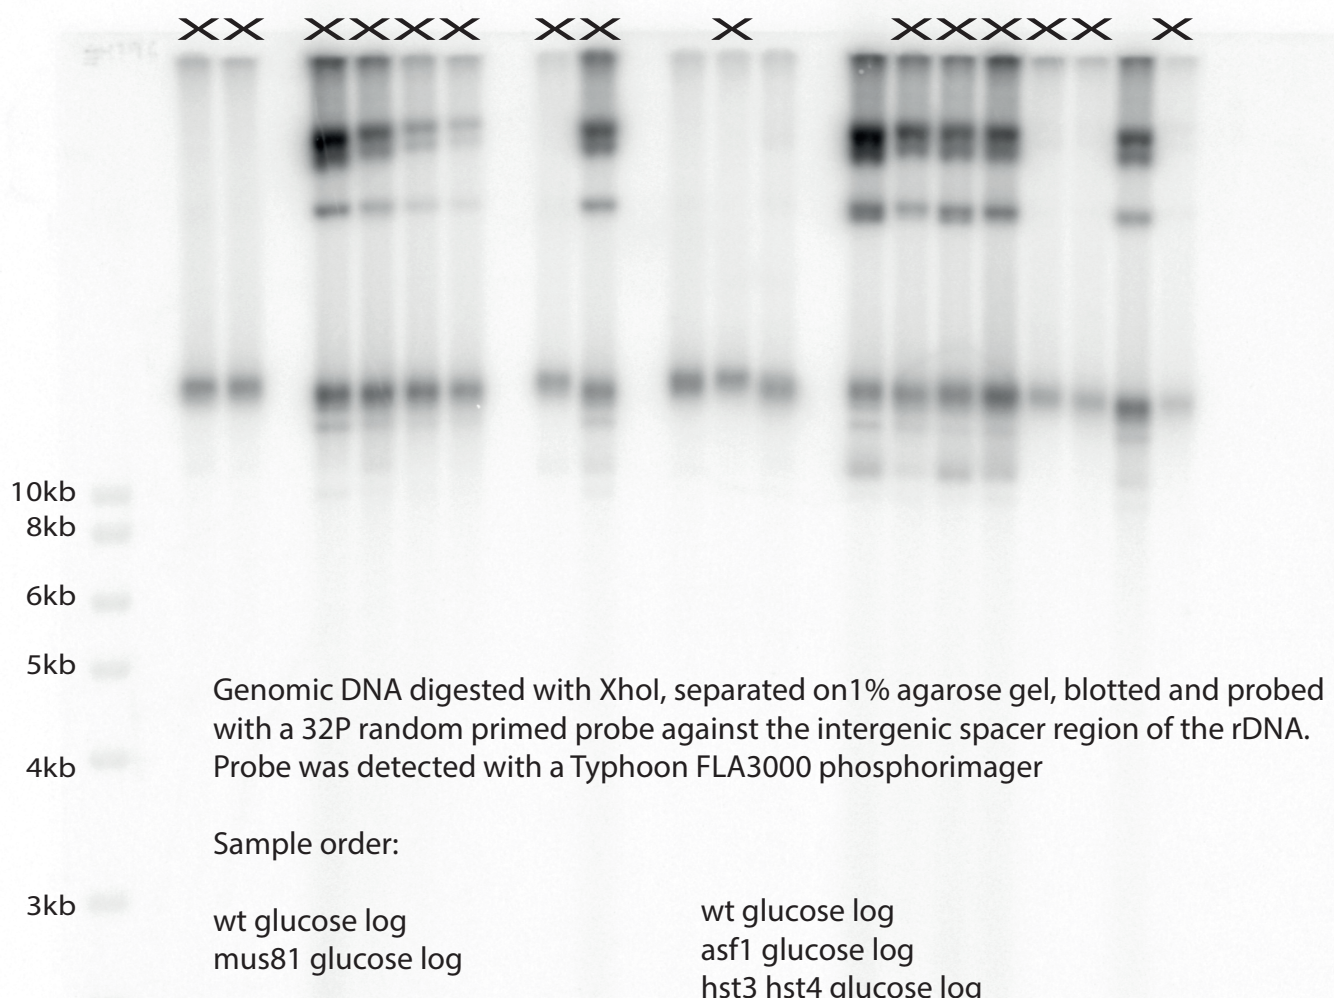

wt glucose 24h
wt glucose 24h+1mM Cu
mus81 glucose 24h
mus81 glucose 24h+1mM Cu

pol32 glucose log
pol32 glucose 24h

wt glucose 24h
wt glucose 24h+1mM Cu
wt glucose 24h+nicotinamide
wt glucose 24h+1mM Cu+nicotinamide

asf1 glucose 24h
asf1 glucose 24h+1mM Cu

hst3 hst4 glucose 24h
hst3 hst4 glucose 24h+1mM Cu

Used to generate Figure S7B

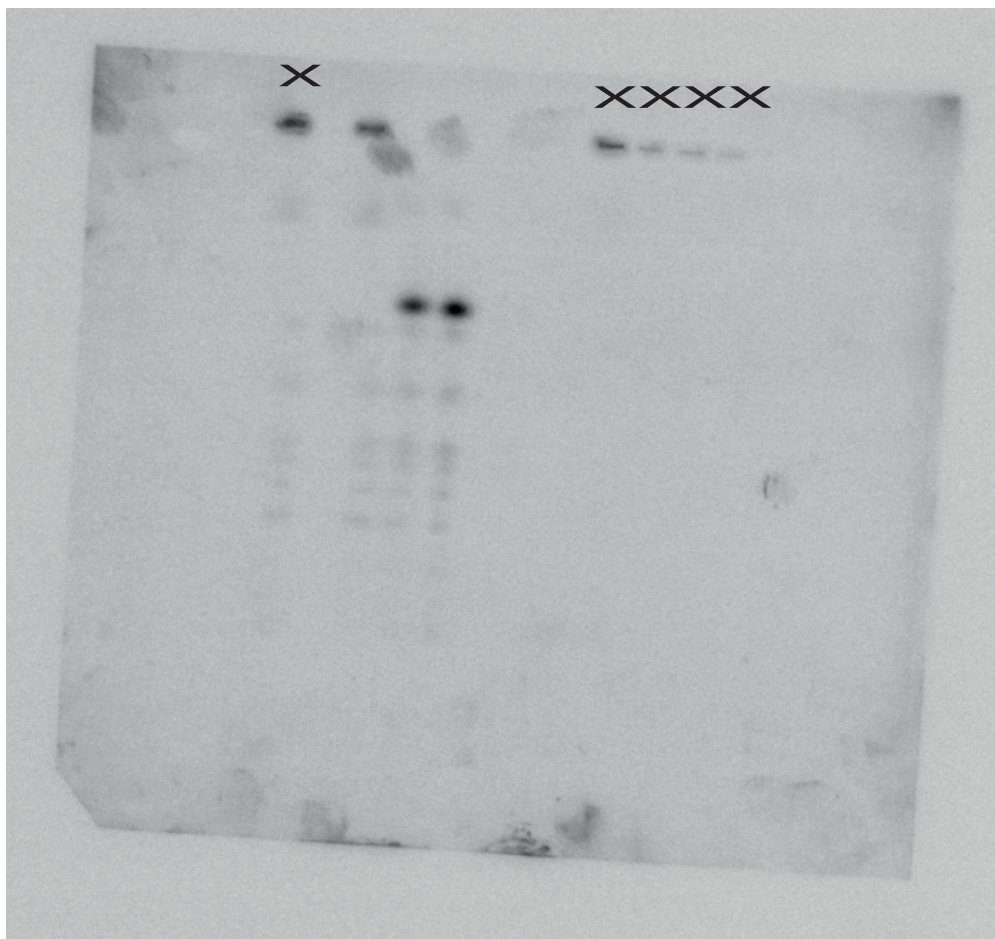

Genomic DNA separated on PFGE gel (see Methods), blotted and probed with a ^{32}P random primed probe against BNA5. Probe was detected with a Typhoon FLA3000 phosphorimager.

Sample order:

wt

wt

ChrXII <> V clone 1

ChrXII <> V clone 2

Used to generate Figure S9A

How the deposited data were processed for this re-analysis (not part of the article)

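Gene expression was measured by poly(A)+ RNA-seq in budding yeast carrying the mother enrichment program, at log phase and after 24 and 48 hours of ageing in glucose medium. The samples were 42 libraries of the wild type, the TRP1-repaired wild type, spt3Δ, sac3Δ and rad52Δ, and 6 libraries of the XIIr<>V translocation strain and its control. Each of the first 4 strains had 3 libraries per age, rad52Δ had 2, and the translocation strain and its control had 1 each per age. The paper calls the libraries of a group biological replicates, and the p-values of single genes measure the spread between these libraries. Those of the ChrXIIr medians rest on the aged libraries. Fisher's test counts genes as units, and camera compares the genes of a list with the others. The ERC and SEP terms rest on values shared by whole groups of libraries. For β-estradiol, which starts the program, the sample labels give 2 hours after inoculation for every strain, whereas the paper gives 2 hours for the wild type and spt3Δ, 3 for sac3Δ and 4 for rad52Δ. One sac3Δ library carries the age log phase in one label field and 24 hours in its title, and was placed at 24 hours as in its title and the paper. The translocation strains are haploid in the labels and diploid in the paper.

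The authors trimmed the reads, aligned them with HISAT2 to the R64 build and counted them per gene by strand with featureCounts against an Ensembl annotation to which 4 transcripts of the rDNA intergenic spacers had been added. The submitters' processing notes name Trim Galore 0.6.6 and HISAT2 2.1.0. The deposited count table holds raw whole-number counts for 7131 features. The second deposited table holds a signal per gene, the authors' normalised counts for 6644 features, which equal the counts divided by 1 DESeq2 size factor per library with a largest relative departure of 4.4e-16. For the translocation strains the authors deposited log2 values of normalised reads over 6692 open reading frames, made in SeqMonk from reads on the antisense strand and with no raw counts beside them. In that table the probes of genes on the - strand held few reads in each of the 6 libraries, and the values were used as deposited.

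Only the 6644 features of the authors' normalised table entered the tests. Mitochondrial genes, tRNA and rRNA genes and genes that start or end between 450000 and 491000 on chromosome XII were left out, as the paper's methods state. ChrXIIr stands for the 333 genes that start after 491000. No column of the tables belonged to a sample that is not listed. Total counts per library were between 5441575 and 13446257. Replicate libraries of 1 group differed by more than sampling noise in each pair, with a chi-square per degree of freedom of 4.01 to 54.3, so each was counted as its own sample.

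Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalisation, filterByExpr and the robust quasi-likelihood fit. Age changes were fitted on the log phase and 48-hour libraries of a strain, and mutants were compared with the wild type of the same age. The terms for ERC level and TRP1 (Linear Model 1) and for the SEP and age (Linear Model 2) were fitted on all 42 libraries with genotype and age as in the paper, and the SEP term also on the libraries without rad52Δ. The SEP term used the Tom70-GFP level of each genotype and age from the paper's supplementary data, scaled from 0 to 1. Genes were called at a Benjamini–Hochberg adjusted p of 0.05, or 0.01 for mutants at log phase, and an absolute log2-fold change above 0.5. Medians, slopes and principal components used log2 of DESeq2 1.42.0 normalised counts plus a pseudocount of 1, with at least 2 normalised reads at log phase for the slopes of change on abundance. ChrXIIr medians per library were compared by 2-sided exact permutation tests with Benjamini–Hochberg adjustment. Each change was taken from the log-phase libraries of the strain together, so the spread at log phase does not enter these tests. Gene lists, 54 in all, were tested with camera and fry from limma 3.58.1, and those whose results are given are named beside them. Lists taken from the paper were chosen by the paper on these samples, and lists read from shortened supplementary tables were described as parts. Overlaps between comparisons that share the wild-type libraries were set beside 20 simulations of unchanged groups. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Each test across genes was tested on simulated data with known fold changes, drawn from the real libraries' means and totals.

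The genes named were chosen by a fixed rule. For each main comparison these were the 6 largest increases and 6 largest decreases among called genes with a mean of at least 50 counts per library and, where 2 groups were compared, no overlap between their libraries. To these were added the 2 called members with the largest absolute change of each list in which at least 4 members and at least 25% of the measured members were called. Where fewer than 4 members of a list that the paper's sentence is about were called, at most 6 of the called members were named. Every gene the paper names, the deleted gene and TRP1 in mutant comparisons, and the 4 rDNA intergenic transcripts in the age and ERC comparisons completed the set. Genes named outside this rule are said to have been chosen after their values were seen.

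Libraries of different groups share replicate numbers, and whether these numbers pair the libraries was checked from the correlation across genes of the deviations from the group means. Every pair with the same number had a correlation above 0.1 in spt3Δ between 48 hours and log phase (0.133 to 0.406), in sac3Δ against the wild type at log phase (0.188 to 0.458) and in sac3Δ against the wild type at 48 hours (0.127 to 0.299). The same held for the TRP1-repaired wild type against the wild type at 24 hours (0.492 to 0.712) and 48 hours (0.142 to 0.253), sac3Δ against the wild type at 24 hours (0.178 to 0.421), sac3Δ between 24 hours and log phase (0.162 to 0.324), and 48 hours with 24 hours in the wild type (0.109 to 0.287), the TRP1-repaired wild type (0.135 to 0.441), spt3Δ (0.117 to 0.471) and sac3Δ (0.181 to 0.360). The linear models and the tests of ChrXIIr medians use these libraries together with others that the numbers do not pair. In these comparisons the pairing comes from the data alone, since neither the labels nor the paper tie a number to a shared day or batch. Alternatives tried were DESeq2 in place of edgeR, tests against the 0.5 threshold with DESeq2 and glmTreat, other size factors, no filter and stricter filters on low counts, a replicate block, a single fit of all libraries, other controls, other Tom70-GFP scales, other pseudocounts, other summaries and references for the medians and slopes, and leaving out each library in turn. Linear Model 3 and the galactose cultures, the other mutants, genome resequencing, imaging and Southern blots were not analysed here.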

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

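The tests of the explanations weighed here were chosen after the patterns had been seen, apart from the comparison of ChrXIIr with lists matched on expression, and the differences of gene lists between ages were not tested. In 3 of 11 sets of 6 libraries of the wild type with and without TRP1 repair, 1 library stood apart from the other 5 by Dixon's criterion, which chance brings about in about 1 of 20 sets. The rRNA genes, which did not enter the tests, took 52.9% of all counts in replicate 3 of the TRP1-repaired wild type at log phase and 1.05% to 8.83% in the other 5 libraries. At 24 hours they took 17.3% in replicate 3 of the wild type and 5.94% to 8.79% in the others. The rDNA intergenic transcripts took 4.87% in replicate 3 of the TRP1-repaired wild type at 24 hours and 2.70% to 3.47% in the others.

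The median log2 change of ChrXIIr genes from log phase, set against the 6 wild-type libraries with and without TRP1, differed by -0.22 in spt3Δ and -0.23 in sac3Δ at 24 hours and by -0.22 and -0.56 at 48 hours (exact permutation test, adjusted p = 0.0179 for each, 3 of 3 libraries lower), and by 0.56 in rad52Δ at 24 hours (exact permutation test, adjusted p = 0.0429, 2 of 2 libraries higher). With the mutant label moved only among libraries of the same replicate number none of these passed (exact permutation test, adjusted p = 0.0556 for spt3Δ and sac3Δ and 0.133 for rad52Δ), and with so few arrangements none could pass after adjustment. The tables argue against a general rise of weakly expressed genes, since the wild-type ChrXIIr median at 48 hours stood at the 100 percentile of 10000 lists from other chromosomes matched on expression, and against size factors shifted by chromosome XII, since with factors computed without it the ChrXIIr median itself stood at 0.73, against 0.70 with all chromosomes and an SD of 0.0713 between libraries, where the other chromosomes stood at 0.043. The windows of mRNA change alone leave open extra copies of the chromosome from the rDNA to the telomere, which is the paper's explanation. Of 12 windows of 50 kb right of the rDNA, 4 lay above the highest of the 9 windows left of it, at 0.86. Above the left median of 0.19 by more than the SD of the left windows, 0.33, lay 10 of 12. The paper measured DNA copies by genome resequencing, which was not analysed here. It reports that ChrXIIr was amplified with age in rad52Δ and the wild type, less in spt3Δ and almost not detectably in sac3Δ. The lane of spt3Δ and rad52Δ cannot be told apart from their genotype, although sac3Δ, the lowest strain at 48 hours, shared the lane of the wild type. Genotype and the course of ageing in each strain also stay open and were not tested.

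Gene lists that lay on opposite sides of the wild type at log phase and at 48 hours in every library are given as the median log2 difference from the wild type. The 34 measured genes of the Sir-regulated list stood at 0.63 at log phase and -0.93 at 48 hours in sac3Δ. The paper's cluster 1 stood at 0.43 and -1.10 in sac3Δ. The 109 genes held here of the paper's cluster 2 stood at 1.75 and -0.29 in sac3Δ. In spt3Δ the cluster 2 genes stood at 0.73 and -0.54. The 4 rDNA intergenic transcripts stood at 1.48 and -3.06 in rad52Δ.

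Genes called higher for ERC level, chosen in fits that left out the mutant in question, had medians of -0.42 in spt3Δ, -0.21 in sac3Δ and 0.18 in rad52Δ relative to the wild type at 48 hours. Lists of other genes matched on the age change of the wild type had medians of -0.40, -0.37 and 0.12, which put the ERC genes at the 10.7, 100 and 99.99 percentiles of such lists. The central 95% of such lists ran from -0.44 to -0.35, from -0.46 to -0.32 and from 0.082 to 0.14, so the ERC genes lay within it in spt3Δ and above it in sac3Δ and rad52Δ, and below it in none. Fewer divisions or slower ageing in the mutants stays open, since the test cannot tell. The lane of spt3Δ and rad52Δ cannot be told apart, since in sac3Δ, which shared the lane of the wild type, the highest library stood at -0.19, neither near 0 nor far below it. ERC level itself stays open, because in these strains it changed together with the course of ageing.

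In the 2 libraries labelled rad52Δ at log phase, 6 genes specific to α cells had a median log2 difference of 7.41 from the wild type, and MATALPHA1, the α-cell activator, gave 532 counts in the 2 libraries against 13 in the 3 wild-type libraries. The paper describes diploid cells, places mating type loci in its cluster 1 and describes that cluster as mostly highly expressed in rad52Δ. The tables argue against the lane, since the mating genes stood at 0.029 in spt3Δ on the same lane, and against loss of 1 copy of chromosome III, since that chromosome stood 0.026 above the other chromosomes in rad52Δ. Cells of mating type α are a candidate explanation, since HMRA1 and MET17 gave 0 counts in both libraries against 132 to 241 and 989 to 1728 in the wild type. MET17 is not a mating gene, and the paper's strain table lists 1 intact and 1 deleted copy of it, there named met15. Together with the α-cell genes, these values argue against a/α cells in these 2 libraries. Which strain was used was not tested, and an effect of mating type cannot be told apart from the loss of RAD52 in comparisons with these libraries.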

How the results depend on the processing

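All alternatives set out at the start were run, and 6 were added after the values had been seen: split controls at 48 hours, permutation within replicate numbers, + strand probes with and without centring, the TRP1 and age terms without rad52Δ, and spt3Δ and sac3Δ alone. Of the counts of genes, 154 values under other settings stayed within 1.5 times the main count and 51 did not, and of the log2-fold changes of named genes 3619 values kept their direction and side of the threshold, 164 lost the call, 31 gained one, 15 turned and 8 changed sign without a call. Of the medians, slopes and variances, 263 values stayed within the spread between libraries or kept their call, 47 moved by more, 10 lost the call, 1 gained one and 1 turned. Where a value moved, the cause was not tested unless the setting leaves out libraries. The share of SEP genes on ChrXIIr stayed above that of all genes tested under each alternative run. In simulated libraries of spt3Δ and the wild type at log phase, 50.8% of genes changed by 0.75 on the log2 scale, 79.1% of those changed by 1 and 100% of those changed by 2 were called, and 32.8%, 56.7% and 93.9% for the SEP term without rad52Δ, so that a gene not called may still have changed by such amounts at these depths and numbers of libraries.

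Tested against the 0.5 threshold with DESeq2, counts of called genes were 2040 in place of 3241 for age in the wild type, 1492 in place of 2845 in spt3Δ, 957 in place of 2137 in sac3Δ and 687 in place of 2323 in rad52Δ. They were 177, 441 and 365 for spt3Δ, sac3Δ and rad52Δ at log phase (700, 1445 and 967 without this test), 262, 404 and 178 at 48 hours (928, 1357 and 901), 162 for ERC level (810), 6 for TRP1 (43), 260 for the SEP (1311), 309 for age in Linear Model 2 (1687) and 330 for the SEP without rad52Δ (1308). Genes called in at least 1 mutant were then 737 at log phase (2189) and 643 at 48 hours (2139), and those called the same way in all 3 mutants 30 (96) and 15 (92). With glmTreat the counts were 1327 for age in sac3Δ, 1153 in rad52Δ, 162, 534 and 402 for the 3 mutants at log phase, 347, 635 and 283 at 48 hours, 236 for ERC level, 8 for TRP1, 418 for the SEP, 640 for age, 513 for the SEP without rad52Δ, 807 and 25 for at least 1 and all 3 mutants at log phase and 954 and 17 at 48 hours. These tests ended 51 and 48 of the 390 calls and values of named genes.

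For spt3Δ at log phase, DESeq2 in place of edgeR called 1075 genes, all 42 libraries in one fit 1384 and an adjusted p of 0.05 called 1299, and the genes called the same way in all 3 mutants were then 204, 279 and 240. Split controls, a wild-type and a TRP1-repaired library for each mutant, called 337 genes for rad52Δ at log phase. They left 22 genes in all 3 mutants at log phase and, as an added setting, 45 at 48 hours. With the TRP1-repaired wild type as control, 569 genes were called for rad52Δ at 48 hours and 51 in all 3 mutants. Under this control the arginine genes, TRP1 and an rDNA transcript turned. Against it ARG1 stood at 1.37, ARG3 at 0.21, IGS2-1S at 0.13 and TRP1 at -0.62 in spt3Δ at log phase, ARG3 at 0.088, TRP1 at -0.84 and YGL117W at 0.043 in sac3Δ, and ARG1 at 1.07, ARG3 at 1.47, TRP1 at -0.19 and YGL117W at 0.34 in rad52Δ. At 48 hours ARG1 stood at 0.17 in spt3Δ and TRP1 at -0.70, -0.67 and -0.33 in spt3Δ, sac3Δ and rad52Δ. In spt3Δ and sac3Δ alone, an added setting, 164 genes were called the same way at log phase and 436 at 48 hours.

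With the replicate block, rad52Δ at log phase had 1486 called genes and all 3 mutants together 180, and no other count moved by over 1.5 times. In the comparisons that the numbers pair, the block added YIL169C to the calls of spt3Δ with age (-0.50, adjusted p = 0.031 from edgeR) and IGS1-2S (-1.18), PHO5 (-0.94) and STE3 (1.05) to those of sac3Δ at log phase, ended the call of the PAU list in sac3Δ at log phase (adjusted p = 0.0449 without and 0.0866 with the block, from camera in limma), and changed no other call. In the other comparisons of 2 groups the libraries share only a number. The linear models join libraries that the numbers pair with others. There the block ended the calls of DAN1 for the SEP (6.77, adjusted p = 0.0669 from edgeR), of glycolysis for the SEP (adjusted p = 0.0311 without and 0.0512 with the block, from camera in limma) and without rad52Δ (0.0420 and 0.0773) and of the DNA damage response for TRP1 (0.0448 and 0.0515), and gave calls to mating genes (0.0534 and 0.0334) and chromosome IV (0.0534 and 0.0467) for the SEP, the vacuolar ATPase for age (0.0516 and 0.0310) and the COS family for the SEP without rad52Δ (0.0888 and 0.0172). Each library was closest to its own number for age in sac3Δ, as a hint from the data, and 2 of 3 were in the wild type, 1 of 3 in spt3Δ against the wild type at log phase and 1 of 3 at 48 hours. Lists that lost the call with the block numbered 7 for rad52Δ at log phase, 4 for age in rad52Δ and 3 for spt3Δ at 48 hours, and 4 gained one for spt3Δ at log phase. For age in sac3Δ 1 list lost the call and 1 gained one, and for rad52Δ 1 list gained one at log phase and 1 at 48 hours.

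For ChrXIIr, the wild type alone gave -0.17, -0.18 and 0.62 for spt3Δ, sac3Δ and rad52Δ minus wild type at 24 hours and -0.23 and -0.58 for spt3Δ and sac3Δ at 48 hours, without calls, since tests with so few libraries cannot pass. Moving the mutant label only within replicate numbers, an added setting, ended the calls of spt3Δ and sac3Δ at 24 hours (-0.22 and -0.23) and 48 hours (-0.22 and -0.56; exact permutation test, adjusted p = 0.0556) and of rad52Δ at 24 hours (0.56; adjusted p = 0.133, exact permutation test), none of which could pass with so few arrangements. With the mean over genes, rad52Δ minus wild type at 48 hours was 0.18 and passed the test (exact permutation test, p = 0.0357), and the changes were 0.45 and 0.85 in the wild type at 24 and 48 hours, 0.15 in spt3Δ and 0.11 in sac3Δ at 24 hours and 1.01 and 1.03 in rad52Δ. A pseudocount of 5 gave 0.62 in the wild type and 0.42 in spt3Δ at 48 hours, 0.19 for chromosome I, a slope of change on abundance of -0.217 in the wild type, a slope on the wild-type change of 0.762 in spt3Δ, an R² of 0.779 in sac3Δ, and components of 50.1% and 13.6% over all ages and 42.3% and 21.3% at log phase. TMM gave 0.075 in spt3Δ at 24 hours and 0.0049 for the other chromosomes. With a mean of at least 10 normalised counts, chromosome I stood at 0.15, VI at 0.21, XII left of the rDNA at 0.15 and the other chromosomes at -0.025 in place of 0.015, the slopes on abundance were -0.293, -0.275 and -0.129 in the wild type, spt3Δ and sac3Δ and the components 52.4%, 13.0%, 44.0% and 20.4%. Size factors without chromosome XII gave 0.20 for XII left and 0.043 for the others. Slopes on abundance were -0.178, -0.161 and -0.0783 with no minimum of reads and -0.276, -0.241 and -0.131 on the log phase level. Over all genes, R² was 0.707 in spt3Δ, 0.648 in sac3Δ and 0.580 in rad52Δ and the slope in spt3Δ 0.741, and against the TRP1-repaired wild type the slope in spt3Δ was 0.764 and R² 0.729 in sac3Δ and 0.725 in rad52Δ. A pseudocount of 0.5 gave components of 45.2%, 11.3%, 36.4% and 18.3%. In the translocation data, + strand probes alone, an added setting, gave -0.010 in place of 0.14 at 24 hours and 0.19 in place of 0.53 at 48 hours in the control and -0.20 and -0.25 in XIIr<>V. Probes above the minimum of reads gave 0.043 and 0.35 in the control and -0.088 in XIIr<>V at 48 hours, and centred + strand probes 0.37 in the control at 48 hours.

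Leaving out 1 library left 290 counts of genes within 1.5 times and moved 14, left 4872 values of named genes on their side of the threshold, ended 126 calls, gave 15 and moved 10 without a call, and left 454 medians, slopes and variances as they were while 62 moved by more than the spread, 16 lost the call and 2 turned. Genes called for spt3Δ at log phase ranged from 233 without wild type replicate 1 to 1020 without spt3Δ replicate 1, with 345 and 391 without spt3Δ replicates 2 and 3. They ranged from 906 without replicate 1 to 1552 in sac3Δ, with 935 without wild type replicate 1, and from 314 without rad52Δ replicate 2 to 1309 in rad52Δ, with 324 without its replicate 1 and 469 without wild type replicate 1. Genes called in at least 1 mutant at log phase ranged from 1263 without wild type replicate 1 to 2348. Those in all 3 ranged from 25 without wild type replicate 1 to 166 without spt3Δ replicate 1, with 60 without spt3Δ replicate 2 and 36 and 35 without rad52Δ replicates 1 and 2. ChrXIIr in spt3Δ minus wild type at 24 hours ranged from -0.25 to -0.21 and in sac3Δ from -0.27 to -0.22, and both calls ended without wild type replicate 2 or any TRP1-repaired replicate of that age. In rad52Δ at 24 hours the difference ranged from 0.47 to 0.66, and its call ended without any one of the 24-hour libraries compared. At 48 hours it ranged from -0.022 without rad52Δ replicate 1, where it turned, to 0.24. The change in sac3Δ at 24 hours ranged from -0.012 without its log phase replicate 3, where it turned, to 0.044. The slope on abundance in spt3Δ ranged from -0.211 to -0.202, R² in spt3Δ from 0.753 to 0.798 and in rad52Δ from 0.657 to 0.715, the slope on the wild-type change in spt3Δ from 0.743 to 0.803, and the components from 45.9% to 48.8% and 11.7% to 13.1% over all ages and from 37.7% to 42.5% and 20.0% to 21.7% at log phase. Of the rDNA transcripts, IGS1-2S in sac3Δ with age ranged from 1.27 without its log phase replicate 2 to 2.42 without replicate 3, IGS2-1AS in rad52Δ from 1.06 to 1.77 and IGS1-2AS in rad52Δ from 2.51 without log phase replicate 1 to 3.23 without replicate 2.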

Differences from the paper's values

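Each pair below was set with the alternatives chosen before the data were examined, and a value lies within the paper's where it is within 1.5 times of it or, for a slope or median, within the larger error. For genes higher in the wild type at 48 hours the paper's value is 1186 and the value here 1813. It came within the paper's with DESeq2 in place of edgeR (1760), DESeq2 against the threshold (1181), glmTreat (1468), DESeq2 size factors (1778), the mean count filter (1598) and without wild type log phase replicate 1 (1773), and not with TMM without the rDNA transcripts, no filter, the replicate block, all 42 libraries in one fit or without any of the other 5 libraries. For genes lower at 48 hours the paper's value is 870 and the value here 1428, with DESeq2 against the threshold (859), glmTreat (1051) and the mean count filter (1299) within the paper's, and not DESeq2 in place of edgeR (1499), DESeq2 size factors, TMM without the rDNA transcripts, no filter, the block, all 42 libraries or leaving out any of the 6 libraries.

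For genes called the same way in all 3 mutants at log phase the paper's value is 197 and the value here 96, for those higher 93 and 48 and for those lower 104 and 48, the paper's first. DESeq2 in place of edgeR (204, 98 and 106), the block (180, 74 and 106), all 42 libraries in one fit (279, 131 and 148) and an adjusted p of 0.05 (240, 131 and 109) brought each within the paper's, as did leaving out spt3Δ replicate 1 for the total (166) and the higher genes (113) and wild type replicate 2 for the lower genes (96). DESeq2 against the threshold (30, 10 and 20), glmTreat (25, 9 and 16), DESeq2 size factors, TMM without the rDNA transcripts, no filter, the mean count filter, the TRP1-repaired control, split controls and leaving out any of the other 10 libraries did not. For cluster 2 genes higher in all 3 mutants the paper's value is 30 and the value here 14, from the 109 genes of the cluster held here, of which 76 were tested in all 3 comparisons. DESeq2 in place of edgeR (29), all 42 libraries (39), an adjusted p of 0.05 (33) and leaving out spt3Δ replicate 1 (34) came within the paper's, and DESeq2 against the threshold, glmTreat, DESeq2 size factors, TMM without the rDNA transcripts, no filter, the mean count filter, the block, the TRP1-repaired control, split controls and the other 10 libraries left out did not. For genes called the same way in all 3 mutants at 48 hours the paper's value is 10 and the value here 92. DESeq2 against the threshold (15) came within the paper's, and DESeq2 in place of edgeR, glmTreat (17), DESeq2 size factors, TMM without the rDNA transcripts, no filter, the mean count filter, the block, all 42 libraries, the TRP1-repaired control (51) and leaving out any library did not.

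For ERC level the paper's value is 161 genes and the value here 810, and DESeq2 against the threshold (162) and glmTreat (236) came within the paper's. For TRP1 the paper's value is 6 and the value here 43, with 6 and 8 under these 2 tests, both within. For the SEP the paper's value is 187 and the value here 1311, and for age in Linear Model 2 the paper's value is 290 and the value here 1687. DESeq2 against the threshold (260 and 309) came within the paper's for both, and glmTreat (418 and 640) did not. For none of these 4 did DESeq2 in place of edgeR (845, 44, 1386 and 1715), DESeq2 size factors, TMM without the rDNA transcripts, no filter, the mean count filter, the block, other Tom70-GFP scales where they apply, ERC level without rad52Δ or leaving out any library come within the paper's. The share of SEP genes on ChrXIIr is 22% in the paper and 12.1% here, with DESeq2 against the threshold (21.2%) and glmTreat (17.7%) within the paper's and DESeq2 size factors (12.3%) not. The observed over expected number of SEP genes on ChrXIIr is 4.47 in the paper's supplement and 2.35 here, with 4.12 and 3.45 under the same 2 tests, both within, and 2.40 with DESeq2 size factors, which was not. Without rad52Δ it is 3.54 in the paper's supplement and 1.75 here, and 2.65 with DESeq2 against the threshold, which was within.

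The slope of change on abundance in spt3Δ is about -0.22 in Fig 1D, read by eye, and -0.208 here, and none of the alternatives (TMM, size factors without chromosome XII, pseudocounts of 0.5 and 5, the filter on normalised counts, no minimum of reads, the log phase level on the x axis and leaving out each of 6 libraries) came within the paper's. For the translocation strains, a sheet of 277 lines without headings in the paper's supplement gives medians over ChrXIIr of 0.23 for the control at 24 hours and 0.20 for XIIr<>V at 48 hours, with its columns taken in the order of Fig 7C, and the values here are 0.14 and 0.058. No line of that sheet had all 4 changes within 0.05 of those of a gene in the deposited values. None of the alternatives (probes above the minimum of reads, centring, genes after 500000) came within the paper's for either.

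The paper states that the effects of spt3Δ and sac3Δ at log phase were almost opposite, next to a clustering of the genes called in any mutant. The correlation given here covers all genes tested and is another measure, so it is not a like-for-like comparison. Across genes, which are not replicates, the correlation of their log2-fold changes was 0.30 here, with 81 genes called higher in both, 83 lower in both and 62 in opposite directions, where independent lists would share 39.4 higher and 45.6 lower. Both share the wild-type libraries, which gave a correlation of 0.506 in simulations with no effect, at a covariance of 0.0194 against 0.136 here. With separate controls, a wild-type and a TRP1-repaired library for each mutant, the correlation was 0.217. There were then 55 genes higher in both, 74 lower in both and 73 in opposite directions. The paper states that the TRP1 genes did not overlap the ERC genes, whereas 5 of the 43 genes called for TRP1 here were also called for ERC level, and none of the 6 called by DESeq2 against the threshold. The paper names the most abundant poly(A)+ RNA of aged wild-type cells IGS1-F, expressed from E-pro, and the feature with the highest normalised count in each aged wild-type library here carries the name IGS2-1S in the deposited tables.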

Other observations

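The 24-hour libraries show how far each gene group had moved before 48 hours. No test given among these observations was chosen after its result was seen, apart from 1 set of assignments of ERC level that is named below. Values are medians over the genes of a list with a mean of at least 10 normalised counts of the log2 change from the log phase of the same strain, as mean ± SD over libraries (n = 3, or n = 2 in rad52Δ) at 24 and then 48 hours, and the differences between ages and strains were not tested. In the wild type, ribosome biogenesis genes, which make the machinery for building ribosomes, stood at -0.82 ± 0.062 and -1.15 ± 0.065, and cytosolic ribosomal protein genes at -0.80 ± 0.30 and -1.69 ± 0.098. Genes induced in the environmental stress response stood at 1.64 ± 0.12 and 2.21 ± 0.078, glycogen and trehalose genes at 1.35 ± 0.14 and 1.77 ± 0.063 and chaperone genes at 0.83 ± 0.14 and 1.32 ± 0.048. The phosphate starvation genes stood at -0.57 ± 0.11 and -1.44 ± 0.074, the hexose transporters at 0.95 ± 0.12 and 1.90 ± 0.33, the PAU genes of the cell wall mannoproteins at 1.31 ± 0.10 and 2.39 ± 0.44 and the histone genes at -0.79 ± 0.35 and -1.48 ± 0.11. In spt3Δ the 24-hour values were smaller for ribosome biogenesis (-0.13 ± 0.049 and -0.76 ± 0.10), the stress response (0.78 ± 0.088 and 1.86 ± 0.083) and glycogen (0.64 ± 0.11 and 1.76 ± 0.19), while the chaperone genes stood at -1.07 ± 0.15 and -0.69 ± 0.21, on the other side of 0 from the wild type. The phosphate genes of spt3Δ stayed near log phase (0.058 ± 0.13 and -0.088 ± 0.045), and its iron regulon stood at 0.74 ± 0.27 and 0.46 ± 0.19. In sac3Δ, gluconeogenesis genes stood at 0.86 ± 0.11 and 0.90 ± 0.13, cell wall genes at 0.068 ± 0.063 and 0.37 ± 0.091 and PAU genes at 0.44 ± 0.14 and 0.83 ± 0.031. In rad52Δ the values of 24 hours were already close to those of 48 hours for ribosome biogenesis (-0.80 ± 0.022 and -0.77 ± 0.22), the PAU genes (2.21 ± 0.17 and 2.17 ± 0.55), the daughter-specific genes (-1.34 ± 0.15 and -1.33 ± 0.53) and the methionine pathway (1.25 ± 0.040 and 1.14 ± 0.28), whereas genes of the respiratory chain (0.16 ± 0.18 and 0.18 ± 0.14) and the TCA cycle (-0.015 ± 0.030 and 0.027 ± 0.11) stayed near log phase and the Ty elements went from 0.44 ± 0.023 to -0.12 ± 0.0036.

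Genes of α cells, chosen after their values were seen, were also read in aged cells of the other strains. MF(ALPHA)1, the α-factor precursor, gave 5 to 8 counts in the wild type at log phase, 101 to 250 at 24 hours and 82 to 136 at 48 hours. In spt3Δ it gave 0 to 8, 184 to 419 and 65 to 163 counts at the 3 ages. In sac3Δ it gave 88 to 165 counts already at log phase and 347 to 771 at 48 hours, and in rad52Δ 11541 and 30185 at log phase. The 24-hour changes were not tested.

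Genotype, age and covariate labels were also assigned to the libraries in other ways, and these assignments were set out at the start unless said otherwise. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split, 1 of the 10, called 3241 genes for age in the wild type, 2845 in spt3Δ and 2137 in sac3Δ, 700 for spt3Δ and 1445 for sac3Δ against the wild type at log phase and 928 and 1357 at 48 hours, and the highest of the other splits called 0 in each case, those that part every pair included where the replicate numbers pair the libraries. The comparisons of rad52Δ, with 2 libraries, were not split. For the models, 100 assignments were drawn, the real one included. For ERC level, redrawn among the aged libraries of each age, the real assignment called 810 genes and the highest other 26, so that 1 of 100 was as large, which excludes chance for labels drawn over single libraries. Such draws break up the libraries of a strain and age, which share 1 ERC level, so ERC level was also given to whole strains at an age, a test added after the first was seen. Over all 100 ways to give it to 2 of the 5 strains at 24 hours and 2 at 48 hours, 1 was as large as the real one, the highest other called 778 genes and the median of the others was 2. That share cannot exclude chance, because the wild type with and without TRP1 repair has the same genotype and many other assignments part these like libraries. Other assignments that follow the strains called close to as many genes. For TRP1, redrawn among the wild-type libraries of each age, the counts were 43 and 11, and for age, with log phase and 48-hour labels redrawn within a genotype, 1687 and 38, each with 1 of 100 as large, which excludes chance for labels drawn over single libraries, and too few assignments of whole groups exist for a share under 0.05. For the SEP, with the Tom70-GFP values redrawn over the 12 combinations of genotype and age, 2 of 100 assignments were as large as the real one, which called 1311 genes, and the highest other called 1385. That share lies under 0.05, although the highest other assignment called more genes than the real one. The other assignments had a median of 187 genes, since values that differ between combinations of genotype and age follow the structure of the samples. The share alone therefore does not exclude chance for the number of genes called. Without rad52Δ, over 9 combinations, 6 of 100 assignments were as large as the real one, at 1308 genes, the highest other called 1675 and the median of the others was 549, so that chance cannot be excluded there.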
